# Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells

**DOI:** 10.1038/s42003-024-06047-2

**Published:** 2024-05-03

**Authors:** Sayoni Roy, Darshan Mehta, Akshay Paradkar, Gopal Chovatiya, Sanjeev K. Waghmare

**Keywords:** Skin stem cells, Self-renewal

## Abstract

Disabled 2 (Dab2), an adaptor protein, is up regulated in the hair follicle stem cells (HFSCs); however, its role in any tissue stem cells has not been studied. In the present study, we have reported that Dab2 conditional knockout (Dab2-cKO) mice exhibited a delay in the HF cycle due to perturbed activation of HFSCs. Further, Dab2-cKO mice showed a reduction in the number of HFSCs and reduced colony forming ability of HFSCs. Dab2-cKO mice showed extended quiescence of HFSCs concomitant with an increased expression of Nfatc1. Dab2-cKO mice showed a decreased expression of anti-aging genes such as Col17a1, decorin, Sirt2 and Sirt7. Dab2-cKO mice did not show full hair coat recovery in aged mice thereby suggesting an accelerated aging process. Overall, we unveil for the first time, the role of Dab2 that regulate activation and self-renewal of HFSCs.

## Abstract (web summary)

The adaptor protein Disabled 2 (Dab2) regulates the activation and self-renewal of hair follicle stem cells via canonical Wnt pathway. Importantly, Dab2 is also involved in the ageing process.

## Introduction

The HF represents an excellent model, to study mechanisms regulating adult stem cells quiescence and activation. HFs undergo a continuous cycle of growth, regression, and resting known as anagen, catagen, and telogen, respectively, during the mammalian hair cycle^1^. HF regeneration is driven by HFSCs located at the follicular bulge region and their progenies present in the secondary hair germ (sHG). During the telogen-to-anagen transition, quiescent HFSCs located in the hair germ respond to dermal papillae (DP) signals and gets primed, followed by activation of bulge HFSCs. Upon activation, HFSCs exit the bulge, proliferate, and differentiate to form the various lineages of the epidermal compartment. HFSCs help in the repair of the epidermis upon an injury^2–4^. In addition to maintaining the normal hair growth cycle and hair regeneration, HFSCs also regulates the ageing process in HFs. HFSC reservoir depletion, functional decline, and extended quiescence result in prominent ageing characteristics such as graying, thinning, and loss of hair. Extended telogen phases in aged HFs is a reflection of a declining capacity of HFSCs to get activated and initiate a new hair cycle^5^. HFSC activation is regulated by Wnt, BMP, Notch, and Shh pathways. Deregulation of Wnt signaling leads to perturbed HFSCs activation^6^. Loss of Sfrp1 results in increased HFSCs proliferation and accelerated HF cycle, leading to depletion of HFSCs population at PD21-PD28^7^. Dkk1 overexpression in the skin perturbs HF formation^8^. Upregulation of Wnt7b facilitates HF growth while its ablation delays HFSC activation during telogen-anagen transition^9,10^. Similarly, overexpression or transient activation of β-catenin and Lef1 in HFSCs or basal epidermis facilitates HF regeneration and de novo HF formation^11,12^. On the contrary, conditional ablation of β-catenin, or transgenic expression of a truncated form of Lef1 perturbs HF formation^13,14^. In the absence of Wnt ligands, excessive cytoplasmic β-catenin is degraded by the destruction complex comprising Axin, adenomatosis polyposis coli (APC), protein phosphatase 2A (PP2A), glycogen synthase kinase 3β (GSK3β) and casein kinase 1α (CK1α)^15,16^. The binding of Wnt ligands to a Frizzled receptor and LRP5/6 co-receptor results in the recruitment of Disheveled (Dvl) to the plasma membrane resulting in destabilization of the destruction complex, which in turn causes β-catenin stabilization and activation of the canonical Wnt signaling^17^.

Canonical Wnt signaling is modulated by various extracellular and intracellular regulators. Dab2 is a cytosolic adaptor protein which is involved in clathrin-mediated endocytosis of receptors and cargo trafficking in eukaryotes. The N-terminal PTB/PID and the C-terminal PRD domains enable Dab2 to function as an adaptor protein^18^. Dab2 interacts with various Wnt pathway components to regulate its activation. Dab2 interacts with Dvl3 via its PTB domain to inhibit Wnt-3A-mediated signaling activation^19^. Interaction of Dab2 with Axin blocks Axin-protein phosphatase 1 (PP1) association, thereby inhibiting Axin dephosphorylation and attenuating Wnt/β-catenin signaling^20^. Dab2 alters LRP6’s internalization fate by sequestering it in the clathrin-dependent endocytic route and inhibits canonical Wnt signaling^21^. Dab2 is an important regulator of embryonic development. Dab2 is essential for establishing the correct number of cardiomyocytes in the developing heart in zebrafish embryos^22^. Dab2 knockdown affects colony formation and hinders mesoderm differentiation of ESCs by disrupting ESCs cell–cell adhesion^23^. Dab2 deletion results in a reduced number of apical coated pits and vesicles and compromised function of kidney proximal tubule cells^24^. Dab2 is highly expressed in epithelial cells and maintains epithelial apical-basal polarity^25^. Though Dab2 is widely expressed in a number of adult tissues such as the heart, kidney, ovary, liver, mammary glands, intestine, and uterus^26^, its role in adult tissue maintenance remains obscure.

In this study, we report that K14Cre-specific Dab2 deletion results in HFSCs pool reduction, extended quiescence, decreased activation potential, and compromised self-renewal capacity of HFSCs. Dab2 loss shows downregulation of ageing-related genes and compromised hair regeneration capacity, thereby resulting in accelerated ageing. Overexpression of Dvl2 in Dab2-cKO keratinocytes results in partial restoration of β-catenin activity and colony-forming capacity of keratinocytes. Thus, in this study, we have shown a context-dependent role of Dab2 in HFSCs in which Dab2 primarily stabilizes Dvl2 and promotes canonical Wnt signaling activation which in turn initiates HF cycle entry and progression.

## Results

### Dab2 is dynamically expressed during the HF cycle

To understand the Dab2 expression pattern during HF cycling, we performed an immunofluorescence assay (IFA) of Dab2 at various postnatal days (PDs). During morphogenesis, at PD7 (mid anagen) and PD14 (late anagen), Dab2 expression was observed in the entire HF including the infundibulum, isthmus, suprabulbar region, and bulb region (Supplementary Fig. 1a and Fig. 1a). At PD18 (catagen), Dab2 was observed in the retracting epithelial strand and the DP. At PD22, Dab2 was observed in the junctional zone, bulge region, HG, and DP region. As anagen progressed during the first adult hair cycle, at PD40 (anagen IV), Dab2 was again observed in the entire HF, including the infundibulum, isthmus, suprabulbar region, and bulb region. The pattern of Dab2 expression during the first catagen (PD45) and second telogen (PD55) was similar to that observed during the catagen and telogen phases of HF morphogenesis. Moreover, Dab2 expression was observed in the interfollicular epidermis (IFE) region, sebaceous gland (SG) and DP at all stages of the hair cycle (Fig. 1a). Co-staining of Dab2 with markers such as CD34, K15, Sox9, and NFATc1 further confirmed the fact that Dab2 is expressed both in the bulge and HG region of the HF (Fig. 1b, c). It was noted that Dab2 expression increased in the lower bulge and HG region, marked by K15, at telogen-anagen transition (PD35), indicating that Dab2 might play a significant role in the HF cycle initiation. Dab2^fl/fl^ was crossed with K14CreER^+/−^ to generate K14-specific inducible Dab2 conditional knockout mice (Dab2-cKO) by tamoxifen injection from PD22–26 (Supplementary Fig. 1b). We used the ROSA-YFP reporter mice to standardize the tamoxifen dosage for activation of Cre in K14+ cells. The YFP expression in IFE and HF regions suggested that the injected dose of tamoxifen was sufficient to induce Cre activity (Supplementary Fig. 1c). qPCR analysis revealed ~80% reduction in Dab2 mRNA expression in Dab2-cKO mice. IFA staining of Dab2 also confirmed the Dab2 deletion in the HF (Fig. 1d, e).

**Fig. 1:**
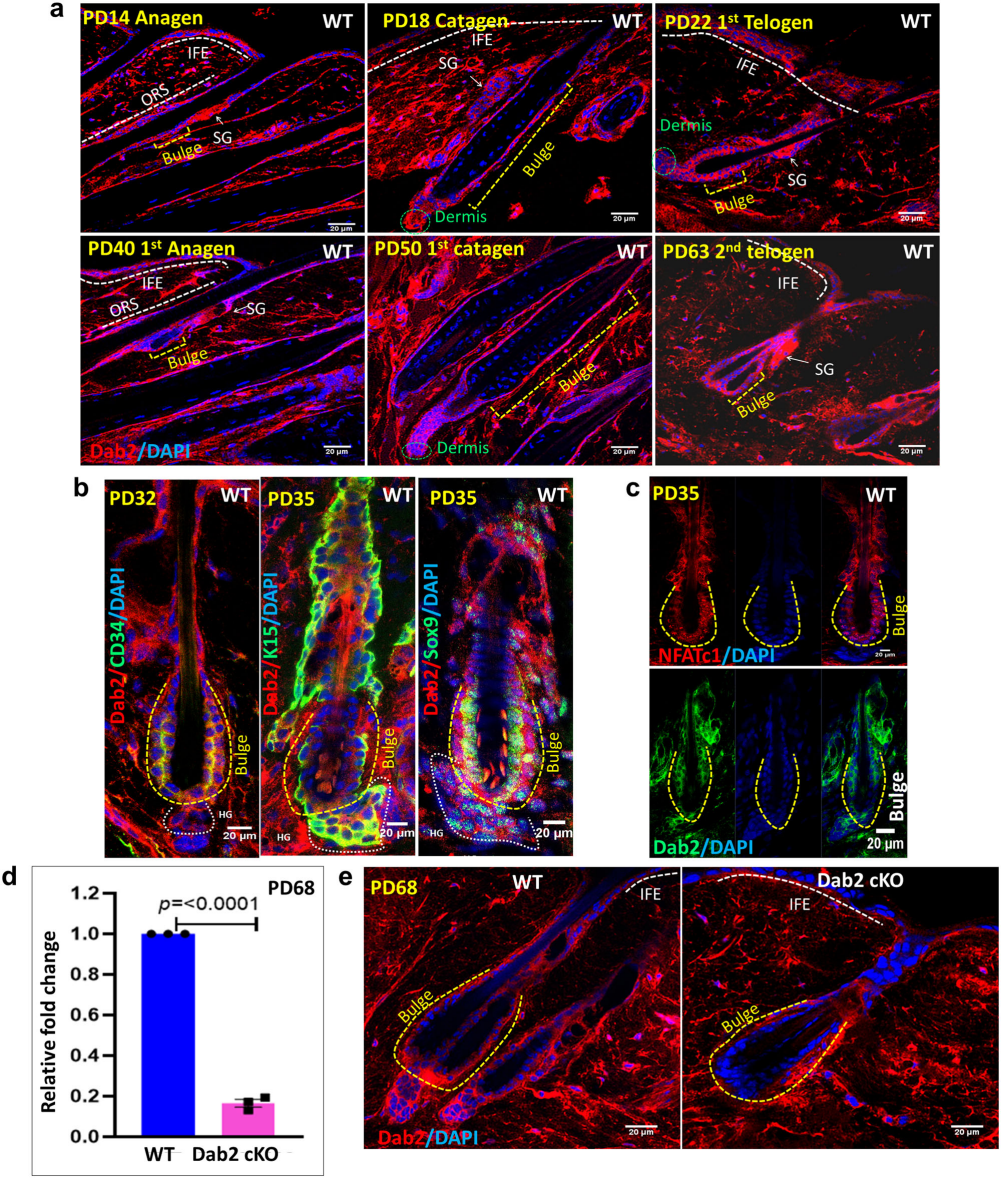
Expression of Dab2 during various stages of HF morphogenesis and first adult HF cycle. **a** Dab2 expression in WT during hair morphogenesis at PDs 14, 18, 22, and first adult hair cycle at PDs 40, PD50, and PD63, *n* = 3 independent biological replicates. **b** Co-staining of Dab2 with CD34, K15, and Sox9 at indicated days, *n* = 3 independent biological replicates. **c** Co-staining of Dab2 with NFATc1 at PD35, *n* = 3 independent biological replicates. **d** qPCR analysis of Dab2 expression in WT and Dab2-cKO in epidermis, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **e** IFA of Dab2 in WT and Dab2-cKO cryopreserved dorsal skin sections, *n* = 3 independent biological replicates for each genotype.

### Dab2 controls hair cycle entry

To examine if Dab2 deletion in skin epithelium affects the adult hair cycle, we compared the hair cycle stages between age-matched females of WT and Dab2-cKO. H&E staining revealed that both WT and Dab2-cKO were present at the telogen phase at PD30. However, as the cycle progressed, a delay in the transition from the first telogen to the subsequent anagen was observed in Dab2-cKO (Fig. 2a, b). In WT, the telogen-to-anagen transition began at PD32, followed by progression to anagen II at PD35 and anagen III at PD38. On the contrary, Dab2-cKO HFs remained in the telogen phase at PD32 and PD35. The telogen-anagen transition began only at PD38 in Dab2-cKO. At PD50, while the WT reached the catagen IV phase, the Dab2-cKO reached the anagen IV phase. Subsequently, the WT reached the telogen phase at PD55 while the Dab2-cKO reached telogen at PD63. At PD68, both WT and Dab2-cKO were observed to be at the second telogen phase (Fig. 2a). Thus, Dab2 loss leads to a delay in first adult HF cycle entry and HF cycle progression.

**Fig. 2:**
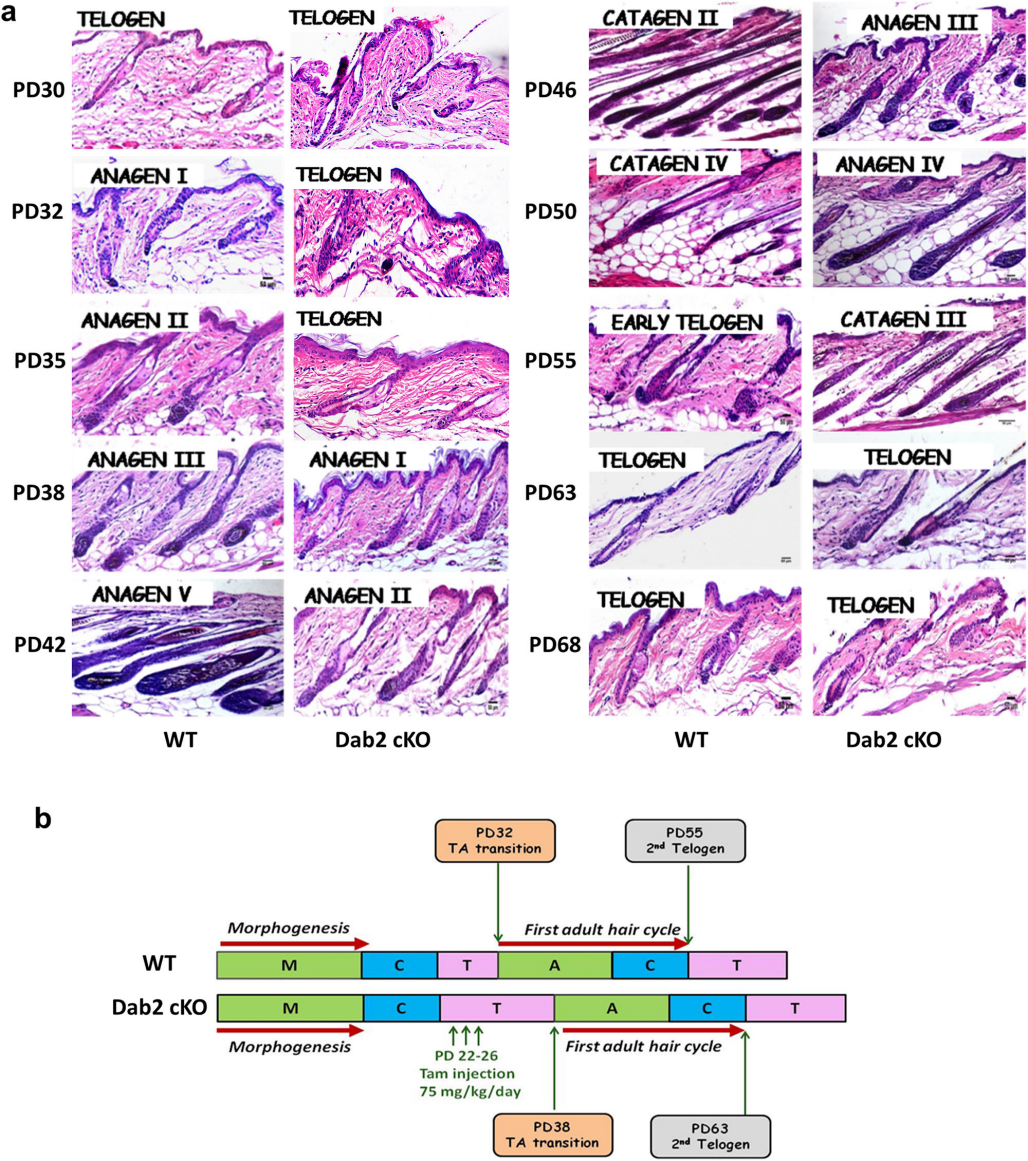
Histological analysis of first adult HF cycle progression. **a** H&E staining of WT and Dab2-cKO formalin-fixed dorsal skin sections at various PDs during the first adult hair cycle (PDs—30, 32, 35, 38, 42, 46, 50, 55, 63, 68), *n* = 3 independent biological replicates for each PD in each genotype. **b** Schematic diagram showing HF cycling pattern in WT and Dab2-cKO as observed by H&E staining mentioned above.

### Dab2 regulates the activation and proliferation dynamics of HFSCs

To investigate whether Dab2 deletion affects the proliferative potential of HFSCs, we performed the BrdU proliferation assay at PD32 which revealed that BrdU uptake was significantly reduced in Dab2-cKO HFs. Dab2-cKO exhibited ~1 BrdU+ cells/HF, while WT exhibited ~10 BrdU+ cells/HF (Fig. 3a–c). Similarly, there was ~85% reduction in the number of Ki67+ cells/HF in Dab2-cKO (Supplementary Fig. 2a, b). The HF regions, such as the infundibulum region, isthmus region, bulge region, and hair germ, were considered for analyzing BrdU+ and Ki67+ cells. As the HF cycle progressed, at PD35, the WT mice exhibited ~6 Ki67+ cells/bulge as compared to Dab2-cKO, which exhibited ~0.1 Ki67+ cells/bulge (Fig. 3d, e). Furthermore, Ki67 staining analysis at anagen phases of WT (PD40) and Dab2-cKO (PD50) revealed significantly reduced proliferation in the Dab2-cKO HFs (Fig. 3f, g). Co-staining of Ki67 and K14 also revealed that WT exhibited ~12 Ki67+ cells/~150 µm region of IFE, while Dab cKO mice exhibited ~0.1 Ki67 cells/~150 μm region of IFE (Supplementary Fig. 2c, d). These results clearly indicate that loss of Dab2 leads to reduced proliferative capacity in the entire HF and the IFE. Moreover, loss of Dab2 not only affects the initial activation potential of HFSCs during the telogen-to-anagen transition stage but also affects the proliferative capacity of keratinocytes in the growth (anagen) phase. To further confirm the effect of Dab2 on the proliferation dynamics of HFSCs, we used the Tet-off H2BGFP/K5tTA system where the expression of GFP can be shut down by feeding the mice with doxycycline (doxy) feed for a specific time period known as the chase period (Fig. 3h, i). In the unchased mice, we observed equal fluorescence intensities of H2BGFP in both the WT and Dab2-cKO mice at PD30, suggesting an equal efficiency of the initial labeling (Fig. 3j). To assess the initial rate of HFSCs proliferation, doxy chase was done for 2 weeks from PD30 till PD44 (14 days chase). We observed a twofold dilution of GFP intensities with each division in both WT and Dab2-cKO (Supplementary Fig. 3a). An increased cell fraction (~50%) with lower H2BGFP fluorescence (peaks 4–7) was observed in WT as compared to Dab2-cKO which exhibited ~33% GFP+ cells in peaks 4–7 thereby indicating that WT HFSCs divides more than Dab2-cKO during 14-day chase (Supplementary Fig. 3b, c).

**Fig. 3:**
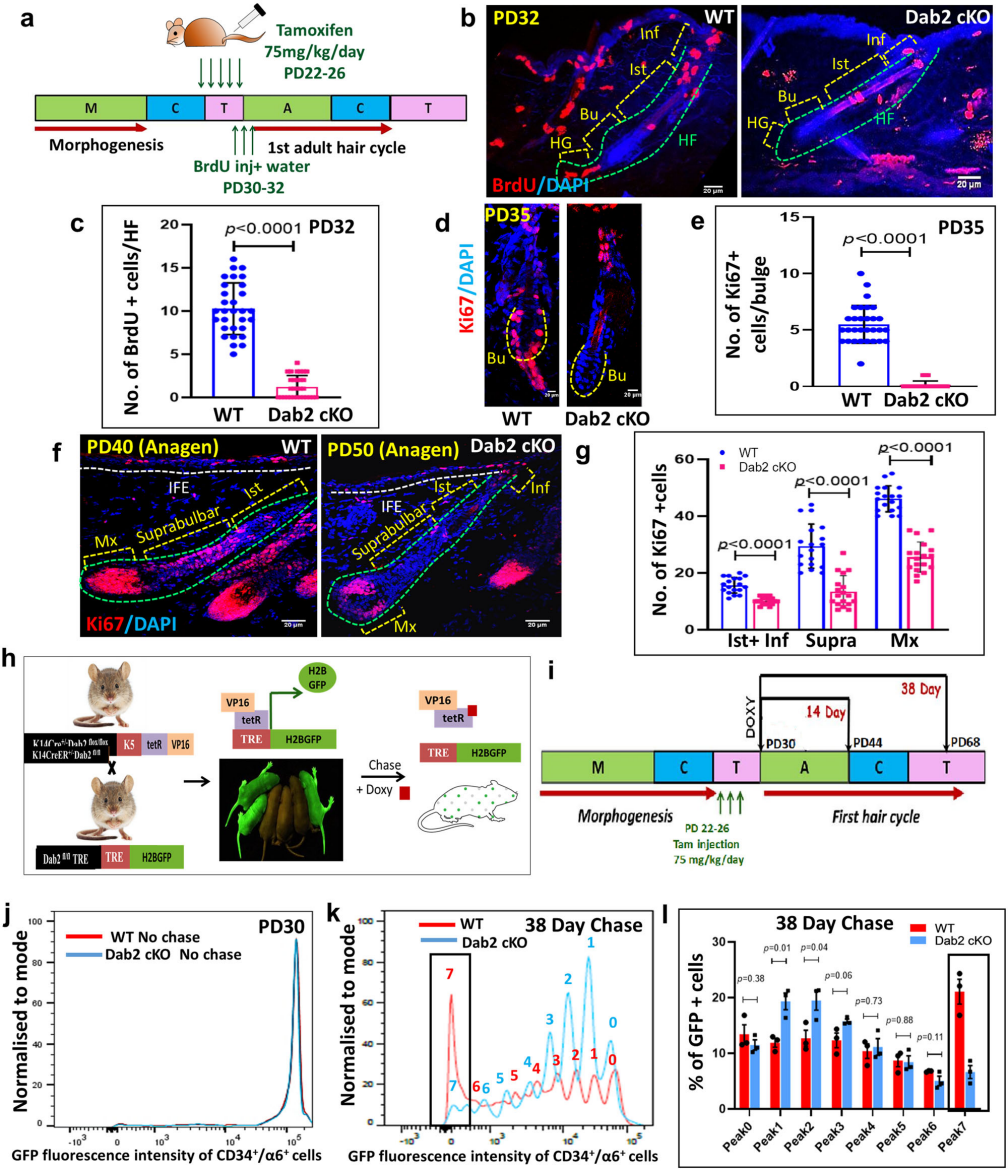
Effect of Dab2 deletion on activation and proliferation dynamics of HFSCs. **a** Strategy to perform the BrdU proliferation assay at PD32. **b** IFA of BrdU expression in WT and Dab2-cKO HFs at PD32, *n* = 3 independent biological replicates for each genotype. **c** Graph representing BrdU+ cells in HFs at PD32 in WT and Dab2-cKO mice, *n* = 3 independent biological replicates for each genotype, mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **d** IFA showing Ki67 expression in WT and Dab2-cKO bulge at PD35, *n* = 3 independent biological replicates for each genotype. **e** Graph representing Ki67+ cells in WT and Dab2-cKO bulge at PD35, *n* = 3 independent biological replicates for each genotype, mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **f** IFA showing Ki67 expression in WT anagen (PD40) and Dab2-cKO anagen (PD50) follicles, *n* = 3 independent biological replicates for each genotype. **g** Graph representing Ki67+ cells in various regions of HF in WT anagen and Dab2-cKO anagen follicles at indicated days, *n* = 3 independent biological replicates for each genotype, mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **h** Schematic diagram showing crosses done to obtain K14Cre^+/−^:H2BGFP:K5Tta:Dab2^fl/fl^ background. **i** Schematic diagram showing strategy adopted to perform doxy chases for indicated days. **j** FACS histogram showing GFP intensity peaks of unchased WT and Dab2-cKO mice at PD30. **k** GFP intensity peaks showing H2BGFP dilution in FACS sorted HFSCs after doxy chase from PD30 to PD68, *n* = 3 independent biological replicates for each genotype. **l** Graph showing the percentage of GFP+ cells in each GFP intensity peak. Peak 0 represents cell fractions with the highest GFP intensities, Peak 7 represents cell fractions with lowest GFP intensities, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. Inf Infundibulum, Ist Isthmus, Bu Bulge, Mx Matrix, Supra Suprabulbar region.

To assess the rate of proliferation throughout the entire hair cycle, we performed a doxy chase from PD30-PD68 (38-day chase). We observed a twofold dilution of GFP intensities with each division in both WT and Dab2-cKO (Supplementary Fig. 3d). In WT, ~21% of GFP+ cells were present in peak 7 (Lowest GFP intensity) as compared to Dab2-cKO, which exhibited only ~7% GFP+ cells in peak 7 (Fig. 3k, l) indicating that WT HFSCs undergoes multiple rounds of divisions resulting in the sequential serial dilution of H2BGFP. On the contrary, Dab2-cKO HFSCs are relatively slow cycling throughout the first adult hair cycle.

### Dab2 is essential for maintaining HFSCs pool at first telogen

We next examined the role of Dab2 in the maintenance of the HFSC pool at PD30, when both WT and Dab2-cKO mice were at the first telogen phase. FACS analysis revealed a ~35% reduction in the CD34^+^/α6-integrin^+^ HFSCs population in Dab2-cKO (Fig. 4a, b). IFA revealed reduced expression of CD34 and K15 in the Dab2-cKO bulge (Fig. 4c). The colony-forming assay (CFA) revealed that Dab2-cKO HFSCs did not form holoclones. However, approximately an equal number of meroclones and paraclones were formed by both WT and Dab2-cKO HFSCs (Fig. 4d, e). Subsequently at PD35, WT had entered anagen II, but Dab2-cKO mice were still at the telogen phase. Therefore, at PD35, FACS analysis revealed ~ 45% reduction in the CD34^+^/α6-integrin^+^ HFSCs population in Dab2-cKO (Supplementary Fig. 4a, b). Dab2-cKO HFSCs formed relatively a fewer number of holoclones and meroclones (Supplementary Fig. 4c, d). Reduced expression of CD34 and K15 was observed in the Dab2-cKO bulge (Supplementary Fig. 4e). However, Sox9+ cells were significantly increased in the Dab2-cKO bulge (Supplementary Fig. 4f, g). An elevated expression of niche factors such as FGF18, Col17a1, and Decorin and reduced expression of Sirt2, Sirt7, and S100a4 was observed in Dab2-cKO HFSCs (Supplementary Fig. 5a). We also observed an increased number of NFATc1+ cells in Dab2-cKO bulge at PD35 (Fig. 4f, h). Moreover, even when Dab2-cKO mice progressed to the anagen phase at PD50, a higher number of NFATc1 cells were observed in the bulge region as compared to the WT anagen bulge (PD40) (Fig. 4g, h). Together, these data indicate that Dab2 deletion results in reduced HFSCs pool and reduced self-renewal capacity. Dab2 loss also affects the expression of NFATc1, leading to extended quiescence of HFSCs and delayed HF cycle initiation at PD35.

**Fig. 4:**
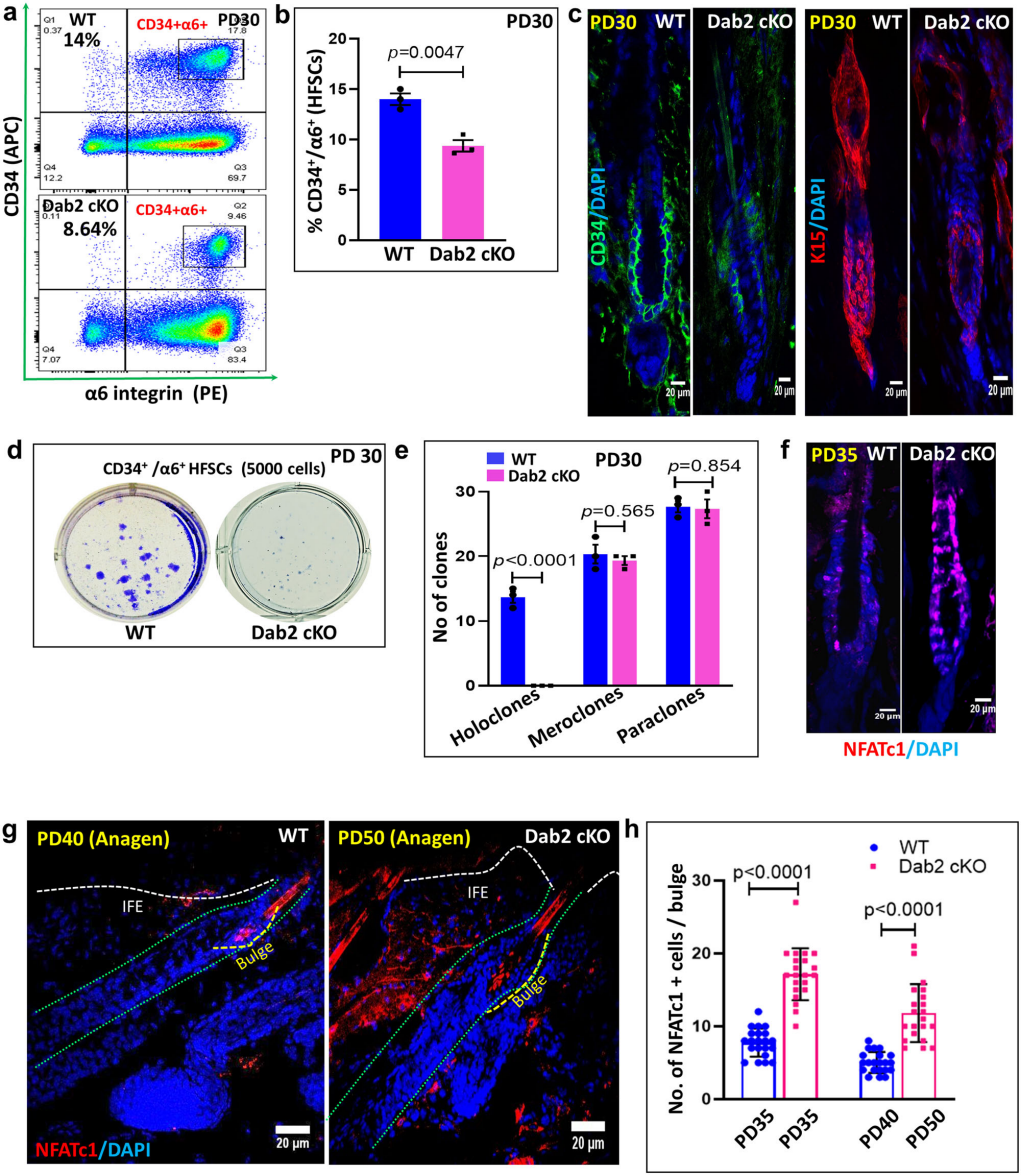
Effect of Dab2 deletion on self-renewal capacity and quiescence. **a** FACS analysis showing CD34^+^/α6-integrin^+^ HFSCs population at PD30 in WT and Dab2-cKO mice, *n* = 3 independent biological replicates for each genotype. **b** Graph showing percentage of CD34^+^/α6-integrin^+^ HFSCs population at PD30 in WT and Dab2-cKO mice, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **c** IFA of CD34 and K15 expression in WT and Dab2-cKO mice at PD30, *n* = 3 independent biological replicates for each genotype. **d** Colonies formed by FACS sorted CD34^+^/α6-integrin^+^ HFSCs from PD30 WT and Dab2-cKO mice when cultured for 3 weeks, *n* = 3 independent replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **e** Graph showing no. of holoclones, meroclones and paraclones formed by FACS sorted WT and Dab2-cKO HFSCs at PD30, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **f** IFA of NFATc1 expression in WT and Dab2-cKO mice at PD35, *n* = 3 independent biological replicates for each genotype. **g** IFA of NFATc1 in WT anagen (PD40) and Dab2-cKO anagen (PD50), *n* = 3 independent biological replicates for each genotype. **h** Graph showing NFATc1+ cells in WT and Dab2-cKO bulge at indicated days, *n* = 3 independent replicates for each genotype, mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test.

### Dab2 regulates the label retention and self-renewal capacity of HFSCs at 2^nd^ telogen

In order to determine whether Dab2 deletion affected the label retention capacity of HFSCs, we performed the BrdU label-retention assay (Fig. 5a). IFA of BrdU at PD6 revealed 100% BrdU labeling efficiency in HFs (Supplementary Fig. 5b). Post 10 weeks chase at PD68 (second telogen), Dab2-cKO mice exhibited ~14 BrdU+ LRCs, while the WT exhibited ~6 BrdU+ LRCs (Fig. 5b, c). At PD68, Dab2 deletion resulted in ~50% reduction in the CD34^+^/α6-integrin^+^ HFSCs population (Supplementary Fig. 5c and Fig. 5d). Dab2-cKO HFSCs formed a significantly reduced number of holoclones (Fig. 5e, f). IFA revealed reduced expression of CD34 and K15 (Supplementary Fig. 5d, e) and an increased number of NFATc+ and Sox9+ cells in the Dab2-cKO bulge (Supplementary Fig. 5f, g). To analyze the effect of Dab2 loss on the depilation-induced activation of HFSCs, we performed depilation at PD68 followed by BrdU pulse-chase analysis (Fig. 5g). On post-depilation Day1 (PD69), we observed that Dab2-cKO exhibited ~3 BrdU+ cells/HF as compared to ~16 BrdU+ cells/ HF in WT (Fig. 5h, i), indicating that loss of Dab2 resulted in perturbed activation of HFSCs post-depilation. Together, these results indicate that loss of Dab2 leads to a reduced HFSCs pool, reduced self-renewal capacity, and perturbed activation of HFSCs at the second telogen.

**Fig. 5:**
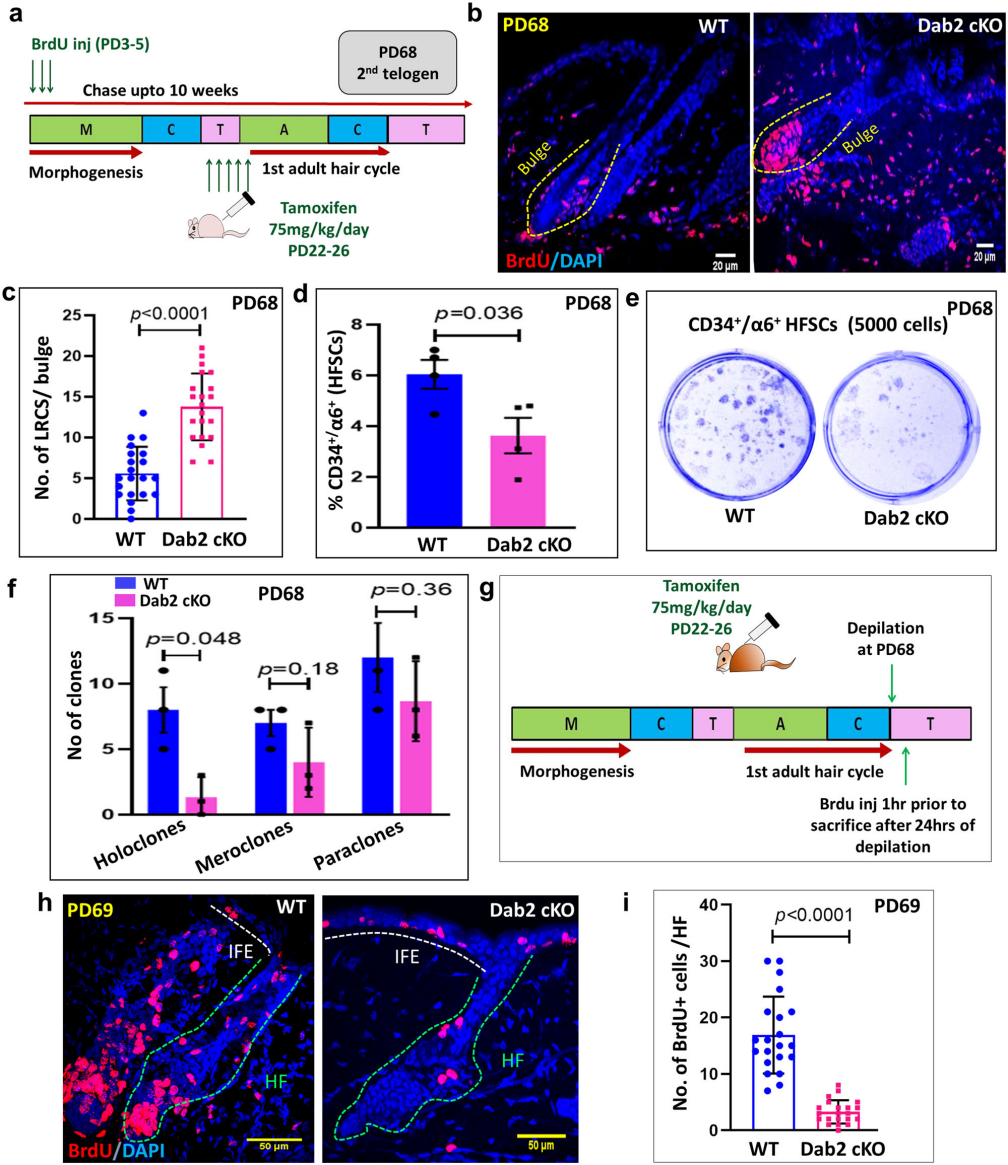
Effect of Dab2 loss on label retention capacity and activation potential of HFSCs at 2^nd^ telogen (PD68). **a** Schematic diagram showing the strategy adopted to perform BrdU label-retention assay at indicated days. **b** IFA showing BrdU expression in WT and Dab2-cKO mice after 10 weeks of BrdU chase at PD68, *n* = 3 independent biological replicates for each genotype. **c** Graph showing LRCs in WT and Dab2-cKO bulge after 10 weeks of BrdU chase at PD68, *n* = 30 follicles from three independent replicates for each genotype, mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **d** Graph showing percentage of CD34^+^/α6-integrin^+^ HFSCs population at PD68 in WT and Dab2-cKO mice, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **e** Colonies formed by FACS sorted CD34^+^/α6-integrin+ HFSCs from PD68 WT and Dab2-cKO mice when cultured for 3 weeks, *n* = 3 independent replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students t-test. f Graph showing no. of holoclones, meroclones and paraclones formed by FACS sorted WT and Dab2-cKO HFSCs at PD68, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **g** Schematic diagram showing timeline and strategy adopted to perform BrdU uptake assay after depilation in WT and Dab2-cKO mice. **h** IFA showing BrdU expression in WT and Dab2-cKO mice at Day1 post-depilation (PD69). **i** Graph showing BrdU+ cells/HF in WT and Dab2-cKO mice at Day1 post-depilation (PD69), *n* = 3 independent biological replicates for each genotype, mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test.

### Dab2 regulates ageing in murine skin

Next, we examined the effect of Dab2 deletion on the aged (52 weeks old) mice. The expression of Dab2 in the bulge region of aged mice was comparable to that of young (10 weeks old) mice (Supplementary Fig. 6a). Dab2 deletion resulted in ~45% decrease in the HFSCs pool in aged Dab2-cKO (Supplementary Fig. 6b and Fig. 6a). Moreover, reduced expression of CD34, K15 and increased number of NFATc1+ cells were observed in aged Dab2-cKO bulge (Fig. 6b). These results indicate that loss of Dab2 results in reduced number of HFSCs and extended quiescence in aged mice similar to that observed in young mice. Furthermore, a significant reduction of anti-ageing niche factors such as Col17a, Decorin, S100a4, Sirt2, and Sirt7 and proliferation markers such as Ki67, PCNA, and cyclin D1 was observed in aged Dab2-cKO mice (Fig. 6c, d). Dab2 deletion also resulted in a significant reduction in the expression of Wnt ligands such as Wnt1, Wnt3a, Wnt4 (Supplementary Fig. 6c) and a significant increase in the expression of Wnt inhibitors such as Sfrp4, Dkk1, Dkk2, Dkk3 in aged Dab2-cKO mice (Supplementary Fig. 6d). Ageing causes HFSCs to become more quiescent and relatively difficult to activate as compared to young mice. To investigate whether loss of Dab2 led to a more prolonged delay in HFSCs activation and hair regrowth in aged mice as compared to young mice, we performed depilation studies in both young and aged WT and Dab2-cKO mice at the same time. Hair coats on the dorsal skin of young mice were depilated using wax and hair regrowth was monitored. The results indicated that there was a delay in hair coat recovery in young Dab2-cKO mice. At post-depilation day 5, the WT mice showed pigmented skin, while the Dab2-cKO mice skin was still pink indicative of the telogen phase. At post-depilation day 10, while there was a full hair coat recovery in WT, the Dab2-cKO mice showed signs of pigmentation and hair growth initiation. Although full hair coat recovery was observed at post-depilation day 15 in Dab2-cKO mice, hair regrowth was slower and less robust as compared to WT (Fig. 6e). In aged WT mice, while 100% hair coat recovery was observed post-depilation day 20 in WT mice, only 60% hair coat recovery was observed in Dab2-cKO mice. Moreover, only 70% of hair coat was recovered in Dab2-cKO mice even after post-depilation day 50 (Fig. 6e, f). Hair regrowth was considerably slower in both aged WT and aged Dab2-cKO mice as compared to their young counterparts. However, the effect of Dab2 loss on hair coat recovery was more prominent in aged mice as compared to their young counterparts. Together these data indicate that loss of Dab2 accelerates the ageing process in murine hair follicles.

**Fig. 6:**
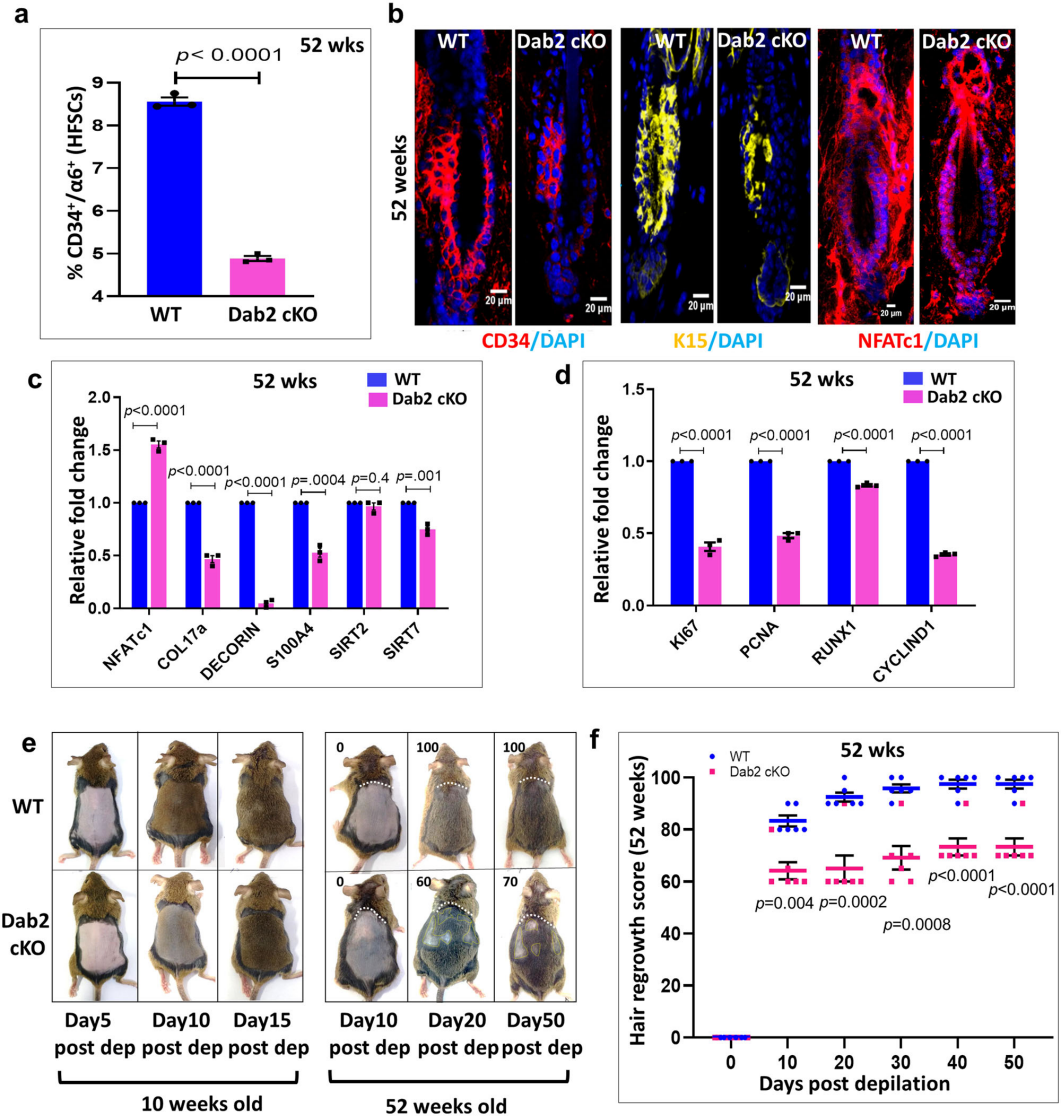
Effect of Dab2 loss on hair regrowth and ageing in murine skin. **a** Graph showing percentage of CD34+/α6-integrin+ HFSCs population in 52 weeks old WT and Dab2-cKO mice, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **b** IFA showing CD34, K15, NFATc1 expression in 52 weeks old WT and Dab2-cKO mice, *n* = 3 independent biological replicates for each genotype. **c** qPCR analysis of niche related genes expression in 52 weeks old WT and Dab2-cKO skin, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **d** qPCR analysis of cell-cycle related genes expression in 52 weeks old WT and Dab2-cKO skin, *n* = 3 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test. **e** The hair coats of 10 weeks old (young) and 52 weeks old (aged) WT and Dab2-cKO mice were depilated and hair regrowth was monitored till indicated days. For the aged mice group, the representative photographs of hair regrowth of WT and Dab2-cKO mice with the respective arbitrary hair regrowth scores are shown. The white line demarcates the depilated area from the rest of the area. The yellow line marks the patches where there is no hair growth. Arbitrary values from 0 to 100 based on hair shaft density was assigned, with 0 indicating no hair growth only in the depilated area and higher numbers corresponding to areas of hair regrowth in a depilated area based on photographs analyzed on the image editing tool. **f** Graph showing hair regrowth in aged WT and Dab2-cKO mice at indicated days. Arbitrary values from 0 to 100 based on hair shaft density was assigned, with 0 indicating no hair growth only in the depilated area and higher numbers corresponding to areas of hair regrowth in depilated area based on photographs analyzed on the image editing tool, *n* = 7 independent biological replicates for each genotype, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test).

### Dab2 ablation alters canonical Wnt signaling in HFSCs

To understand the Dab2-mediated molecular mechanisms involved in the activation of HFSCs, we performed expression profiling on FACS sorted HFSCs of WT and Dab2-cKO mice at PD35. We observed a significant decrease in the expression of Wnt pathway genes such as β-catenin, Lef-1, Runx1 and cell-cycle related genes such as cyclins (A2, B1, B2, E1, E2, D1, D2), cyclin-dependent kinases (CDK1, CDK4), Ki67, and PCNA in Dab2-cKO HFSCs (Fig. 7a and Supplementary Fig. 7a). The results were further validated by qPCR analysis (Fig. 7b–e). Western blot analysis of full-thickness skin lysates at PD35 revealed significantly reduced levels of Dvl2, β-catenin and Lef1 and elevated levels of Axin1 and Total GSK3β in Dab2-cKO (Fig. 7f, g and Supplementary Fig. 11). The Wnt/β-catenin targets such as CDK4 and Runx1 was also significantly reduced in Dab2-cKO. The stabilized β-catenin expression in the HG and bulge region is a sign of telogen-anagen transition^27^. Nuclear Lef1 was observed in the HG region of WT but was completely absent in Dab2-cKO HGs (Fig. 7h) and reduced level of β-catenin was observed in the lower bulge and HG region of Dab2-cKO (Fig. 7i). We also observed an increased expression of Axin (Fig. 7j) and Total GSK3β in Dab2-cKO bulge (Fig. 7k). Dvl2, which is known to regulate the stability of Axin, was also reduced in Dab2-cKO bulge (Fig. 7l). Together, these data indicate that Dab2 loss results in the inactivation of the canonical Wnt signaling which in turn is responsible for the delayed activation and reduced proliferation of HFSCs at PD35.

**Fig. 7:**
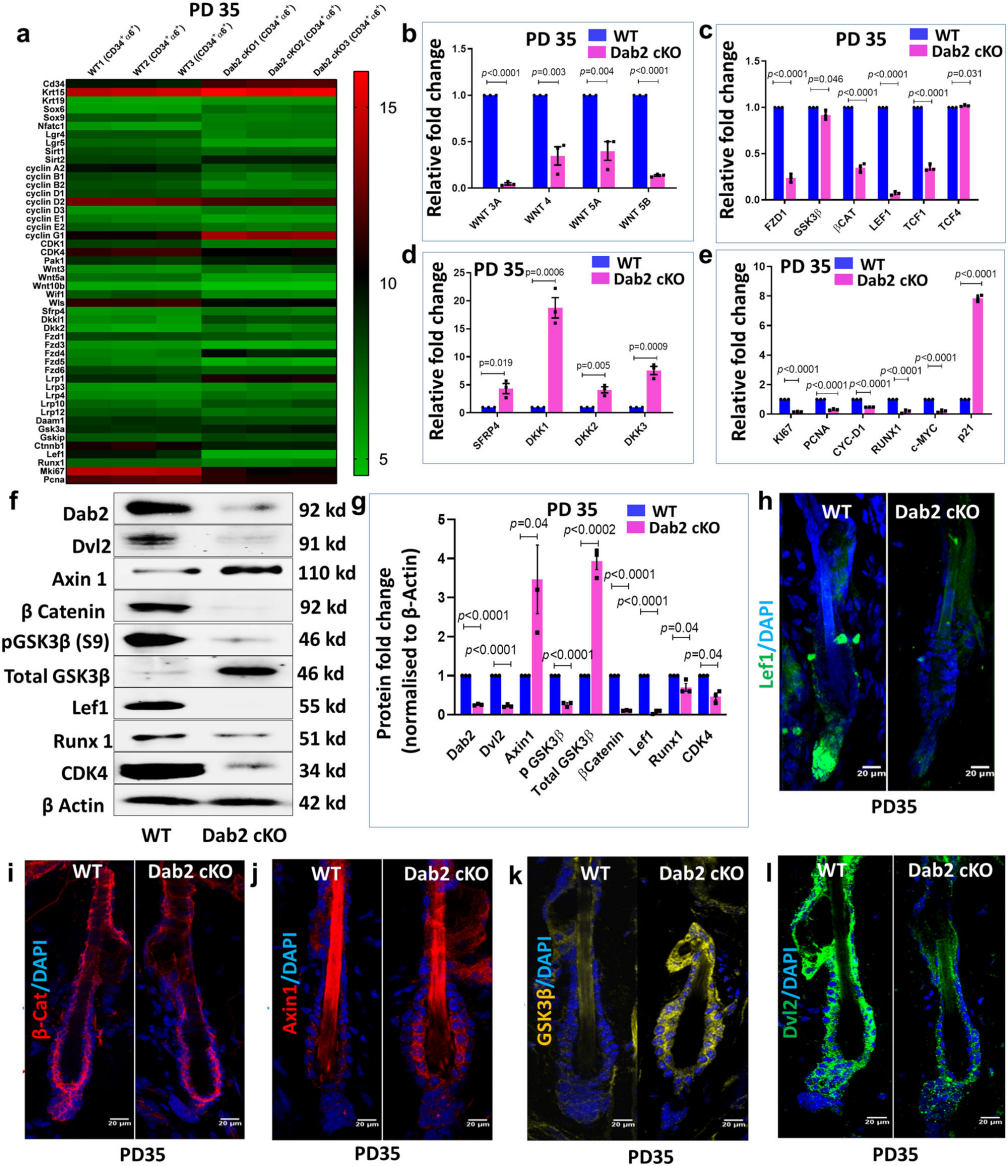
Effect of Dab2 loss on canonical Wnt signaling. **a** Heatmap showing differentially expressed genes (DEGs) related to stemness, cell-cycle, and Wnt signaling in FACS sorted WT and Dab2-cKO HFSCs at PD35, *n* = 3 independent biological replicates for each genotype. **b** qPCR analysis of Wnt ligands expression in FACS sorted WT and Dab2-cKO HFSCs at PD35, *n* = 3 independent biological replicates for each genotype. **c** qPCR analysis of Wnt signaling genes expression in FACS sorted WT and Dab2-cKO HFSCs at PD35, *n* = 3 independent biological replicates for each genotype. **d** qPCR analysis of Wnt inhibitors expression in FACS sorted WT and Dab2-cKO HFSCs at PD35, *n* = 3 independent biological replicates for each genotype. **e** qPCR analysis of Wnt target genes expression in FACS sorted WT and Dab2-cKO HFSCs at PD35, *n* = 3 independent biological replicates for each genotype. **f** Immunoblot analysis of indicated proteins in WT and Dab2-cKO whole skin tissue at PD35, *n* = 3 independent biological replicates for each genotype. **g** Graph showing relative fold change of indicated proteins in WT and Dab2-cKO whole skin tissue at PD35. **h** IFA of Lef1 expression in WT and Dab2-cKO cryopreserved skin sections at PD35, *n* = 3 independent biological replicates for each genotype. **i** IFA of β-catenin expression in WT and Dab2-cKO cryopreserved skin sections at PD35, *n* = 3 independent biological replicates for each genotype. **j** IFA of Axin1 expression in WT and Dab2-cKO cryopreserved skin sections at PD35, *n* = 3 independent biological replicates for each genotype. **k** IFA of Total GSK3β expression in WT and Dab2-cKO cryopreserved skin sections at PD35, *n* = 3 independent biological replicates for each genotype. **l** IFA of Dvl2 expression in WT and Dab2-cKO cryopreserved skin sections at PD35, *n* = 3 independent biological replicates for each genotype. (Data represent mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test).

### Expression profiling at the second telogen revealed inactivation of the canonical Wnt pathway in Dab2-cKO HFSCs

The alterations observed in canonical Wnt signaling between WT and Dab2-cKO mice at PD35 could be due to a difference in the phases of the HF cycle. Therefore, we performed RNA sequencing of WT and Dab2-cKO HFSCs at PD68, when both WT and Dab cKO were at the second telogen phase (Fig. 8a, b and Supplementary Fig. 8a, b). 

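Total RNA of FACS sorted HFSCs (CD34+/α6-integrin+) at PD68 was sequenced by the authors as 3 biological replicates per genotype. Both genotypes were Dab2fl/fl and received tamoxifen, and the Dab2-cKO mice in addition carried K14CreER, a Cre recombinase driven by the K14 promoter and activated by tamoxifen. The libraries were made with a SMARTer Stranded total RNA kit for low input, the paired-end reads were aligned to GRCm39 with HISAT2, and reads were counted per gene with featureCounts. The authors deposited these counts without normalization. The paper's text does not name the strand setting, the treatment of reads with several positions, the use of molecular identifiers or the annotation release. The total counts were 7040032, 9469975 and 9518564 in replicates 1 to 3 labelled WT, with a median of 9469975. They were 11696457, 9374373 and 9919960 in replicates 1 to 3 labelled Dab2-cKO, with a median of 9919960. A count of 0 therefore allows a share of up to 2.56e-05% to 4.26e-05% of a library's counts, taking 3 counts as the limit, and such limits cover counting error only. Of the 56941 genes in the table, 32149 passed edgeR's expression filter. Counts were normalized by edgeR's TMM method and compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. The TMM factors lay between 1.11 and 1.21 in the libraries labelled WT and between 0.847 and 0.876 in those labelled Dab2-cKO. The 100 most abundant genes took 32.4% to 33.2% of the counts in the WT libraries and 44.0% to 46.2% in the Dab2-cKO libraries. Mitochondrial genes took 13.0% to 14.5% and 19.1% to 20.3%, and annotated rRNA genes 15.3% to 17.0% and 22.3% to 24.2%, in the same order. Reads were also counted on genes of the olfactory, vomeronasal and trace amine receptor families. Counts were present on 98.4% of these 1562 genes, with a median of 4.90 normalized counts per kb of exon. At that rate, a background spread evenly over the exons of all genes would make up 8.74% of the counts, or 7.27% to 11.2% per library.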

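The targeted gene, Dab2 (ENSMUSG00000022150), lies on chromosome 15 of GRCm39 from 6329269 to 6470196. Its counts were 304, 368 and 362 in replicates 1 to 3 labelled WT and 1504, 1130 and 1259 in replicates 1 to 3 labelled Dab2-cKO. The normalized count of Dab2 was 327 ± 15.4 (SD, n = 3) in the libraries labelled WT and 1375 ± 68.2 (SD, n = 3) in those labelled Dab2-cKO, against 53.7 from an evenly spread background. The log2 fold change of Dab2-cKO over WT was 2.08 (standard error 0.08, edgeR's adjusted p = 3.04e-34). All 3 libraries labelled Dab2-cKO were above all 3 labelled WT (exact 2-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Scaling by library size alone moved the log2 fold change most, to 1.65, and with each replicate left out in turn it stayed between 2.03 and 2.11. An annotated pseudogene on the opposite strand overlaps 1.92% of the exon bases of Dab2. Counts per gene cannot tell a transcript with a deleted exon from an intact one. Among the 47 genes of marker lists for fibroblasts, endothelial cells and immune cells, in which the K14 promoter is not active, the log2 fold change of Dab2 lay at the percentile 85.1. Since the targeted gene was higher in the libraries labelled Dab2-cKO, genotypes are given here as the libraries are labelled. The count table names the libraries of the Dab2-cKO group for the floxed alleles (FL-FL), and these were assigned to Dab2-cKO by the heading of Fig. 8b.

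**Figure D1:**
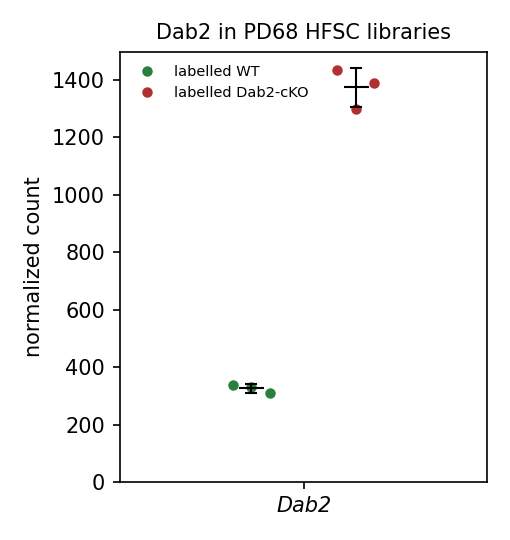
Normalized counts of Dab2 in each of the 6 libraries, by labelled genotype, with the mean and SD of each group. The libraries labelled Dab2-cKO sit between 1300.2 and 1434, and those labelled WT between 309 and 338.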

The Wnt pathway analysis showed a significant decrease in the expression of Wnts 3a, 5a, 10b, β-catenin, and Lef-1 and a significant increase in the expression of Wnt inhibitors such as Dkk1, Dkk2, and Sfrp4. Furthermore, we observed a significant decrease in the expression of cyclin D1, Runx1 and Ki67 in Dab2-cKO HFSCs (Fig. 8a). 

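Among the genes that the paper names as lower, Lef1 (ENSMUSG00000027985, chromosome 3, 130903919 to 131018005) had a normalized count of 1001 ± 115 (SD, n = 3) in the libraries labelled WT and 118 ± 9.65 (SD, n = 3) in those labelled Dab2-cKO. Its log2 fold change was -3.09 (standard error 0.10, edgeR's adjusted p = 1.96e-38). The count of Wnt10b (ENSMUSG00000022996, chromosome 15, 98668593 to 98690045) fell from 160 ± 14.7 to 40.8 ± 20.2 (SD, n = 3 each). This was a log2 fold change of -1.94 (standard error 0.21, edgeR's adjusted p = 3.73e-13), with 24.9 counts given by an even background, and it ranged from -2.46 to -1.74 with each replicate left out. Wnt5a (ENSMUSG00000021994, chromosome 14, 28226495 to 28249405) was counted at 735 ± 24.9 in WT and 219.96 ± 6.51 in Dab2-cKO (SD, n = 3 each). Its log2 fold change was -1.74 (standard error 0.09, edgeR's adjusted p = 1.77e-26). β-catenin, encoded by Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120757422 to 120789579), had 3209 ± 189 and 1890 ± 64.7 normalized counts (SD, n = 3 each). The difference corresponds to a log2 fold change of -0.76 (standard error 0.07, edgeR's adjusted p = 4.42e-15). Wnt3a (ENSMUSG00000009900, chromosome 11, 59138859 to 59181584) was at 69.8 ± 9.92 and 48.5 ± 9.82 (SD, n = 3 each), of which an even background would give 13.5. The 3 libraries of each genotype did not overlap, and the log2 fold change of -0.52 (standard error 0.23) did not pass the threshold (edgeR's adjusted p = 0.0814). It passed with upper-quartile scaling (-0.67), with library size only (-0.95), when scaled to Actb (-0.65), with a mean count of at least 50 (-0.61) and without Dab2-cKO replicate 2 (-0.72). Over all 15 alternatives, the adjusted p of Wnt3a from edgeR or DESeq2 ranged from 0.000506 to 0.302. Of the exon bases of Lef1, 16.3% overlap exons of another annotated gene on the opposite strand, as do 9.61% for Wnt10b, 9.37% for Ctnnb1 and 4.46% for Wnt5a. Reads at these bases cannot be assigned without the strand setting of the counting.

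Of the Wnt inhibitors, Dkk2 (ENSMUSG00000028031, chromosome 3, 131790336 to 131886065) rose from 86.6 ± 17.6 to 249 ± 21.2 normalized counts (SD, n = 3 each). Its log2 fold change was 1.51 (standard error 0.15, edgeR's adjusted p = 2.27e-14). Sfrp4 (ENSMUSG00000021319, chromosome 13, 19807274 to 19817164) was counted at 48.4 ± 9.98 in WT and 131 ± 23.8 in Dab2-cKO (SD, n = 3 each), with 20.5 from an even background. The log2 fold change was 1.42 (standard error 0.20, edgeR's adjusted p = 4.66e-09). The marker list for fibroblasts rose by a median of 1.54 in the same libraries. Whether a larger share of such cells contributed to the rises of Dkk2 and Sfrp4 was not tested. For Dkk1 (ENSMUSG00000024868, chromosome 19, 30523263 to 30527065) the values were 20.2 ± 3.46 and 20.2 ± 6.23 (SD, n = 3 each), of which an even background would give 11.9. Per kb of exon Dkk1 had 8.32 normalized counts, under the 95th percentile of the receptor genes (11.7). A difference in Dkk1 was not detectable at this depth (log2 fold change -0.002, standard error 0.39, edgeR's adjusted p = 0.998), and its sign changed with the replicate left out, from -0.21 to 0.20. No alternative brought Dkk1 past the threshold, with adjusted p-values of edgeR or DESeq2 from 0.388 to 1.

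Of the 5 genes named as lower, 4 had an adjusted p under 0.05 over all genes tested and 5 when adjusted over the list alone. Of the 3 inhibitors, 2 passed over all genes and 2 when adjusted over the list alone. The study chose both lists on these libraries, so the counts over the lists alone are not independent evidence.

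**Figure D2:**
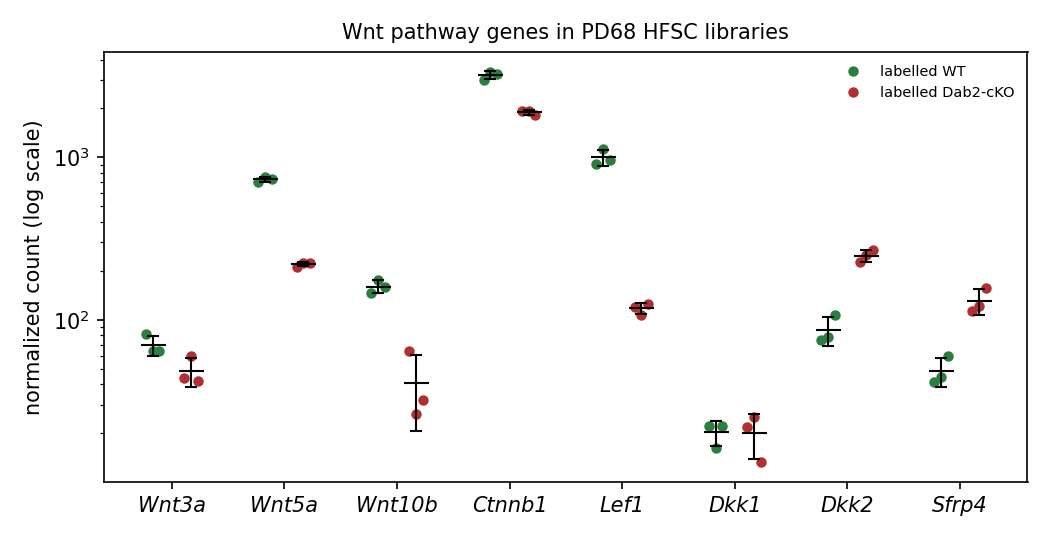
Normalized counts (log axis) of the 8 named genes in each library, by labelled genotype, with the mean of each group. The libraries of both genotypes overlap for Dkk1 and are apart for the other 7 genes.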

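Ki67 is encoded by Mki67 (ENSMUSG00000031004, chromosome 7, 135291513 to 135318299), whose normalized count was 6162 ± 346 (SD, n = 3) in the libraries labelled WT and 1413 ± 55.4 (SD, n = 3) in those labelled Dab2-cKO. The log2 fold change was -2.12 (standard error 0.07, edgeR's adjusted p = 1.98e-37). Cyclin D1 is encoded by Ccnd1 (ENSMUSG00000070348, chromosome 7, 144483668 to 144493662), which was counted at 625 ± 60.4 and 346 ± 27.4 (SD, n = 3 each). Its log2 fold change was -0.86 (standard error 0.09, edgeR's adjusted p = 1.56e-12). Of the exon bases of Ccnd1, 48.4% overlap exons of LTO1, a gene annotated on the opposite strand, so this value depends on how the counting treated the strand. Runx1 (ENSMUSG00000022952, chromosome 16, 92398354 to 92623037) fell from 699.9 ± 81.4 to 411 ± 20.0 (SD, n = 3 each), with 62.0 counts given by an even background. The corresponding log2 fold change was -0.77 (standard error 0.09, edgeR's adjusted p = 1.34e-11). In each of the 3 genes, every library labelled Dab2-cKO was below every library labelled WT. With each replicate left out in turn, the log2 fold change stayed between -2.17 and -2.07 for Mki67, between -0.95 and -0.76 for Ccnd1, and between -0.84 and -0.67 for Runx1. All 3 genes had an adjusted p under 0.05 both over all genes and when adjusted over the list alone.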

The results obtained from RNA sequencing were further validated by qPCR analysis (Fig. 8c). 

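For the genes of Fig. 8c, the paper's supplementary data give the qPCR values of 3 replicates, normalized to actin. Whether the qPCR and the sequencing used the same RNA is not stated in the paper's text. The cycle values listed for TCF1 equal those for β-catenin in 6 of 6 samples, and those for c-MYC lie a whole number of cycles from those for LEF1 in 6 of 6. TCF1 and c-MYC were therefore left out of the comparison, and their log2 fold changes in the RNA-seq libraries were -1.001 for Tcf7 and -0.01 for Myc. The cycle values do not show which gene of each pair was measured, so those kept for β-catenin and LEF1 are uncertain too. In 9 of the 10 genes compared, the RNA-seq log2 fold change had the sign of the paper's mean qPCR value. Nfatc1 (ENSMUSG00000033016, chromosome 18, 80649266 to 80756295) had 229.8 ± 3.63 normalized counts in the libraries labelled WT and 575 ± 31.1 in those labelled Dab2-cKO (SD, n = 3 each). This was a log2 fold change of 1.32 (standard error 0.10, edgeR's adjusted p = 1.76e-19). The count of Col17a1 (ENSMUSG00000025064, chromosome 19, 47634783 to 47680533) rose from 2206 ± 166 to 4453 ± 50.8 (SD, n = 3 each). Its log2 fold change was 1.01 (standard error 0.07, edgeR's adjusted p = 1.51e-20). Sirt7 (ENSMUSG00000025138, chromosome 11, 120509197 to 120516066) had 189 ± 14.6 and 164 ± 21.7 normalized counts (SD, n = 3 each), of which an even background would give 25.2. The libraries overlapped in Sirt7, and its log2 fold change of -0.22 (standard error 0.13) had an adjusted p of 0.26 by edgeR. It passed the threshold with upper-quartile scaling (-0.36), with library size only (-0.64) and with a mean count of at least 50 (-0.30), and its adjusted p-values over the 15 alternatives ranged from 3.18e-05 to 0.597. S100a4 (ENSMUSG00000001020, chromosome 3, 90511074 to 90513354), the gene whose sign differed from that of the paper's qPCR, had 8.31 ± 3.77 and 15.8 ± 3.59 normalized counts (SD, n = 3 each). Per kb of exon, S100a4 had 9.15 normalized counts in WT, under the 95th percentile of the receptor genes, and 17.4 in Dab2-cKO. At this depth no difference in S100a4 was detected (log2 fold change 0.92, standard error 0.53, edgeR's adjusted p = 0.206). The exons of S100a4 share 33.3% of their bases with another gene annotated on the same strand, and those of Sirt7 share 2.43% with Mafg. Of the 12 genes of Fig. 8c, 8 had an adjusted p under 0.05 over all genes and 9 when adjusted over the list alone, which is not independent evidence.

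**Figure D3:**
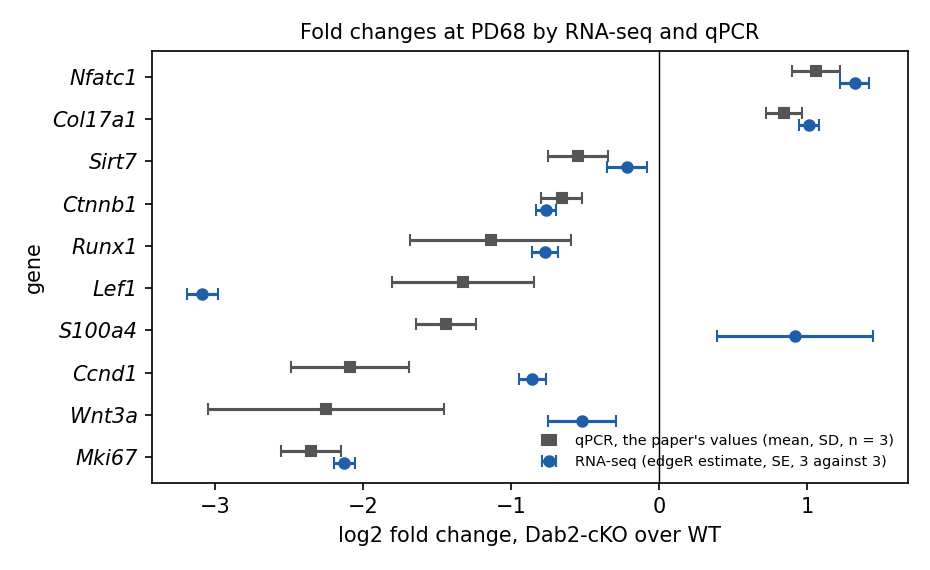
Log2 fold change of Dab2-cKO over WT for 10 genes of Fig. 8c, from the paper's qPCR (mean and SD of 3 replicates) and from the RNA-seq counts (edgeR estimate and standard error). The signs are the same for all genes shown except S100a4.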

IFA revealed reduced levels of Dvl2 and β-catenin and increased levels of Axin and Total GSK3β in the Dab2-cKO bulge (Fig. 8d–g). The results obtained at PD68 were similar to that observed at PD35, thereby indicating that the changes observed in canonical Wnt signaling in Dab2-cKO mice is due to loss of Dab2 per se and not due to a difference in the phases of the HF cycle.

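The genes of Fig. 8a were also tested as lists against all other genes, by limma's camera with a preset correlation between genes of 0.01 and adjustment over the lists tested. The 15 cell-cycle genes had a median log2 fold change of -0.88 (adjusted p = 2.61e-06 by camera in limma), with 12 genes lower and 3 higher at an adjusted p under 0.05 over all genes. The 26 Wnt genes had a median of -0.50 (adjusted p = 0.00157 by camera in limma), with 16 lower and 8 higher over all genes, and 25 called when adjusted over the list alone. In the 16 stemness genes, 7 were lower and 7 higher, and the median of 0.11 was not past the threshold (adjusted p = 0.63 by camera in limma). The stemness median moved most with library size only, to -0.32, where the median of all genes was -0.45. Of the 3 lists, the Wnt and cell-cycle lists passed the threshold by camera and by fry, a rotation test, and neither passed with a correlation estimated from the data. The stemness list passed by fry alone (adjusted p = 0.00728 by fry in limma), and its adjusted p-values over the alternatives reached 0.974. These lists were chosen by the study on the same libraries. The remaining lists, written from known marker genes, were not chosen on them. The 20 genes of the HFSC bulge list had a median log2 fold change of 0.40 (adjusted p = 0.335 by camera in limma), with 10 genes higher and 7 lower over all genes and 19 called when adjusted over the list alone. Library size only moved this median to -0.03. The hair germ and anagen progenitor list fell by 1.91 on the log2 scale (adjusted p = 2.92e-16 by camera in limma), with 13 of 15 genes lower, or 14 when adjusted over the list alone. In the proliferation list, 39 of 40 genes were lower by either adjustment, with a median of -1.08 (adjusted p = 3.4e-32 by camera in limma). All 27 genes of the hair shaft, inner root sheath and matrix list were lower by either adjustment, with a median of -6.37 (adjusted p = 9.13e-59 by camera in limma). These 27 genes took 3.57% ± 0.171 of the counts (SD, n = 3) in the libraries labelled WT and 0.0388% ± 0.00154 (SD, n = 3) in those labelled Dab2-cKO. The normalized count of Tchh (ENSMUSG00000052415, chromosome 3, 93349637 to 93356384), an abundant member, was 162270 ± 16013 in WT and 1517 ± 13.5 in Dab2-cKO (SD, n = 3 each), and that of Krt71 (ENSMUSG00000051879, chromosome 15, 101642384 to 101651544) was 32181 ± 2996 and 262 ± 29.1 (SD, n = 3 each). An lncRNA annotated on the opposite strand overlaps 24.1% of the exon bases of Tchh. Of the 15 marker lists tested, 14 passed the threshold by camera, and these 14 also passed by fry and with an estimated correlation. The remaining list, that of the HFSC bulge, passed by fry alone (adjusted p = 0.0215 by fry in limma), with adjusted p-values over the alternatives of up to 0.799. The PD35 data to which the paper compares PD68 were not analysed here. The paper places both genotypes in the second telogen at PD68 and finds changes similar to those at PD35. From this it reasons that the changes in canonical Wnt signaling come from loss of Dab2 itself, not from unlike phases of the HF cycle. The falls in the hair shaft, hair germ and proliferation lists leave open whether the sequenced cells of both genotypes were in the same phase.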

**Fig. 8:**
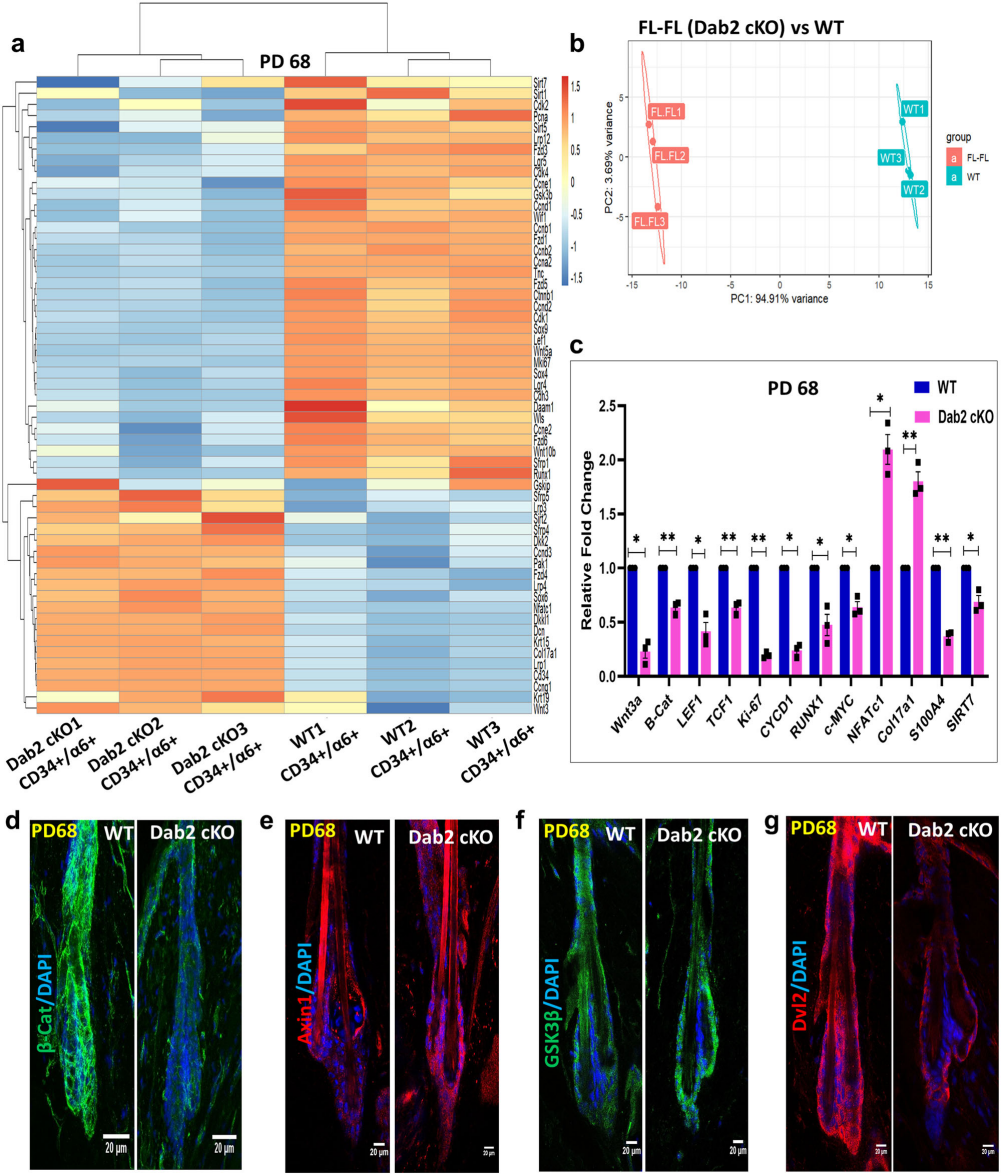
Expressing profiling of HFSCs at PD68 (second telogen). **a** Heatmap showing DEGs related to stemness, cell-cycle, and Wnt signaling in FACS sorted WT and Dab2-cKO HFSCs at PD68, *n* = 3 independent biological replicates for each genotype. **b** Principal component analysis (PCA) plot of RNA-seq data for three independent biological replicates corresponding to the samples from WT (green boxes) and Dab2-cKO (red boxes). **c** qPCR analysis of indicated genes in FACS sorted WT and Dab2-cKO HFSCs at PD68, *n* = 3 independent biological replicates for each genotype. **d** IFA of β- Catenin in WT and Dab2-cKO mice at PD68, *n* = 3 independent biological replicates for each genotype. **e** IFA of Axin1 in WT and Dab2-cKO mice at PD68, *n* = 3 independent biological replicates for each genotype. **f** IFA of Total GSK3-β in WT and Dab2-cKO mice at PD68, *n* = 3 independent biological replicates for each genotype. **g** IFA of Dvl2 in WT and Dab2-cKO mice at PD68, *n* = 3 independent biological replicates for each genotype. (Data represent mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test).

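The heatmap of Fig. 8a shows 57 genes, all of which were in the count table and passed the expression filter. In the libraries labelled Dab2-cKO, 35 were lower and 18 higher at an edgeR adjusted p under 0.05 over all genes, 53 in all, and 54 were called when adjusted over the list alone. As the genes were chosen for the heatmap on these libraries, the second count is not independent evidence. Besides Sirt7, the genes not called were Gskip (log2 fold change 0.07, edgeR's adjusted p = 0.814), Krt19 (0.43, adjusted p = 0.268) and Wnt3 (0.27, adjusted p = 0.115). The sign of Gskip changed with several alternatives and that of Wnt3 with library size only, to -0.15. All 57 genes changed in the direction drawn in the heatmap. Among those called, the log2 fold changes ranged from -3.09 to 1.80, the latter for Cd34 (ENSMUSG00000016494, chromosome 1, 194621029 to 194647172). For a principal component analysis, counts were transformed with the variance-stabilizing transformation of DESeq2, and the 300 genes with the highest variance were used, a number that the paper's text does not name. The first component held 96.3% of the variance and the second 2.26%. On the first component, the libraries labelled WT lay between -33.5 and -31.6 and those labelled Dab2-cKO between 31.9 and 33.2. Use of all 32149 genes moved the share of the first component most, to 67.4%. With each replicate left out in turn, it was 95.2% to 96.8%.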

### Reversal study with Dvl2 overexpression results in partial restoration of β-catenin activity

To analyze the effect of Dab2 loss in vitro, we established Dab2 WT and Dab2-cKO primary keratinocytes. The 4-hydroxytamoxifen (4-OHT) treated K14CreER^-/-^ Dab2^fl/fl^ and K14CreER^+/-^Dab2^fl/fl^ primary keratinocytes were the WT control and Dab2-cKO respectively. The qPCR analysis revealed showed ~70% knockout efficiency in Dab2-cKO cells (Fig. 9a). FACS analysis revealed nearly 50% reduction in the number of BrdU+ cells in Dab2-cKO (Supplementary Fig. 9a and Fig. 9b). Similarly, the CFA revealed that Dab2-cKO cells formed significantly reduced number of colonies (Supplementary Fig. 9b, c). These results indicate that loss of Dab2 results in reduced proliferative capacity of primary keratinocytes. Next, western blot analysis revealed ~70% reduction in the expression level of β-catenin in Dab2-cKO keratinocytes. We observed a significant increase in Axin1 and Total GSK3β levels and ~50% reduction in Dvl2 levels in Dab2-cKO keratinocytes (Fig. 9c, d and Supplementary Fig. 12). Moreover, β-catenin was also downregulated at the mRNA level in Dab2-cKO keratinocytes (Supplementary Fig. 9d). Further, Wnt targets such as Lef1, Runx1, and CDK4 were significantly downregulated both at the mRNA (Supplementary Fig. 9d) and protein level in Dab2-cKO keratinocytes (Figs. 9c, d and Supplementary Fig. 12). Downregulation of Dvl2, the upstream effector of Wnt signaling led us to investigate whether Dab2 mediated its effect on canonical Wnt signaling through Dvl2. Co-immunoprecipitation (Co-IP) studies were performed using Dab2 and Dvl2 antibodies in both WT and Dab2-cKO cells. IP with anti-Dab2 antibody and immunoblotting with the same antibody in both WT and Dab2-cKO cells clearly showed the Dab2 antibody pull-down specificity and efficiency (Fig. 9e and Supplementary Figs. 10a,  13a). Furthermore, in WT cells, IP with an anti-Dab2 antibody efficiently pulled down Dvl2, which was evident from the Dvl2 level seen in the western blot using the anti-Dvl2 antibody thereby indicating a strong interaction between Dab2 and Dvl2 (Fig. 9e and Supplementary Fig. 13b). However, in Dab2-cKO cells, IP with anti-Dab2 antibody followed by immunoblotting with anti Dvl2 antibody suggested a loss of interaction between Dab2 and Dvl2 (Supplementary Figs. 10a, 13b). The rescue experiments were further performed to check whether the effect of Dab2 loss is rescued by Dvl2 overexpression in Dab2-cKO keratinocytes. The results showed that Dvl2 overexpression in Dab2-cKO keratinocytes reduced the level of Axin1 and GSK3β approximately to WT levels. Consequently, there was a threefold increase in the β- catenin levels upon Dvl2 overexpression in Dab2-cKO keratinocytes (Fig. 9f, g). Further, to demonstrate directly whether the activity of β- catenin is rescued upon Dvl2 overexpression in Dab2-cKO cells, we used the TOPFlash/FOPFlash luciferase reporter system. We observed a ~80% reduction in luciferase activity in Dab2-cKO cells transfected with the TOP Flash reporter vector. The β-catenin activity increased twofold upon Dvl2 overexpression in Dab2-cKO keratinocytes (Fig. 9h). Similarly, colony-forming capacity increased twofold upon Dvl2 overexpression in Dab2-cKO keratinocytes (Supplementary Fig. 9e, f). Thus, there was a partial restoration of β-catenin activity and proliferative capacity of Dab2-cKO keratinocytes upon Dvl2 overexpression. As stated earlier, Dab2 interacts with multiple Wnt pathway components to regulate its activation. Thus, we further performed Co-IP of Dab2 with a destruction complex component, GSK3β. In WT cells, IP with anti-Dab2 antibody pulled down Total GSK3β efficiently (Fig. 9e and Supplementary Fig. 13c), while we observed a loss of interaction between Dab2 and Total GSK3β in Dab2-cKO cells (Supplementary Figs. 10a,  13c). These results indicate that in addition to Dvl2, Dab2 may also interact with and modulate the destruction of complex components to control the activation of the canonical Wnt signaling.

**Fig. 9:**
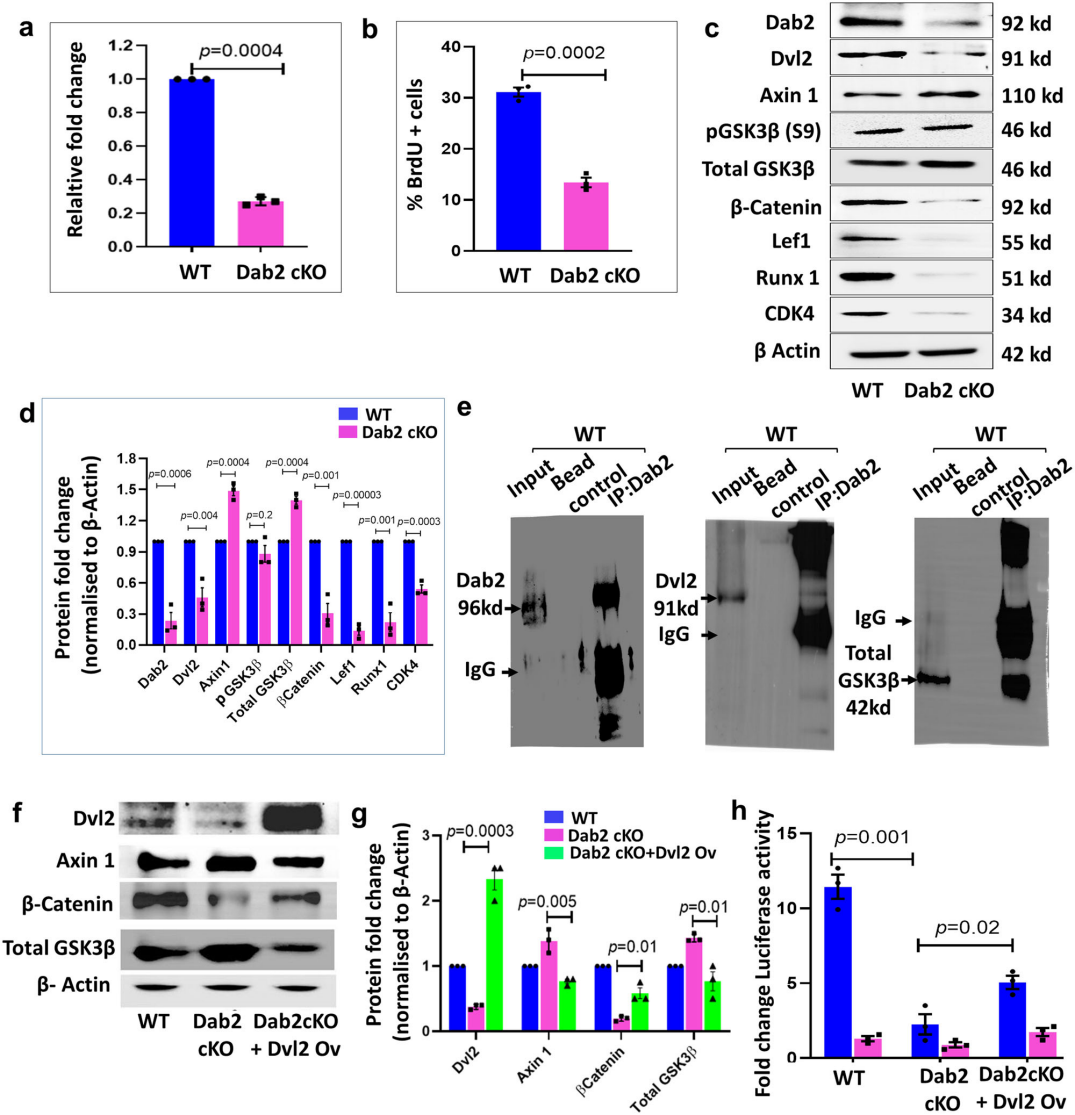
Dab2-dependent stabilization of Dvl2 is essential for activation of canonical Wnt signaling. **a** qPCR analysis of Dab2 expression in WT and Dab2-cKO primary keratinocytes, *n* = 3 independent biological replicates for each genotype. **b** Graph showing the percentage of BrdU+ cells in synchronized WT and Dab2-cKO primary keratinocytes, *n* = 3 independent experimental replicates for each genotype. **c** Immunoblot analysis of indicated proteins in WT and Dab2-cKO primary keratinocytes, *n* = 3 independent experimental replicates for each genotype. **d** Graph showing relative fold change of indicated proteins in WT and Dab2-cKO primary keratinocytes, *n* = 3 independent experimental replicates for each genotype. **e** Co-IP of Dab2 with Dab2, Dvl2, and Total GSK3β immunoblotting in WT primary keratinocytes, *n* = 3 independent experimental replicates. **f** Immunoblot analysis of indicated proteins in reversal studies using Dvl2 overexpression, *n* = 3 independent experimental replicates for each genotype. **g** Graph showing relative fold change of indicated proteins in WT, Dab2-cKO, and Dab2-cKO+Dvl2 ov primary keratinocytes, *n* = 3 independent experimental replicates. **h** Graph showing relative fold change in luciferase activity 24 h post-transfection in WT, Dab2-cKO, Dab2-cKO+Dvl2 Ov keratinocytes, *n* = 3 independent experimental replicates. (Data represent mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 obtained by students *t*-test).

## Discussion

Dab2 is an important regulator of embryonic development, however, its role in adult stem cells maintenance and regulation is still obscure. To our knowledge, this is the first study which shows the involvement of Dab2 in skin biology. We have clearly shown that Dab2 is highly expressed in the skin and is actively involved in regulating the activation of HFSCs. Genes involved in cell-cycle progression are downregulated in the quiescent HFSCs as compared to activated HFSCs^4^. During the telogen-anagen transition, HFSCs gets activated and starts expressing proliferation markers such as cyclin D1 and Ki67^27^. In our study, decreased expression of Ki67, cyclins B1, D1, and CDK4 in Dab2-cKO HFSCs implicates that Dab2 loss leads to perturbed cell-cycle progression resulting in delayed activation of HFSCs. Depilation studies showed that even external activation signals cannot reverse the inhibitory effect of Dab2 deletion on the activation potential of HFSCs. Hitherto, several reports have shown the anti-proliferation role of Dab2 in murine macrophages, ovarian cancer, breast cancer, prostrate, etc.^28–32^. However, our study shows that loss of Dab2 results in delayed activation and impaired proliferation of HFSCs.

Our results show that Dab2 plays a role in maintaining the self-renewal capacity of HFSCs. During anagen, Runx1 expression increases in the bulge, which in turn represses p21 expression to promote self-renewal. Downregulation of Runx1, CDK4, PCNA, and Ki67 and upregulation of p21 in FACS sorted Dab2-cKO HFSCs may attribute to their reduced self-renewal capacity. Further, Dab2-cKO HFSCs showed an increased expression of NFATc1, which positively regulates quiescence by repressing CDK4^33,34^. Dab2-cKO HFSCs also showed an upregulation of Col17a1, which helps in maintaining quiescence of HFSCs^35^ and downregulation of S100A4 and Sirt7 which aids in the activation of HFSCs^36,37^. Sirt7-dependent Nfatc1 deacetylation and downregulation leads to the activation of HFSCs and HF cycle initiation. Loss of Sirt7 perturbs telogen-to-anagen phase transition, thereby leading to a delay in HF cycle progression in mice^36^. Our study clearly shows downregulation of Sirt7 and upregulation of NFATc1 in Dab2-cKO mice, thereby indicating that Dab2 may regulate the levels of NFATc1 by regulating Sirt7 levels.

NFATc1 and Sirtuins are also potential anti-ageing targets. Higher NFATc1 levels imposes a higher activation threshold for hair regeneration in aged mice^5^. Sirtuins such as Sirt1, Sirt6, and Sirt7, play important roles in mediating cellular responses to various oxidative and genotoxic stress^38^. Our findings show that loss of Dab2 results in downregulation of Sirt7 and upregulation of NFATc1 in aged mice, indicating that Dab2 may regulate the expression of key anti-ageing factors. The understanding of the possible link between Dab2, sirtuins, and NFATc1 levels may provide us a new insight into the Dab2-mediated regulation of HFSCs and the ageing process. In addition to NFATc1 and sirtuins, numerous other anti-ageing factors are involved in the regulation of HFSCs. Loss of Col17a1 in the mouse skin results in the loss of self-renewal property of HFSCs and differentiation into epidermal lineage^39^. Loss of Decorin reduces K15^+^ cells, thereby resulting in age-related hair loss^40^. Reduced expression of anti-ageing factors such as Col17a1, decorin, and S100a4 in Dab2-cKO mice further strengthens the relationship between Dab2 and ageing in murine skin. In the human androgenetic alopecia model, although K15^+^ HFSCs are retained, CD200^+^ and CD34^+^ hair progenitor cells are reduced, suggesting a defect in the activation potential of the HFSCs^41^. In our study, reduced expression of K15 and CD34 in aged Dab2-cKO HFSCs suggests that loss of Dab2 not only affects the HFSCs pool, but also leads to compromised activation potential of HFSCs. Studies indicate that there is an overall decrease in Wnt signaling in aged liver, lung, skeletal muscle, and brain mouse tissues as compared to young tissues^42^. Persistent expression of Dkk1 and Sfrp4 hampers the hair cycle initiation in aged mice^43^. Our data shows inhibition of the Wnt ligands and increased expression of Dkk1 and Sfrp4 in aged Dab2-cKO mice, which may also contribute to hampered hair regeneration in aged mice.

We have also shed light on the detailed molecular mechanism by which Dab2 modulates the canonical Wnt signaling to exert its function on primary keratinocytes and HFSCs. Stabilized β- catenin in the HG and bulge region initiates the telogen-anagen transition^27^. High levels of Lef1 levels in the anagen versus telogen SCs are early signs of SC activation and commitment^27^. The expression of canonical Wnt ligands such as Wnt10a and Wnt10b also increases during anagen onset as compared to resting telogen^44,45^. Dvl2 has been shown to be specifically expressed at high levels in early anagen in HF ORS and in hair precursor cells throughout anagen. Studies in transgenic mice showed that Dvl2 mimics Wnt-3 function in the control of hair growth and structure^46^. A study showed that Baicalin treatment stimulates HF growth by enhancing the expression of Wnt3a, Wnt5a, frizzled 7, Dvl2, β-catenin, and LEF1 and decreasing the expression of GSK3β^47^. In our study, we have shown that loss of Dab2 leads to reduced levels of Dvl2, β-catenin, and Lef1, which in turn is responsible for delayed HF cycle progression and compromised hair regeneration.

Previous studies have established that Sirtuins modulate the expression of Dvl proteins, in turn regulating the canonical Wnt signaling. Sirt1 forms a complex with Dvl2 and positively regulates Dvl2^48^. Loss of Sirt1 results in reduced expression of Dvl2, β-catenin, and Wnt/Dvl target genes such as cMyc and cyclin D1, thereby leading to reduced proliferation of C2C12 myoblast cells. Sirt2-mediated deacetylation of the K68 residue of Dvl2 inhibits Dvl2 homo-polymerization, resulting in the dissociation of the Dvl2 signalosomes and downregulation of the Wnt signaling^49^. Our data shows that loss of Dab2 leads to downregulation of Dvl2 and sirtuins such as Sirt2 and Sirt7, indicating that Dab2 may affect the expression of Dvl2 by regulating the levels of sirtuin genes. Thus, the understanding of the possible link between Dab2 and sirtuins will provide a new insight into the Dab2-mediated regulation of the canonical Wnt signaling.

Our study shows that Dvl2 overexpression partially restores the Wnt reporter activity in Dab2-cKO cells. If Dab2 mediated its effect on canonical Wnt signaling only via Dvl2, then DvL2 overexpression should have completely rescued the reporter activity in Dab2-cKO cells. This indicates that in addition to Dvl2, Dab2 may also regulate other Wnt signaling components. Previous studies have shown that Dab2 interacts with multiple components of Wnt signaling to regulate its activation^20^. Similarly, our findings indicate that in addition to Dvl2, Dab2 also interacts with one of the destruction complex components, GSK3β. We also observed an increase in the Total GSK3β levels in Dab2-cKO keratinocytes. It has been shown previously that activated canonical Wnt signaling leads to sequestration of GSK3β inside membrane-bound multivesicular endosomes, reducing its cytosolic levels^50^. The observations in our study indicate that Dab2 may play a vital role in the sequestration of GSK3β in early endosomes. Loss of Dab2 may affect this process, thereby stabilizing the protein in the cytoplasm. A more comprehensive interaction study in the future will help us to understand the exact mechanism by which Dab2 regulates the stability of GSK3β.

Studies indicate that various Dvl paralogs act as a branching point between canonical and noncanonical Wnt signaling. Upon specific Wnt stimulation, Dvl either interacts with the Dvl-associated activator of morphogenesis 1 (DAAM1)^51,52^ or Tiam1^52,53^ to regulate actin polymerization and cytoskeletal remodeling^52^. Dvl plays a crucial role in the activation of phospholipase C (PLC), resulting in activation of the Wnt/Ca^2+^ signaling via Nemo-like kinase-mediated TCF4 phosphorylation^54^. This inhibits the binding of β-catenin/TCF4 complex to DNA, causing inactivation of the canonical Wnt signaling. Moreover, Dvl mediates Wnt signaling both at the cytoplasmic and nuclear levels. Dvl3 interacts with c-jun and forms a complex with β-catenin–TCF- 4 on the promoter region of c-myc, a Wnt target gene, to regulate its transcription^55^. Nuclear Dvl3 also interacts with chromatin-modifying enzymes such as KMT2D, promotes H3K4 methylation, and regulates transcription in breast cancer cells^56^. Our study shows that while Dab2 loss results in the reduced expression of Dvl2, it does not affect the expression of Dvl3 isoform (Supplementary Fig. 10b, c and Supplementary Fig. 13d). This finding suggests that Dab2 primarily regulates the expression of Dvl2 in primary keratinocytes. Moreover, if Dvl3 had a compensatory effect on the canonical Wnt signaling in the absence of Dvl2, then we would not have observed a significant reduction in β-catenin activity in Dab2-cKO keratinocytes. However, Dvl3 may regulate noncanonical Wnt signaling in Dab2-cKO keratinocytes. In addition, Dvl3 may also regulate chromatin modifications in Dab2-cKO keratinocytes. Detailed molecular studies in the future may shed light as to how Dab2 differentially regulates the expression of various Dvl paralogs and activation of canonical and noncanonical Wnt signaling in keratinocytes.

Based on our present findings, we propose a model in which Dab2 plays an important role in the activation of canonical Wnt signaling. In the presence of Dab2, Dvl2 is stabilized, providing a platform for the formation of the Wnt signalosomes, which include scaffolding proteins (Axin1) and kinases (GSK3β and CK1γ)^57^. Loss of Dab2 results in the degradation of Dvl2. As a result, the destruction complex is no longer recruited to the receptor, which leads to the stabilization of the destruction complex in the cytoplasm followed by degradation of β-Catenin and inactivation of the canonical Wnt signaling (Fig. 10). In addition, Dab2 may also regulate the destruction complex directly to control the activation of Wnt signaling in HFSCs.

**Fig. 10:**
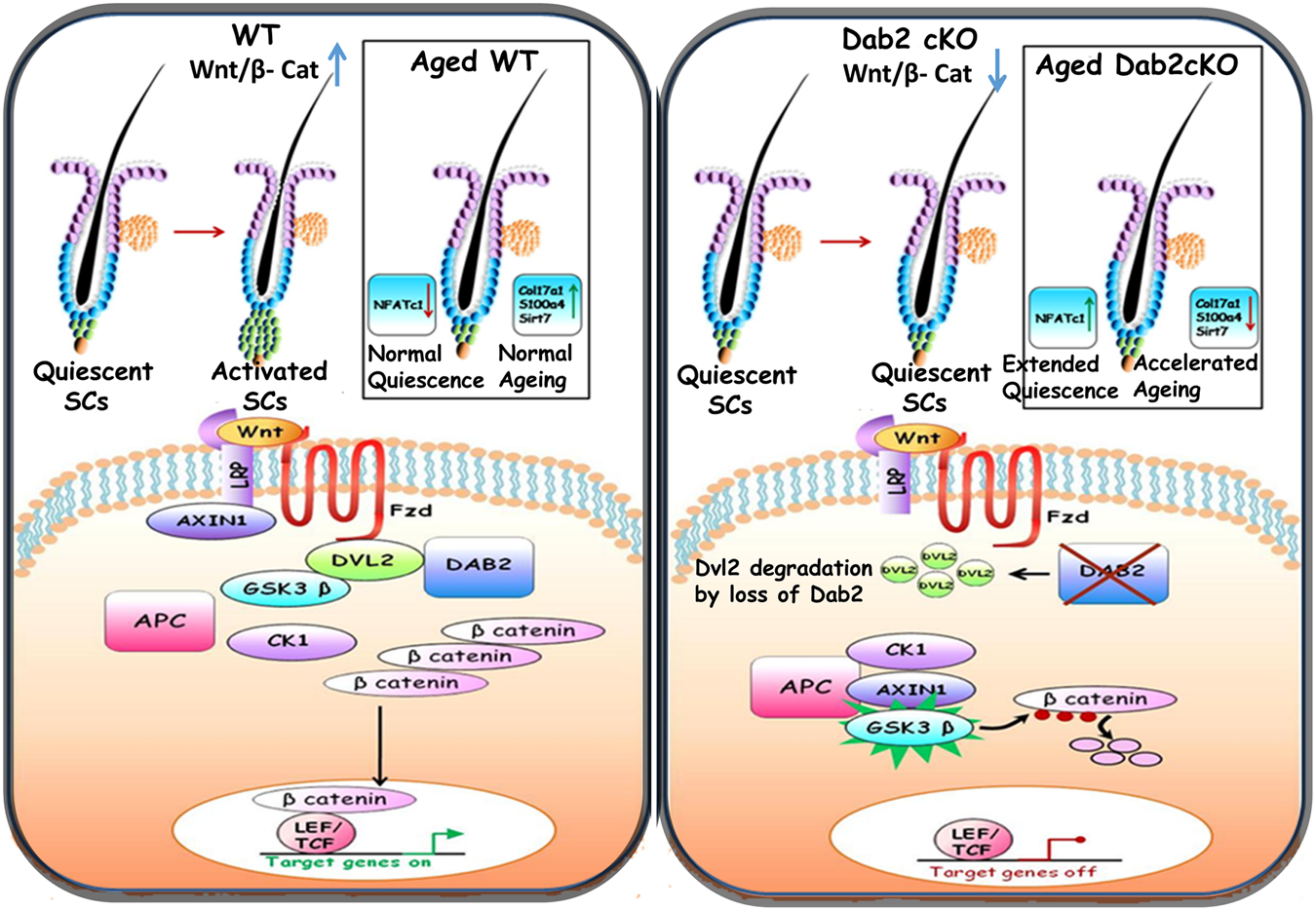
Dab2 promotes Wnt signaling and activation of HFSCs. HFSCs undergo cyclic bouts of quiescence and activation during the adult hair cycle. Quiescent HFSCs reside in a specialized niche known as the bulge (shown by blue cells). At the end of the telogen phase, HG cells (as shown by green cells at the base of the bulge) start proliferating and initiate the anagen phase. In Dab2 WT, activation of Wnt signaling leads to the activation of quiescent HFSCs. In WT follicles, Dvl2 is stabilized in the presence of Dab2. Thereafter, Axin1 is translocated to the plasma membrane and is later degraded. As a result, the β- catenin destruction complex is disrupted. Stabilized β- catenin starts accumulating in the cytoplasm, which then translocates to the nucleus. It binds to LEF/TCF proteins to regulate the expression of target genes required for activation of HFSCs. As a result, WT HFs transit from the telogen to the anagen phase. In Dab2-cKO, Dvl2 is degraded in the absence of Dab2. As a result, Axin1 remains in the cytoplasm, which prevents its degradation. As a result, the destruction complex is active, which degrades β-catenin, thereby shutting down the transcription of target genes. Therefore, in Dab2-cKO, Wnt signaling is downregulated, which prevents the activation of HFSCs. As a result, the Dab2-cKO HF remains in the telogen phase. In addition, anti-ageing factors are also downregulated in Dab2-cKO mice, which accelerates the ageing process.

Thus in the present study, we have shown a context-dependent role of Dab2 in HFSCs wherein it aids in the activation of canonical Wnt signaling for HFSCs activation and HF cycle initiation. We have also shown the involvement of Dab2 in the maintenance of quiescence of HFSCs which also contributes significantly to the ageing process. These findings highlight Dab2 as a potential new target for treating ageing-related hair loss.

## Methods

### Transgenic mice

Dab2^fl/fl^ mice and K14CreER^+/−^ mice were imported from Jackson laboratories. Dab2^fl/fl^ mice were crossed with K14CreER^+/−^ to generate K14CreER^+/−^:Dab2^fl/+^ mice. Subsequent crossings were performed for eight generations to obtain two genotypes—K14CreER^-/-^Dab2^fl/fl^ (WT) and K14CreER^+/−^Dab2^fl/fl^ (Dab2-cKO). PreH2BGFP and K5Tta were procured from Jackson, USA and Prof Rune Toftgard, Sweden, respectively. Mice were maintained at the ACTREC animal house facility under specific pathogen-free conditions. All animal experiments were approved by ACTREC’s Institutional Animal Ethics Committee (IAEC). Our institutes follow CPSEA guidelines provided by India’s Ministry of Environment and Forests government for all animal experiments. We have complied with all relevant ethical regulations for animal use. IAEC project number 04/2022 was approved in April 2022.

### PCR genotyping

The tail samples of the mice were collected using sterilized scissors and forceps into a 1.5 ml Eppendorf containing 500 μl of tail lysis buffer. About 10 μl Proteinase K (Stock 20 mg/ml) was added to each tube, followed by incubation at 55–60 °C O/N. The next day, 300 μl of 5 M NaCl was added to each tube, and the tubes were shaken vigorously for 15–20 times and then placed on ice for 10 min. The tubes were then centrifuged at 7600 rpm for 10 min at 4 °C. The supernatant was collected into a fresh Eppendorf tube, 650 μl of isopropanol was added and mixed gently by inverting the tubes. The tubes were incubated at RT for 15 min followed by centrifugation at 14,000 rpm for 10 min at RT to pellet out the DNA. About 50 μl of sterile water was added to the pellet in each tube and incubated in dry bath at 50 °C for 5 min to dissolve the DNA completely. The DNA concentration and purity (260/280 ratio) was measured by Nanodrop quantification. For 25 μl PCR reaction, 1 to 2 μl of DNA was used. Refer to Supplementary Data 4 for details of the primer sequences used for genotyping.

#### Tamoxifen dosing and confirmation of knockout efficiency

To determine the dose of tamoxifen required for Cre activation, ROSA-YFP:K14CreER^+/−^ mice were injected intraperitoneally with tamoxifen (75 mg/kg dissolved in corn oil) for 5 consecutive days. After 48 h of the last injection, mice were sacrificed and checked for YFP expression by IFA in dorsal skin sections. For experimental purposes, both K14CreER^−/−^Dab2^fl/fl^ and K14CreER^+/−^Dab2^fl/fl^ (Dab2-cKO) were injected intraperitoneally with tamoxifen (75 mg/kg dissolved in corn oil) for 5 consecutive days. To check the Dab2 KO efficiency in the epidermis, mice were sacrificed at PD68, and dorsal skin sections were collected. We incubated the skin sections in 10 ml 0.25% trypsin O/N at 4 °C. The next day, 10 ml fresh trypsin was added followed by incubation at 37 °C for 30 min. The epidermis was then peeled off from the dermis using a surgical blade and further processed for single-cell suspension. The cells were lysed in trizol for RNA isolation.

### Histology and IFA

Mice dorsal skin sections were collected, fixed in 4% formalin or directly embedded, and cryopreserved in OCT compound (Tissue-Tek). Haematoxylin and Eosin staining (H&E) was performed on 5-µm thick paraffin-embedded for analysis of HF cycle phases. For the Immunofluorescence assay (IFA), the OCT-embedded sections were fixed using either acetone or 4% paraformaldehyde. These sections were then washed with 1X PBS and treated with 0.1 to 0.3% triton-X 100, followed by 5% NGS/NDS (normal goat serum and normal donkey serum) blocking at RT for 1 h. Primary antibody incubation was done O/N at 4 °C. Sections were washed with 1X 0.2% PBST, followed by fluorophore-conjugated secondary antibody incubation for 1 h at RT. The sections were then washed with 1X PBS, treated with DAPI (4′, 6′-diamidino-2-phenylindole) and mounted with antifade. Imaging was done using LSM 780 confocal microscope (Zeiss). Immunostaining details in Supplementary Data 4.

### Flow cytometry

Dorsal skin sections of WT and Dab2-cKO mice at were collected at PD35, PD68 and at 52 weeks. Excess fats were removed from the dermal side by scrapping with a scalpel blade. Skin was kept in 10 ml of 0.25% trypsin O/N at 4 °C. Next day, 10 ml of fresh 0.25% trypsin was added in all the plates containing skin and incubated at 37 °C for 30 min. The epidermal side was scraped to separate the epidermis from the dermis. Epidermal cells were separated from the dermis by constant scraping. E-media containing 15% FBS was added to neutralize the trypsin. The solution was passed through a pipette multiple times to make a single-cell suspension that was further strained using 70 µm and then 40 µm strainers. The filtered solution was centrifuged at 2000 rpm for 5 min at 4 °C. The cell pellet was washed by using ice-cold 1X PBS and centrifuged again. The cell pellet was then dissolved in 750 ul–1 ml of 5% chelated FBS in 1X PBS (FACS buffer) and stained with the antibodies of HFSCs markers (CD34 and α6-integrin) to sort HFSCs using FACS Aria machine (BD Biosciences). FACS staining and gating strategies (Supplementary Data 2,  3) and immunostaining is mentioned in Supplementary Data 4. The HFSCs were directly sorted into the E-media for colony-forming efficiency or into the RNA lysis buffer for RNA extraction.

### Proliferation dynamics study

We crossed K14CreER^+/−^Dab2fl/fl and pTRE–H2BGFP (CD1) to obtain K14CreER^+/−^Dab2^fl/fl^:pTRE–H2BGFP background. K14Cre^+/−^Dab2^fl/fl^:pTRE–H2BGFP mice were crossed with K5TtA (FVB1) mice to obtain K14Cre^+/−^Dab2f^l/fl^:pTRE–H2BGFP:K5TtAbackground. Furthermore, crosses were performed for F8 (filial) generations to obtain mice in pure Dab2^fl/fl^ background (Fig. 3h). pTRE–H2BGFP expression gets activated upon tetR–VP16 protein binding to the tetracycline response element (TRE) DNA fragment. It can be shut down by feeding the mice with doxycycline (doxy) i.e., an analog of tetracycline, for a desired time period (chase). The H2BGFP fluorescence gets diluted in cells by twofold at each division. We assessed the H2BGFP fluorescence by performing FACS using the stem cell markers (CD34 and α6-integrin). The H2BGFP fluorescence was measured after 14 and 38 days chase (Fig. 3i), which displayed distinctive peaks of fluorescence of HFSCs with peaks being labeled as Peaks 0-7; H2BGFP peak 0 representing undivided cells with highest H2BGFP intensity and GFP peak 7 representing cells with lowest H2BGFP. FACS gatings are mentioned in Supplementary Data 3, and antibodies (Supplementary Data 4).

### qPCR analysis

RNA was extracted from mouse skin and primary keratinocytes by the Trizol method. cDNA synthesis kit (Invitrogen, Carlsbad, CA) was used for cDNA synthesis. qPCR was performed using SYBR. The Ct values were normalized with respect to the expression level of β-actin Ct values in respective samples, and fold change was calculated. Refer to Supplementary Data 4 for details of the primer sequences used for qPCR analysis.

### In vivo BrdU incorporation assay

BrdU was injected intraperitoneally with BrdU (50 mg/kg of body weight) at PD30 accompanied by 0.8 mg/ml BrdU in water for three days (PD30–32). Mice were sacrificed and skin sections were collected at PD32. BrdU was exposed by treating the tissue sections with 2 N HCL for 1 h at 37 °C and detected by the anti-BrdU antibody through IFA. (Supplementary Data 4).

### In vitro BrdU proliferation assay by FACS

To perform the BrdU proliferation assay in in vitro, cells were synchronized by serum starvation for 24 h. Further, we have used the 10 µM final BrdU concentration to label the cells for 24 h. Further, 1 × 10^6^ cells were harvested, followed by fixation and permeabilization by BD Cytofix/Cytoperm buffer for 30 min. on ice. Cells were washed by using the 1X wash buffer. Cells were treated with DNase I for 1 h at 37 °C to expose the incorporated BrdU. The BrdU staining was carried out by using the anti-BrdU FITC antibody for 20 min at RT. (Supplementary Data 4). Finally, cells were resuspended in the 250 µl staining buffer, and stained cells were acquired on a flow cytometer (Attune NXT, Thermo Fisher).

### In vivo BrdU label retention assay

Pups were injected with BrdU at the dose of 50 mg/kg body weight for every 12 h from PD3–5. The pups injected with BrdU were subjected to tamoxifen treatment from PD22–26 to generate knockout at PD26 and were chased upto PD68. Skin tissues were collected at PD68 fixed in 4% PFA, treated with 2 N HCL for 1 h at 37 °C followed by primary and secondary antibody incubation for determination of LRCs^58^. (Supplementary Data 4).

### Microarray analysis

RNA extraction from FACS-purified HFSCs was done using the absolute RNA miniprep kit as described in the manufacturer’s procedure (Agilent Technologies). The RNA quality was assessed by the Agilent RNA 6000 Pico kit on the Agilent 2100 bioanalyzer. For microarray analysis, 1 ng RNA was amplified by using the Gene Chip® WT Pico amplification Kit (Affymetrix, USA) as per the manufacturer’s instructions. Differentially expressed genes were analysed using Transcriptome Analysis Console (TAC) software.

### RNA sequencing

The cDNA libraries at a length of 300 bp were prepared from 5 ng of extracted total RNA using the SMARTer Stranded Total RNA-seq kit v3- pico input mammalian (Cat. No. 634485) from Takara Bio Inc. following instructions from the manufacturer. Total RNA was sequenced at a read depth of 150 bp (paired-end) using the Illumina NovaSeq 6000 platform. The quality of generated data was tested using FastQC version 0.11.9. The pre-processing of the Raw FASTQ files was carried out using fastp version 0.23.4. The alignment of reads was carried out against a mouse genome assembly (GrCm39) obtained from Ensembl using HISAT2 version 2.2.1. The SAM to BAM conversion and sorting (by read name) of the HISAT2 output files was carried out using SAM tools version 1.6. The quality of the alignment was determined using Qualimap version 2.2.2. The mapped reads were counted using feature Counts version 2.0.6. Differentially expressed genes (DEGs) were identified from the count data using the DESeq2 package version 1.42.0. The PCA of the DEseq2 output was plotted using the pca Explorer package version 2.28.0. The volcano plot of the DESeq2 output was plotted using the Enhanced Volcano package version 1.20.0. The heatmaps for the DEGs with *p* adj >0.05 were generated using the Complex Heatmap package version 2.18.0. The Heatmap of genes commonly associated with HFSCs regulation was generated using the pheatmap package version 1.0.12.

### Protein isolation and western blotting

Mice were sacrificed at PD35, and full-thickness dorsal skin was collected. Equal amounts of dorsal skin samples were taken for WT and Dab2-cKO and were ground to a fine powder using a liquid nitrogen mortar. The powder was dissolved in RIPA lysis buffer (Sigma, Catalog number: R0278) containing a protease inhibitor cocktail (Merck, Cat No. 04693132001). The lysate was further sonicated thrice at a frequency of 20 Hz for 10 s each. After sonication, the tubes were placed in a rocker for 30 min at 4 °C. For western blotting of primary keratinocytes, the keratinocytes were cultured in 60 mm plates. On reaching 80% confluency, the cells were washed thrice with chilled 1X PBS, followed by the addition of 100 μl RIPA lysis buffer containing protease inhibitor cocktail. Cells were scraped using a plastic scraper and lysate was collected in a 1.5 ml centrifuge tube. In both cases, the lysate was centrifuged at 12,000 × *g* for 30 min at 4 °C. Pellet was discarded and the supernatant was collected in a fresh 1.5 ml tube. The protein concentration was determined using the Pierce™ BCA Protein Assay Kit. SDS PAGE was performed and blots were developed using the Biorad Chemidoc system. Refer to Supplementary Data 4 for details of the antibodies used for immunoblotting.

### Co-IP assays

Primary keratinocytes were suspended in IP lysis buffer containing 150 mM NaCl, 25 mM Tris-HCl (pH 7.9), 5 mM MgCl_2_, 10% glycerol, 0.2 mM EDTA, 0.1% NP- 40, and protease inhibitors. The supernatant was incubated with antibodies or control IgGs O/N under rotation. About 40 ul Protein A/G agarose beads (Invitrogen, USA) were then added to the previously incubated samples at 4 °C for 4 h under rotation. The immunoprecipitates were washed in 50 uM Tris wash buffer, eluted in Laemmli loading buffer, and analyzed by immunoblotting. Immunoprecipitation and Immunostaining details in Supplementary Data 4.

### Primary keratinocyte culture

PD2 pups were sacrificed and skin was incubated in dispase (5 U/ml) overnight, followed by separation of the epidermis from the dermis. Single-cell suspension was made and centrifuged at 2000 rpm/5 min/4 ˚C. The pellet was resuspended in 1 ml calcium chelated E- media containing 15% FBS and plated onto irradiated J2-3T3 (mouse embryonic fibroblast) feeder layers. The irradiated J2-3T3 feeder cells were preconditioned in E-media. The keratinocyte cultures were co-cultured with fibroblast for eight passages, after which they started growing independently. Feeder-independent primary keratinocytes were cultured in E-media for experimental purpose^59^.

### Generation of in vitro Dab2-cKO keratinocytes

Both K14CreER^−/−^ Dab2^fl/fl^ (WT) and K14CreER^+/−^ Dab2^fl/fl^ (Dab2-cKO) primary keratinocytes were treated with 4-OHT (1 µM) for 5 consecutive days. The E-media containing 1 µM 4-OHT was replaced every 48 h till 5 days for generation of cKO keratinocytes. After 5 days, the keratinocytes were cultured and passaged in normal E-media.

### Transfection and overexpression studies

Primary keratinocytes were cultured in E-media containing 15% FBS. Transfection was carried out using Lipofectamine LTX according to the manufacturers' protocol. Cells were harvested for western blot analysis after 48 h of transfection.

### Colony-forming assay (CFA)

FACS sorted 5000 HFSCs of both WT and Dab2-cKO were cultured in vitro for 21 days. For primary keratinocytes, 10,000 cells of each genotype were plated into 35 mm plates and the plates were kept in a CO_2_ incubator at 37 °C. The colonies were allowed to grow for 14–21 days. Once the colonies are formed, they were fixed with 4% PFA. Crystal violet staining was performed to stain the colonies, and the images were captured. For CFA in transiently transfected cells, cells were cultured in puromycin selection.

### Statistics and reproducibility

Statistical analysis was done in minimum *n* = 3 independent biological replicates using unpaired student’s *t*-test with Graph Pad Prism 8. Error bar indicates either mean ± SD or mean ± SEM: ns non-significant, *p < 0.05, **p < 0.01, ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1-4

Reporting Summary

## Data Availability

The expression profile data of HFSCs of WT and Dab2-cKO at PD35 have been submitted to the GEO database bearing the accession number GSE250300. The RNA sequencing data of HFSCs of WT and Dab2-cKO at PD68 have been submitted to the GEO database bearing the accession number GSE254311. The uncropped western blot images are available in the Supplementary Figs. 11–13. The source data for all the graphs are available in the Supplementary Data 1. FACS staining strategies are available in Supplementary Data 2. FACS gating strategies are available in Supplementary Data 3. The details of the primer sequences and the antibodies are available in the Supplementary Data 4.

# Supplementary material for: Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells
**Source:** Commun Biol. 2024 May 3;7:525. doi: 10.1038/s42003-024-06047-2
**Supplement:** Supplementary file 1 — Supplementary information

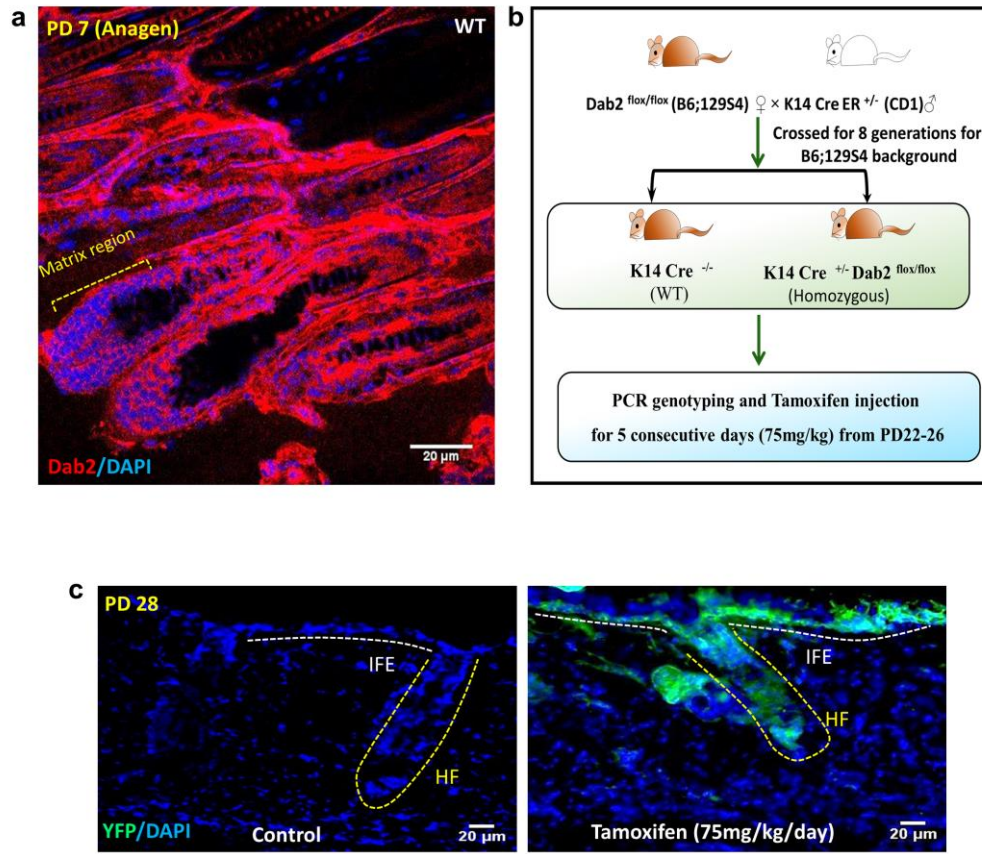

### Supplementary Figure 1: Strategy and optimization of tamoxifen doses for induction of Cre activity

- IFA showing Dab2 expression in the matrix region in WT HF's at PD7 (mid-anagen phase), n=3 independent biological replicates.
- Schematic diagram showing crosses to obtain K14CreER<sup>+/-</sup> in Dab2<sup>fl/fl</sup> background and strategy for tamoxifen injection.
- IFA showing YFP expression in control and tamoxifen injected ROSA<sup>+</sup>YFP:K14CreER<sup>+/-</sup> mice at PD 28, n=3 independent biological replicates.

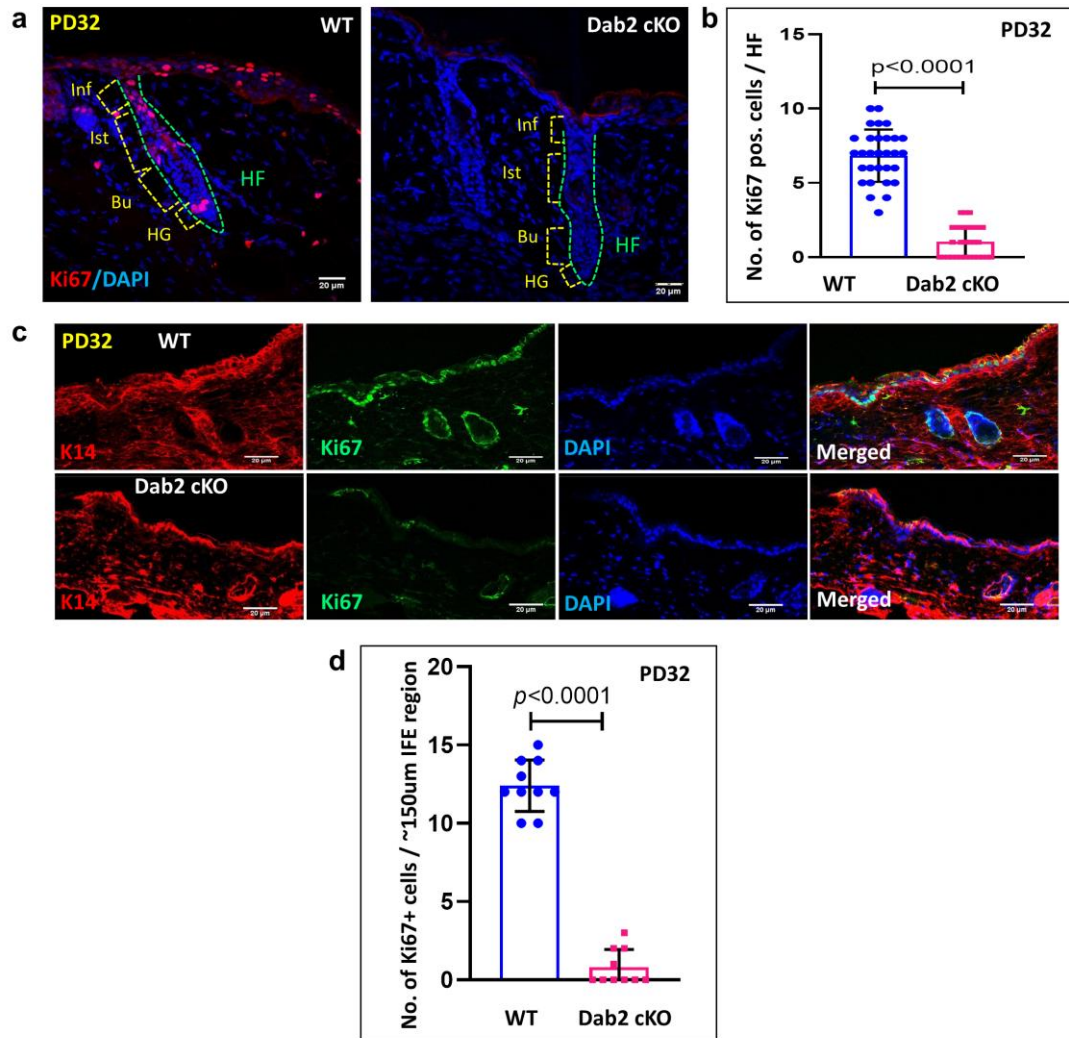

## Supplementary Figure 2: Effect of Dab2 loss on the expression of Ki67

a) IFA showing Ki67+ cells/HFs at PD32 in WT and Dab2-cKO mice, n =3 independent replicates for each genotype.

b) Graph representing Ki67+ cells in HF at PD32 in WT and Dab2-cKO mice, n = 3 independent replicates for each genotype.

c) IFA showing K14 and Ki67 co-staining in the IFE region at PD32 in WT and Dab2-cKO mice, n =3 independent replicates for each genotype.

d) Graph representing Ki67+ cells in K14 expressing IFE region at PD32 in WT and Dab2-cKO mice, ~150um region of IFE per field was taken into consideration for counting Ki67 + cells, n =3 independent replicates for each genotype.

(Data represent mean  $\pm$  SD, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test).

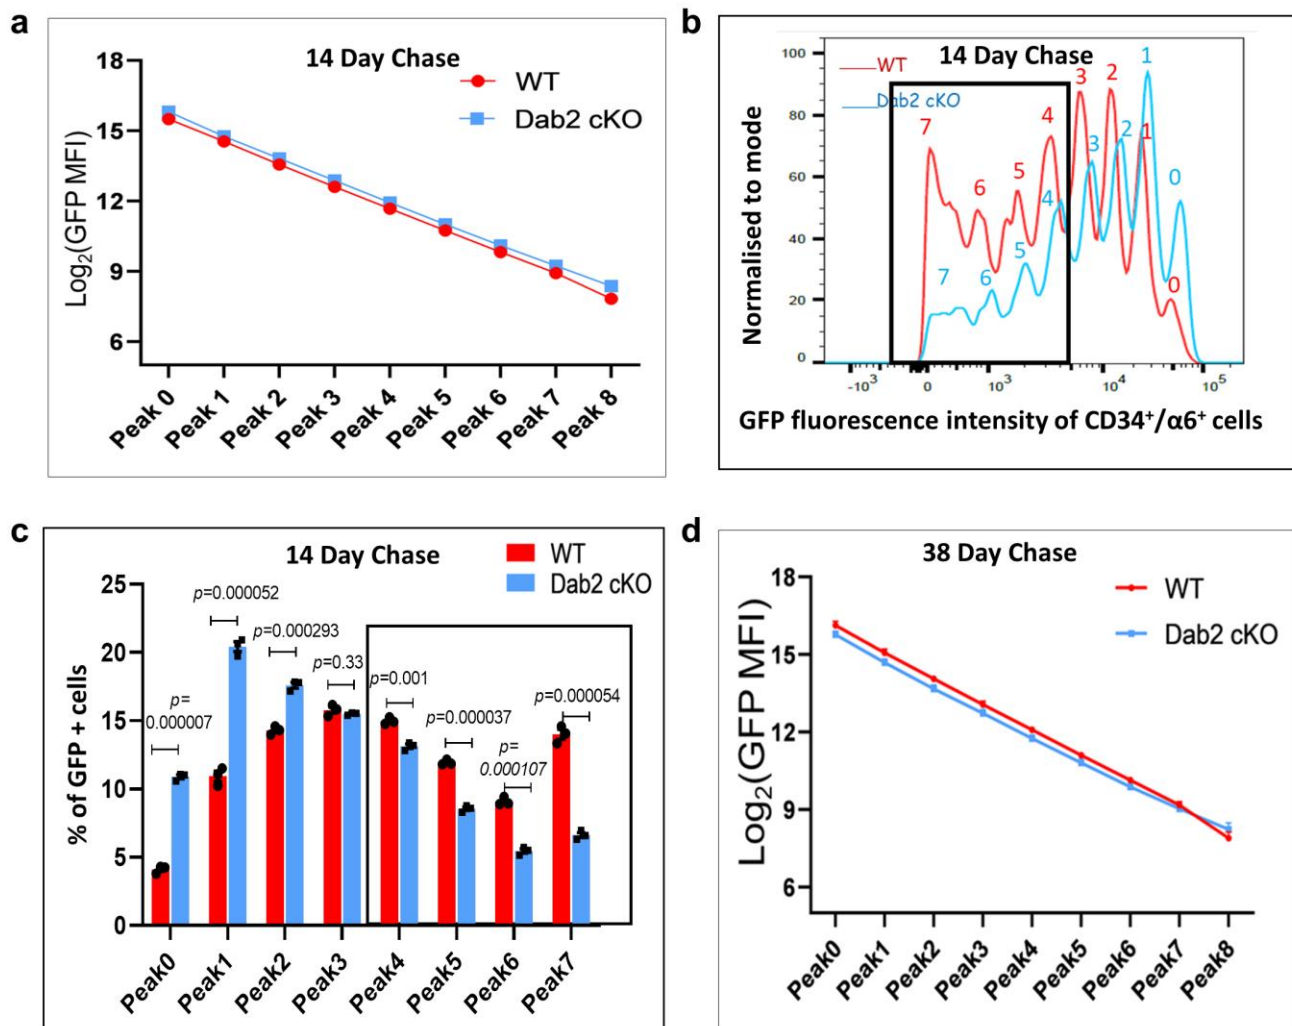

### Supplementary Figure 3: Effect of Dab2 loss on the proliferation dynamics of HFSCs

a) Graph showing proper 2 fold dilution of GFP intensities with each division for 14 days chase in WT and Dab2-cKO mice, n = 3 independent biological replicates for each genotype.

b) GFP intensity peaks showing H2B-GFP dilution of FACS sorted WT and Dab2-cKO HFSCs after Doxycycline chase from PD30 to PD44, n = 3 independent biological replicates for each genotype.

c) Graph showing percentage of GFP+ cells in each GFP intensity peaks. Peak0 represents cell fractions with highest GFP intensities, Peak7 represents cell fractions with lowest GFP intensities, n = 3 independent biological replicates for each genotype.

d) Graph showing proper 2 fold dilution of GFP intensities with each division for 38 days chase in WT and Dab2-cKO mice, n = 3 independent biological replicates for each genotype.

(Data represent mean  $\pm$  SEM, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test).

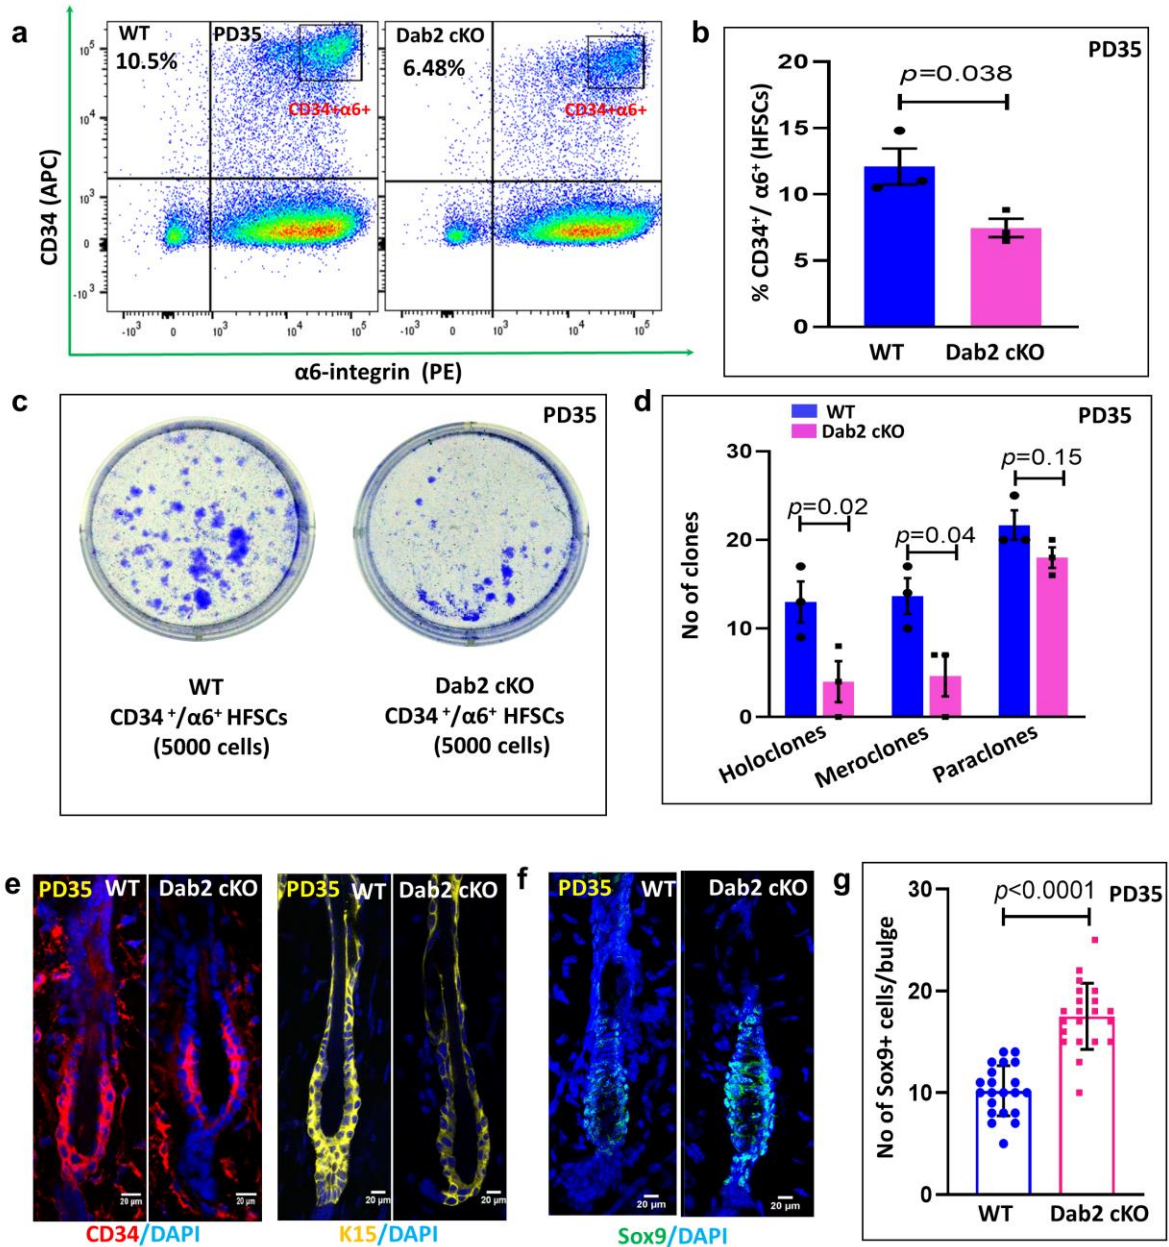

**Supplementary Figure 4: Effect of Dab2 loss on the HFSCs population at PD35**

a) FACS analysis showing CD34<sup>+</sup>/α6<sup>+</sup> HFSCs population at PD35 in WT and Dab2-cKO mice, n=3 independent biological replicates for each genotype.

b) Graph showing percentage of CD34<sup>+</sup>/α6<sup>+</sup> HFSCs population at PD35 in WT and Dab2-cKO mice, n=3 independent biological replicates for each genotype, mean ± SEM, \* = p<0.05, \*\* = p<0.01, \*\*\* = p<0.001, \*\*\*\* = p<0.0001 obtained by students t-test.

c) Colonies formed by FACS sorted WT and Dab2-cKO HFSCs at PD35 when allowed to grow for 3 weeks.

d) Graph showing no. of holoclones, meroclones and paraclones formed by FACS sorted WT and Dab2-cKO HFSCs at PD35, n=3 independent replicates for each genotype, mean  $\pm$  SEM, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test.

e) IFA of CD34 and K15 expression in WT and Dab2-cKO mice at PD35, n=3 independent biological replicates for each genotype.

f) IFA of Sox9 expression in WT and Dab2-cKO mice at PD35, n=3 independent biological replicates for each genotype.

g) Graph showing Sox9+ cells in WT and Dab2-cKO mice at PD35, n=3 independent biological replicates for each genotype, mean  $\pm$  SD, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test.

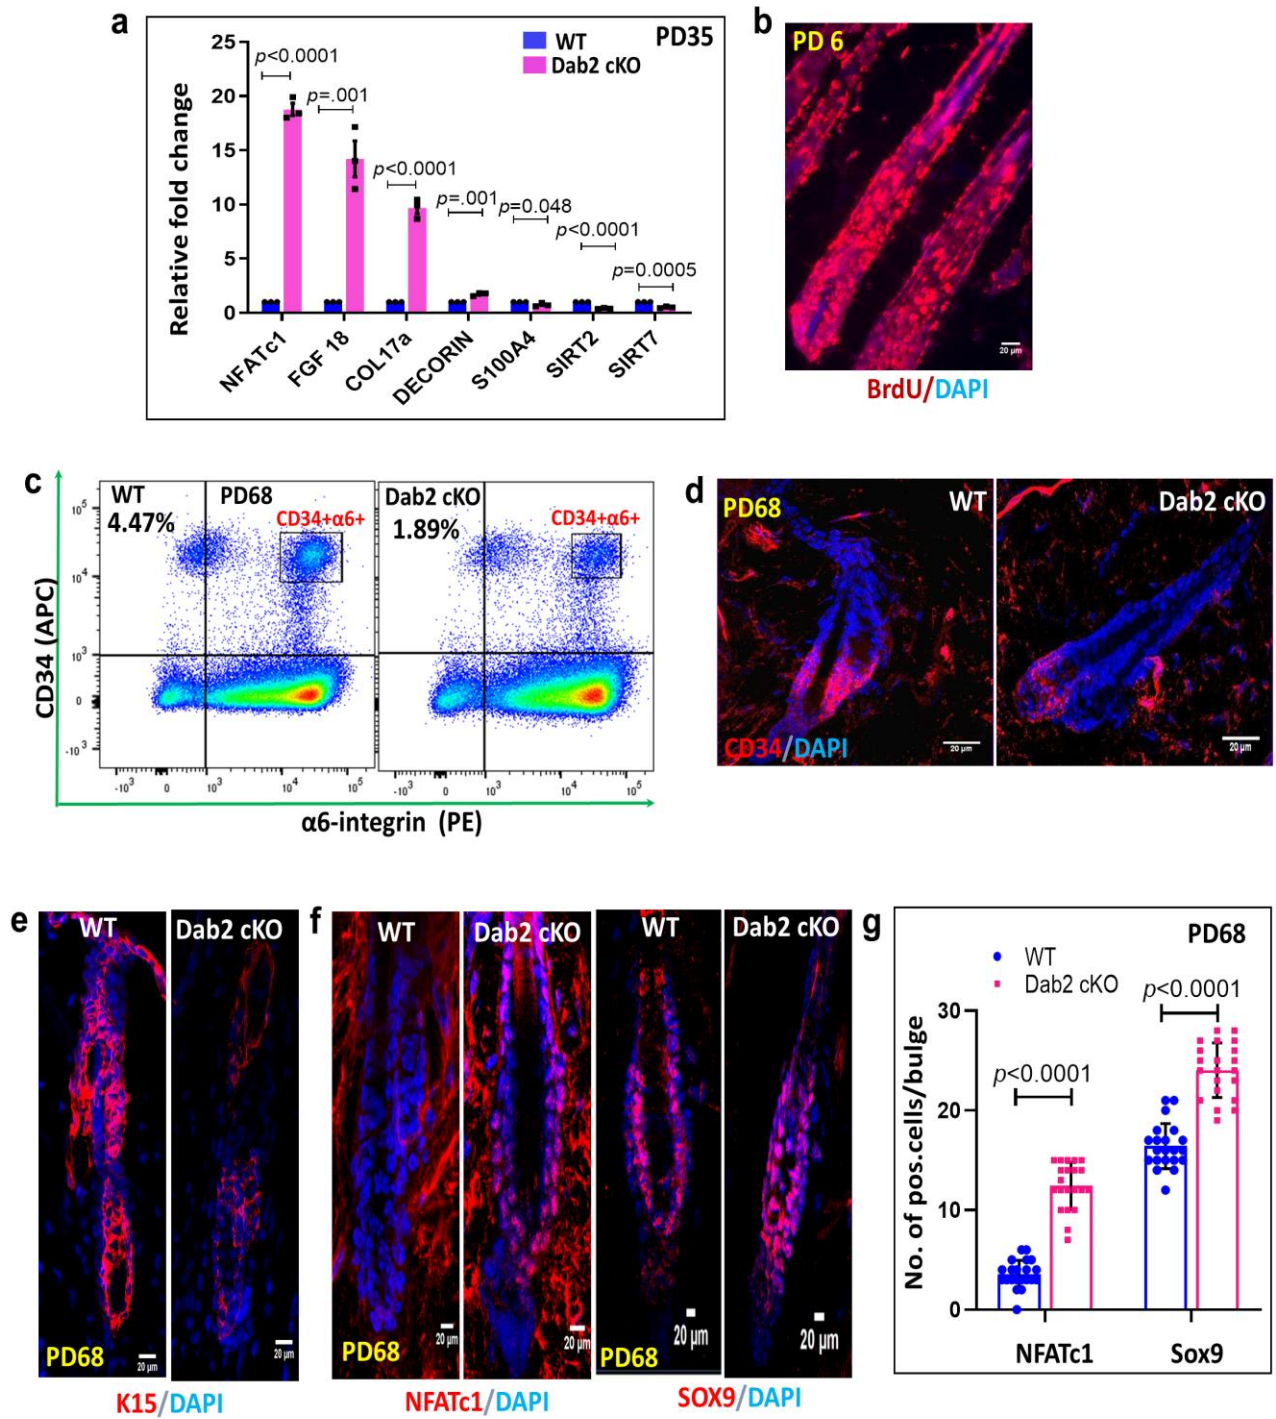

**Supplementary Figure 5: Effect of Dab2 loss on the HFSCs population at PD68 (2<sup>nd</sup> telogen)**

a) qPCR analysis of niche related genes expression in WT and Dab2-cKO HFSCs at PD35, n=3 independent biological replicates for each genotype, mean  $\pm$  SEM, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test.

b) IFA of BrdU expression at PD6 after BrdU injection in neonatal pups from PD3-PD5 showing efficient BrdU labelling.

c) FACS analysis showing CD34<sup>+</sup>/α6<sup>+</sup> HFSCs population at PD68 in WT and Dab2-cKO mice, n=3 independent biological replicates for each genotype.

d) IFA of CD34 expression in WT and Dab2-cKO mice at PD68, n=3 independent biological replicates for each genotype.

e) IFA of K15 expression in WT and Dab2-cKO mice at PD68, n=3 independent biological replicates for each genotype.

f) IFA of Sox9, NFATc1 expression in WT and Dab2-cKO mice at PD68, n=3 independent biological replicates for each genotype.

g) Graph showing NFATc1 and Sox9<sup>+</sup> cells in WT and Dab2-cKO mice at PD68, n=3 independent biological replicates for each genotype, mean ± SD, \* = p<0.05, \*\* = p<0.01, \*\*\* = p<0.001, \*\*\*\* = p<0.0001 obtained by students t-test.

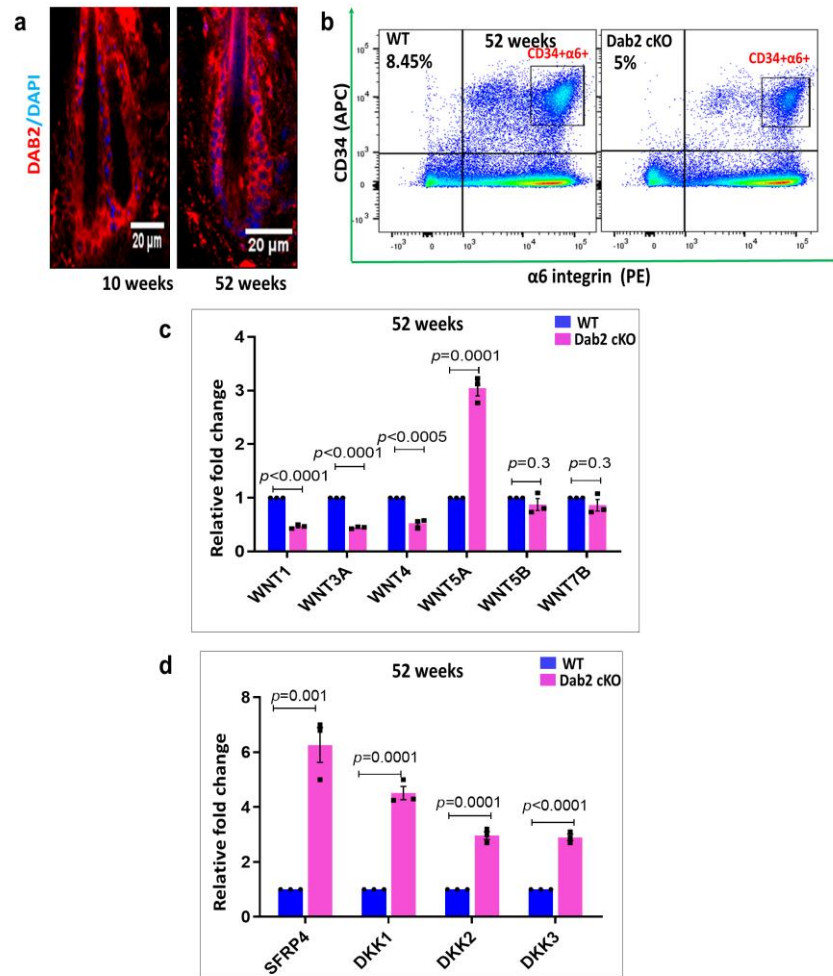

### Supplementary Figure 6: Effect of Dab2 loss on the HFSCs population in aged (52 weeks old) mice

a) IFA of Dab2 expression in 10 weeks & 52 weeks old WT and Dab2-cKO mice, n=3 independent biological replicates for each genotype.

b) FACS analysis showing CD34<sup>+</sup>/α6<sup>+</sup> HFSCs population at 52 weeks in WT and Dab2-cKO mice, n=3 independent biological replicates for each genotype.

c) qPCR analysis of Wnt ligands expression in 52 weeks old WT and Dab2-cKO skin, n=3 independent biological replicates for each genotype

d) qPCR analysis of Wnt inhibitors expression in 52 weeks old WT and Dab2-cKO skin, n=3 independent biological replicates for each genotype.

(Data represent mean  $\pm$  SEM, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test).

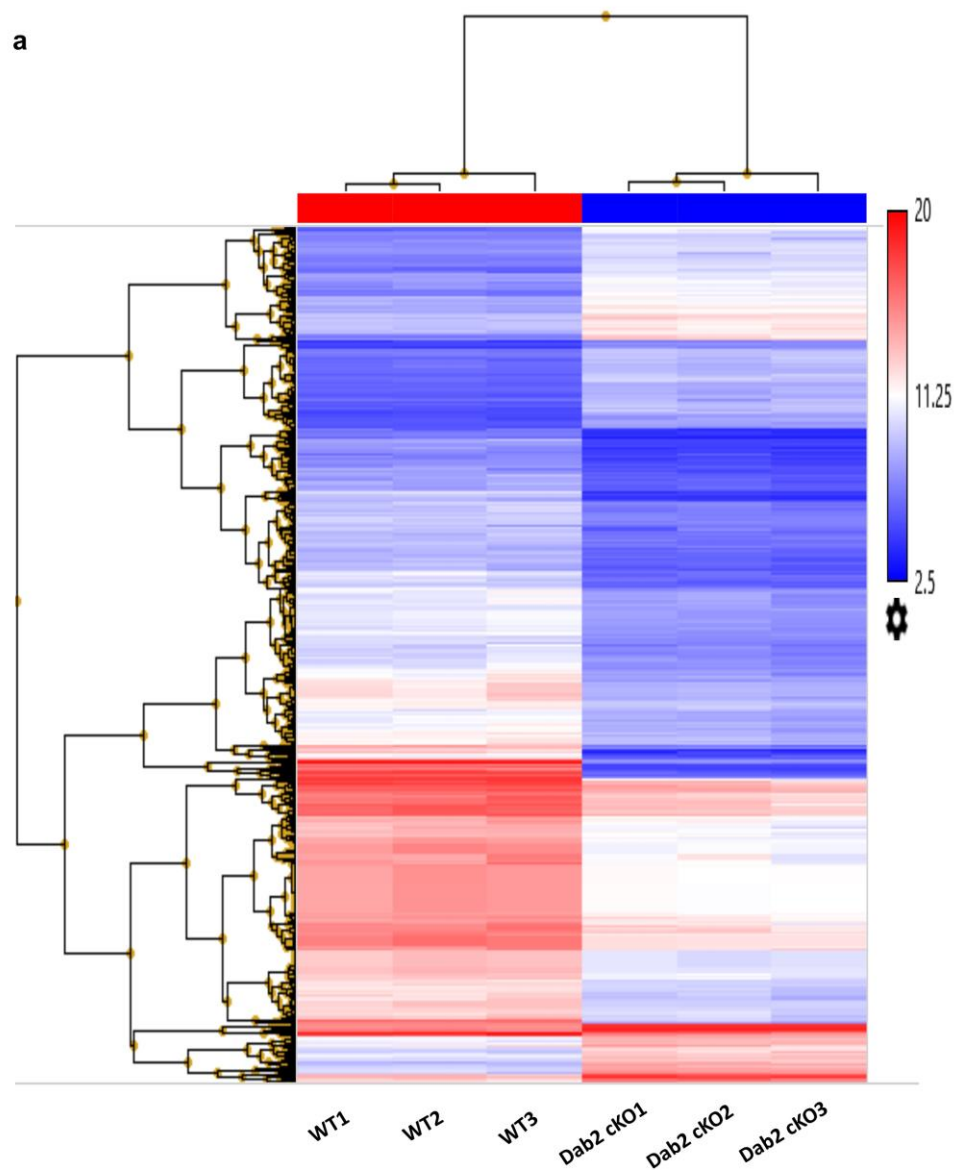

**Supplementary Figure 7: Dab2 loss results in differential expression of genes at PD35**

a) Heatmap showing DEGs in FACS sorted WT and Dab2-cKO HFSCs at PD35, n=3 independent biological replicates. The analysis was performed using Transcriptome Analysis Console (TAC) software.

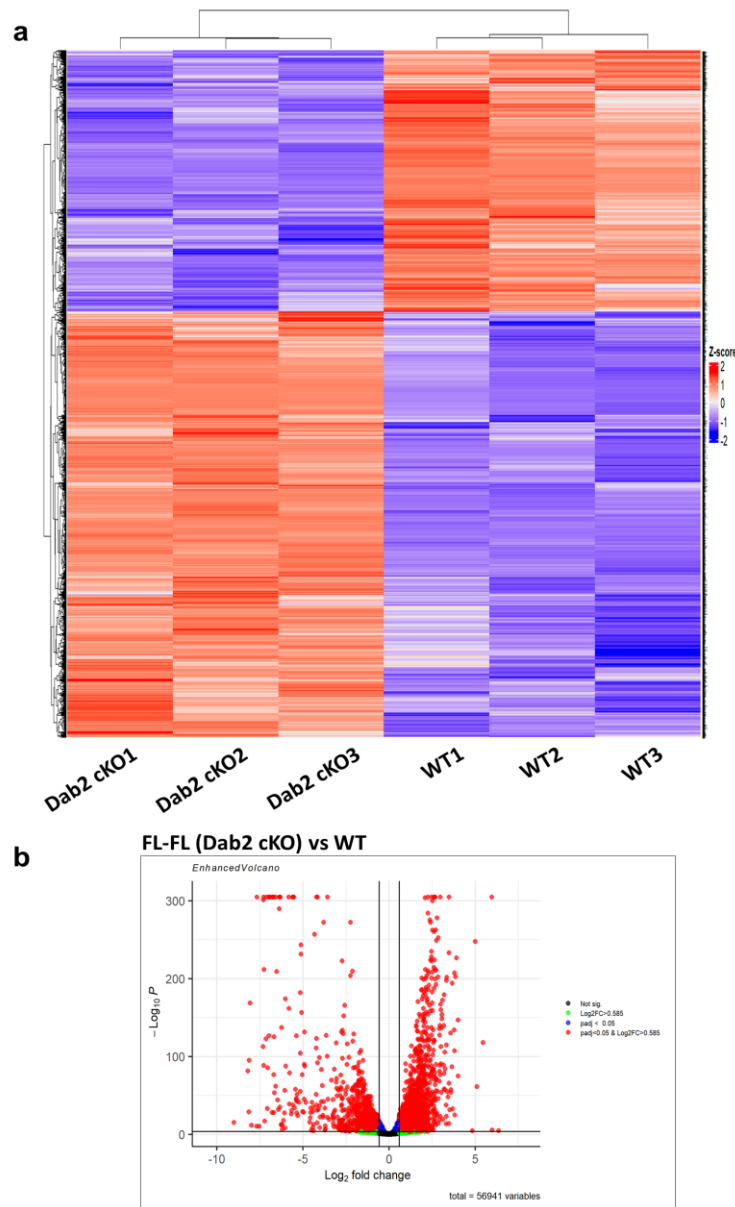

**Supplementary Figure 8: Dab2 loss results in differential expression of genes at PD68 (2<sup>nd</sup> telogen)**

a) Heatmap showing DEGs with  $p \text{ adj} > 0.05$  in FACS sorted WT and Dab2-cKO HFSCs at PD68,  $n=3$  independent biological replicates. 

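At an edgeR adjusted p under 0.05, 9069 of the 32149 genes tested differed between the libraries labelled Dab2-cKO and WT, with 5387 higher and 3682 lower in Dab2-cKO. Of these, 6037 also had a fold change above 1.5, with 3724 higher and 2313 lower. The biological coefficient of variation was 0.109. In 8705 of the 9069 genes, all 3 libraries of one genotype were above all 3 of the other. Of all genes tested, 38.3% were separated in this way, where chance gives 10% for 3 against 3. The count moved most when tested against a 1.5-fold change, which 3358 genes passed. With library size only it was 13854 genes, with 2686 higher and 11168 lower, as this setting shifted the median log2 fold change of all genes to -0.45. Upper-quartile scaling shifted that median to -0.17 and gave 9842 genes, with 4281 higher and 5561 lower. The largest changes were taken from the 6384 genes with an adjusted p under 0.05, a mean normalized count of at least 100 and no overlap between genotypes. The 5 largest falls were all in keratin-associated protein genes of chromosome 16, a family of similar sequences whose reads the counting could have shared between members, so their values are uncertain. Krtap19-9a, annotated as a processed pseudogene, fell from 206 ± 21.9 normalized counts to 0 in all 3 libraries labelled Dab2-cKO (SD, n = 3), and was at least 64.4-fold lower. Krtap19-4 fell from 510.1 ± 25.4 to 1.52 ± 1.76 (SD, n = 3 each) and was at least 159-fold lower. The log2 fold changes of Gm10229, 4930553J12Rik and Krtap7-1 were -8.27 (adjusted p = 6.73e-51 by edgeR), -8.22 (adjusted p = 4.96e-37) and -8.09 (adjusted p = 3.34e-56). That of 4930553J12Rik, with 5, 7 and 17 counts in replicates 1 to 3 labelled Dab2-cKO, moved to -8.94 without Dab2-cKO replicate 3. The 5 largest rises were those of Gm15772 (log2 fold change 5.97), Klk1 (5.48), Ifit1 (5.14), Ifit3 (5.02) and Isg15 (4.04), with adjusted p-values of edgeR from 4.36e-55 to 1.28e-33. Klk1, Ifit1 and Ifit3 also belong to families of similar genes, which leaves their values uncertain in the same way. Of the exon bases of Isg15, 31.1% overlap an annotated lncRNA on the opposite strand. Gm15772 is annotated as a processed pseudogene, and the summed counts of Gm15772 and Rpl26 had a log2 fold change of 0.40.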

The analysis was performed using the Complex Heatmap R package version 2.18.0.

b) DEGs were identified from the count data using the DESeq2 package version 1.42.0. 

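With DESeq2's Wald test, its size factors and its independent filtering, 7586 genes had an adjusted p under 0.05 in the deposited counts, with 4714 higher and 2872 lower in the libraries labelled Dab2-cKO. Of these 7586 genes, 7575 were also called by edgeR. A fold change above 1.5 was reached by 5327 of them, with 3465 higher and 1862 lower. The authors also deposited the table of their own DESeq2 comparison. By the authors' table, 7556 genes had an adjusted p under 0.05, with 4685 higher and 2871 lower, and edgeR called 7545 of them. Their table holds 4647 genes that also passed the fold change of 1.5, with 3032 higher and 1615 lower, and 4641 of these were called with that fold change by edgeR. The authors' values were a log2 fold change of 2.06 (adjusted p of DESeq2 3.01e-113) for Dab2, -3.06 (2.9e-118) for Lef1, -0.32 (0.182) for Wnt3a and -1e-04 (1) for Dkk1.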

The volcano plot of the DESeq2 output was plotted using the EnhancedVolcano R package version 1.20.0.

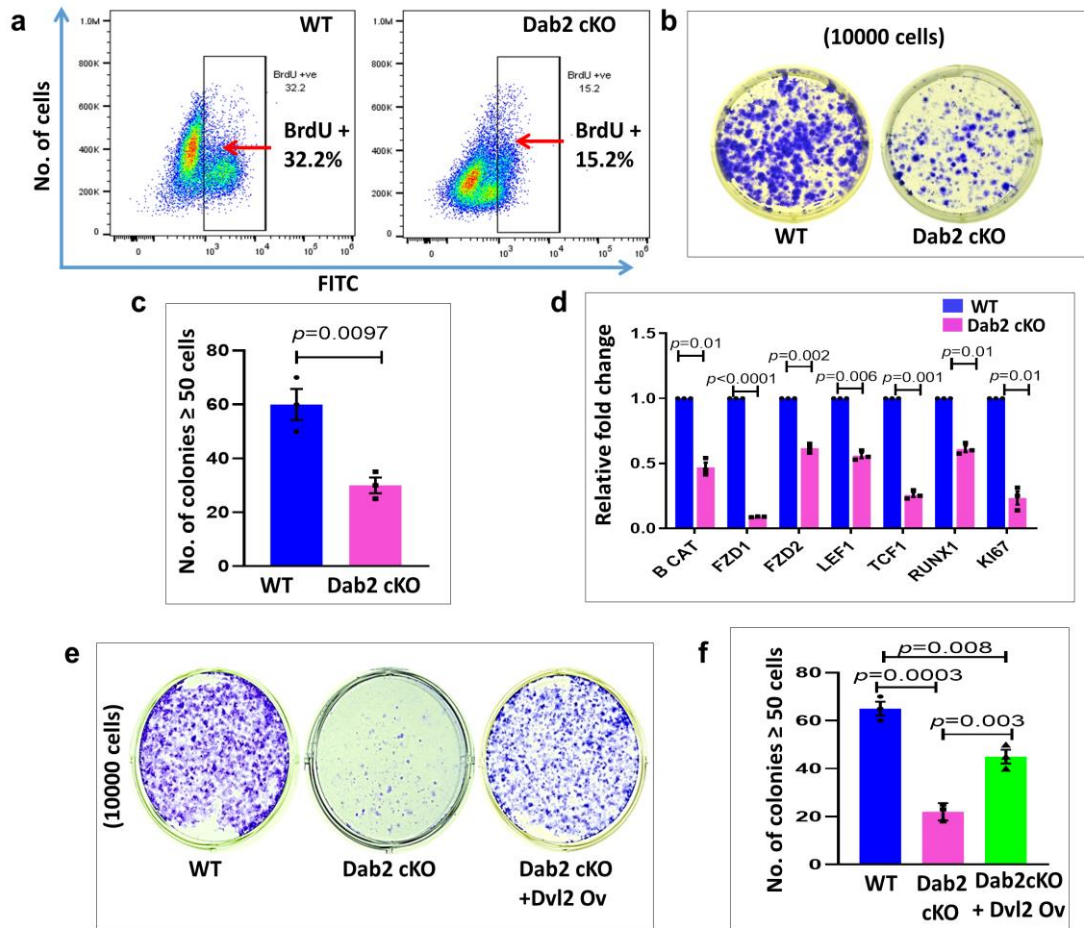

### Supplementary Figure 9: Effect of Dab2 loss on murine primary keratinocytes

a) FACS analysis of BrdU+ cells in synchronized WT and Dab2-cKO primary keratinocytes, n=3 independent experimental replicates for each genotype.

b) Colonies formed by 10000 WT and Dab2-cKO primary keratinocytes after 2 weeks of culture, n=3 independent experimental replicates for each genotype.

c) Graph showing number of colonies formed by WT and Dab2-cKO primary keratinocytes after 2 weeks of culture, n=3 independent experimental replicates.

d) qPCR analysis of Wnt pathway genes expression in WT and Dab2-cKO primary keratinocytes, n=3 independent experimental replicates for each genotype.

e) Colonies formed by 10000 WT, Dab2-cKO and Dab2-cKO+Dvl2 overexpressed primary keratinocytes after 2 weeks of culture, n=3 independent experimental replicates.

f) Graph showing number of colonies formed by WT, Dab2-cKO & Dab2-cKO+Dvl2 overexpressed primary keratinocytes after 2 weeks of culture, n=3 independent experimental replicates.

(Data represent mean  $\pm$  SEM, \* =  $p<0.05$ , \*\* =  $p<0.01$ , \*\*\* =  $p<0.001$ , \*\*\*\* =  $p<0.0001$  obtained by students t-test).

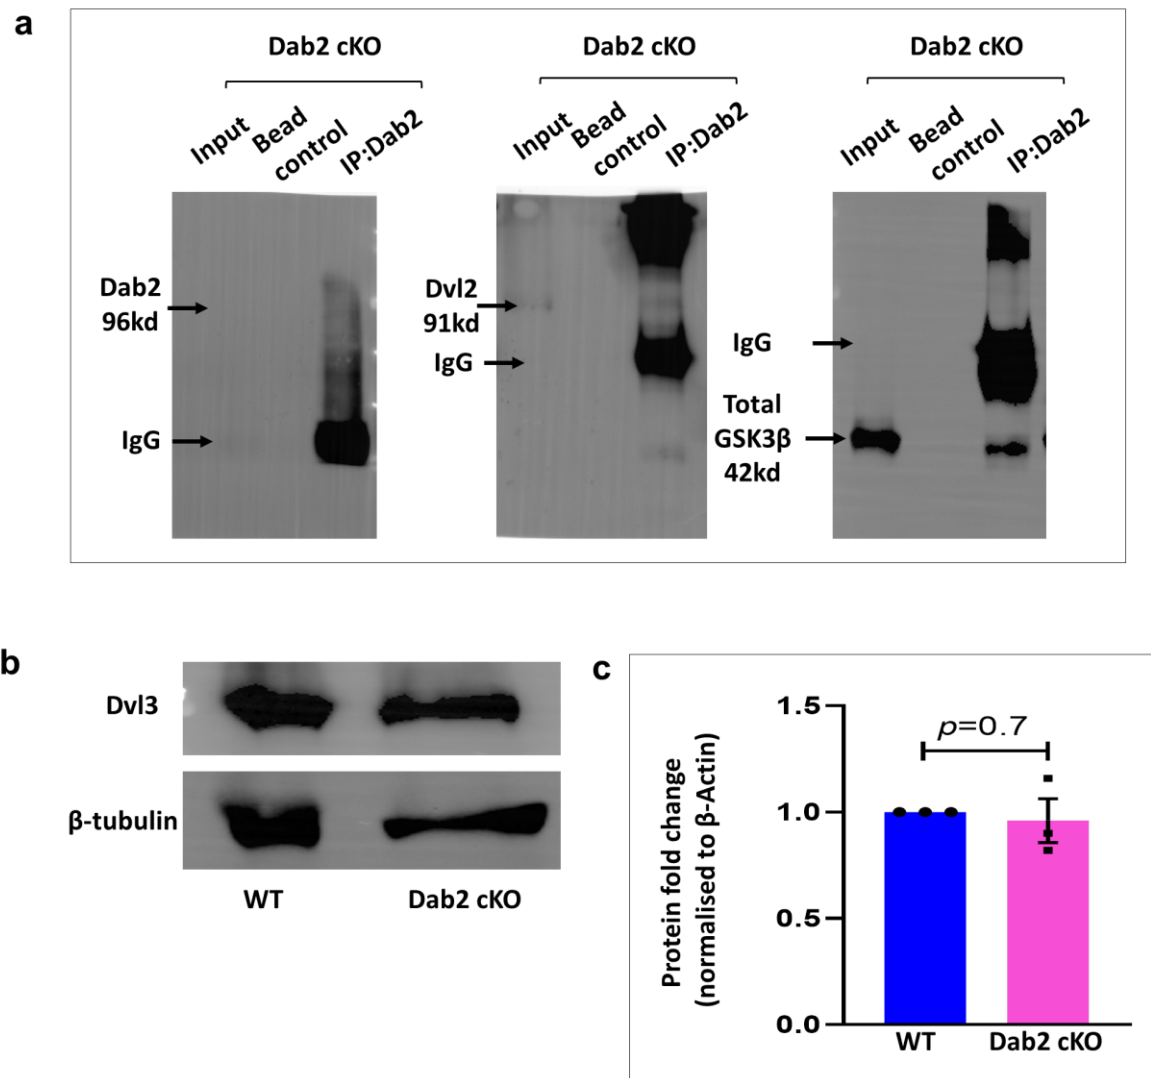

### Supplementary Figure 10: Co-IP studies in Dab2-cKO primary keratinocytes

a) Co-IP of Dab2 with Dab2, Dvl2 and Total GSK3 $\beta$  immunoblotting in Dab2-cKO primary keratinocytes, n=3 independent experimental replicates.

b) Immunoblot analysis of Dvl3 in WT and Dab2-cKO primary keratinocytes, n=3 independent experimental replicates for each genotype.

c) Graph showing relative fold change of Dvl3 in WT and Dab2-cKO primary keratinocytes, n=3 independent experimental replicates for each genotype.

(Data represent mean  $\pm$  SEM, \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$  obtained by students t-test).

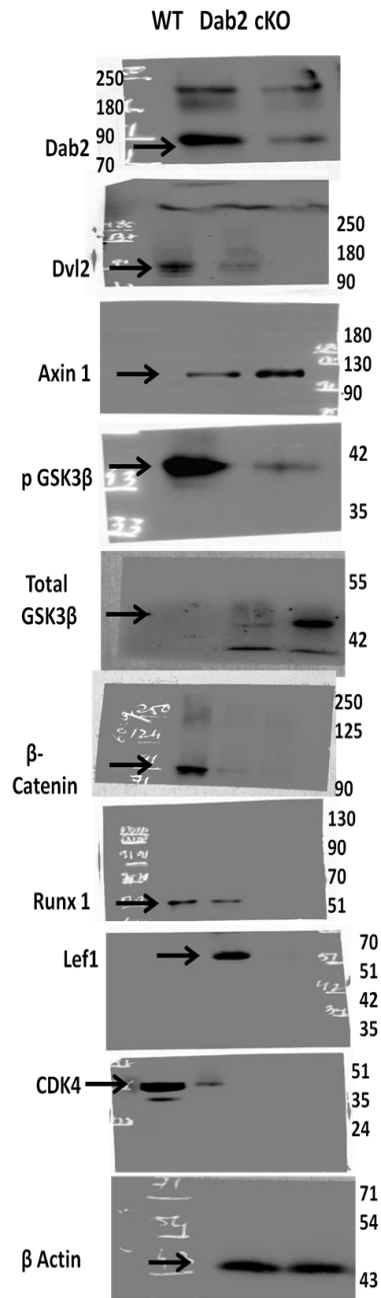

**Supplementary Figure 11: Uncropped western blot images corresponding to Figure 7f**

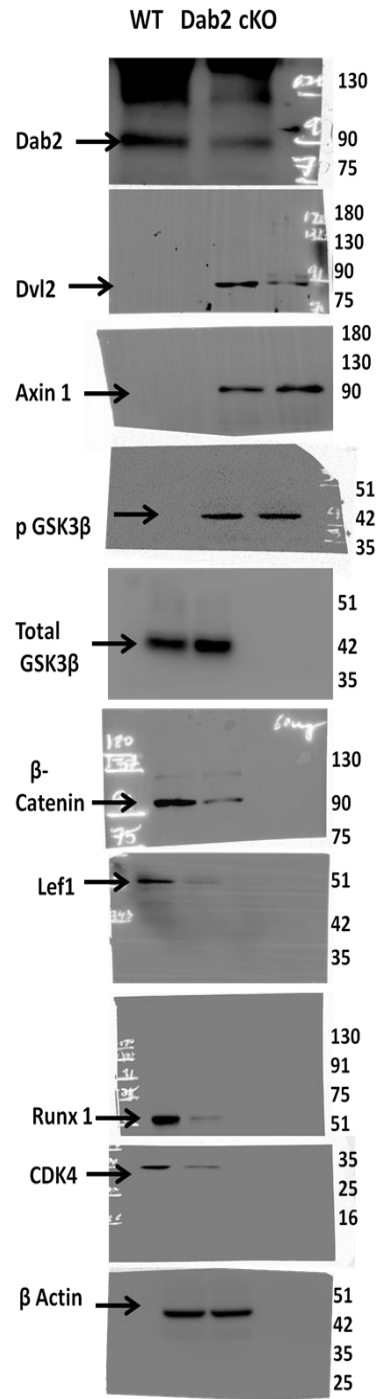

**Supplementary Figure 12: Uncropped western blot images corresponding to Figure 8c**

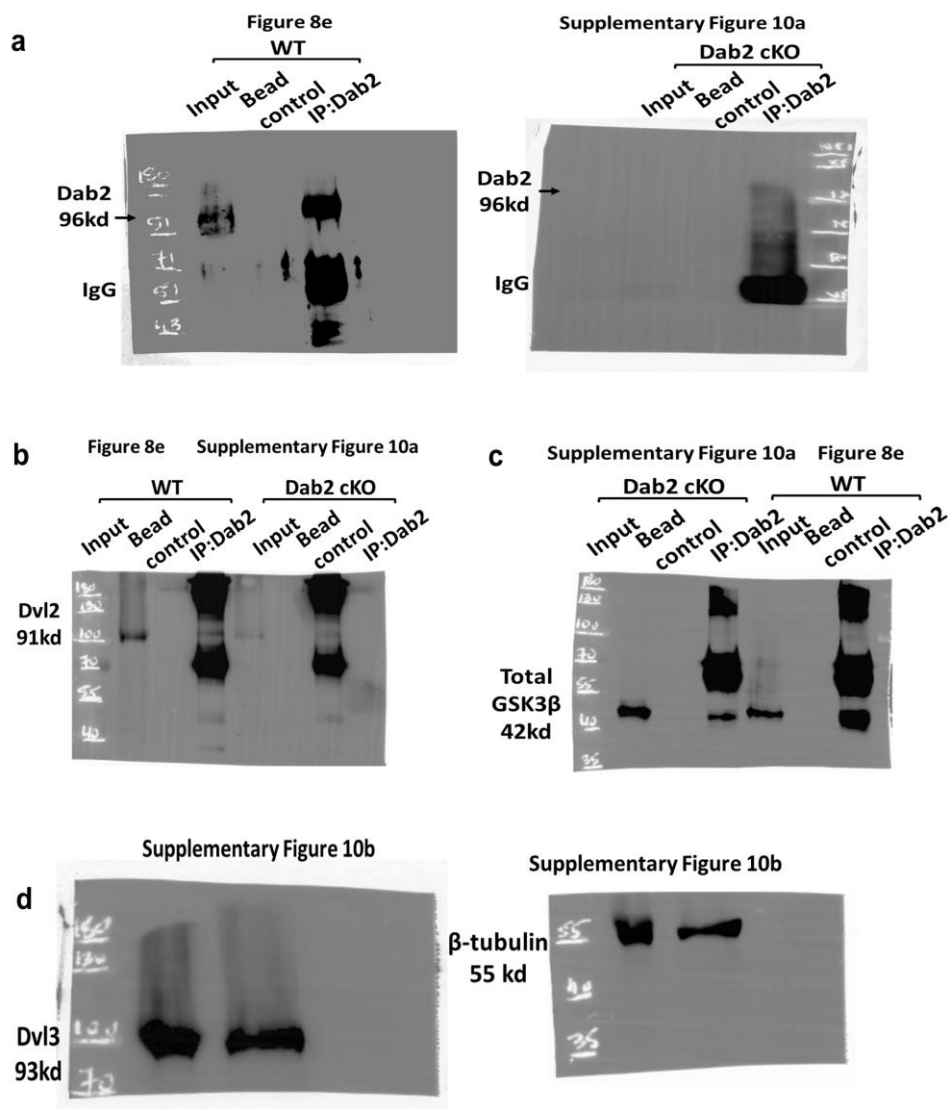

### Supplementary Figure 13: Uncropped western blot images

- Uncropped Co-IP blots of Dab2 with Dab2 immunoblotting in WT and Dab2-cKO primary keratinocytes corresponding to the figures as indicated.
- Uncropped Co-IP blots of Dab2 with Dvl2 immunoblotting in WT and Dab2-cKO primary keratinocytes corresponding to the figures as indicated.
- Uncropped Co-IP blots of Dab2 with Total GSK3β immunoblotting in WT and Dab2-cKO primary keratinocytes corresponding to the figures as indicated.
- Uncropped western blot images of Dvl3 and β-tubulin in WT and Dab2-cKO primary keratinocytes corresponding to the figures as indicated.

# Supplementary material for: Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells
**Source:** Commun Biol. 2024 May 3;7:525. doi: 10.1038/s42003-024-06047-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs in the paper

**File name:** Supplementary Data 2

**Description:** FACS staining strategies

**File name:** Supplementary Data 3

**Description:** FACS gating strategy

**File name:** Supplementary Data 4

**Description:** List of primers and antibodies.

# Supplementary material for: Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells
**Source:** Commun Biol. 2024 May 3;7:525. doi: 10.1038/s42003-024-06047-2
**Supplement:** Supplementary file 3 — Supplementary Data 1-4

### Supplementary Data 2: FACS staining strategy

| Tubes             | Step 1                                                         | Step 2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Step 3                           | Step 4                                                                                                                                                                                                                                                                                                                                                                                                                                                      | Step 5                                      |
|-------------------|----------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------|
|                   | Resuspending the cells in each tube and addition of antibodies | <p><b>a)</b> Add the antibodies in the required tubes and mix well by gentle tapping. Incubate the tubes at 4°C for 30 minutes. Do not allow cells to settle down and form clumps during the incubation period,</p> <p><b>b)</b> Add double volume of ice cold 1X PBS in the tube no 6 and 7.</p> <p><b>c)</b> Centrifuge the tubes no 6 and 7 at 1000 rpm for 5 minutes at 4°C.</p> <p><b>d)</b> Discard the supernatant and add 100 µl FACS buffer in tube no. 6 and 750 µl in tube no 7.</p> |                                  | <p><b>a)</b> Mix well and incubate the tubes at 40C for 30 min. keep tapping in between.</p> <p><b>b)</b> Add double the volume of ice cold 1X PBS in all the tubes after incubation.</p> <p><b>c)</b> Centrifuge the tubes at 1000 rpm for 5 min. at 40C.</p> <p><b>d)</b> Meanwhile, prepare PI in FACS buffer at a final concentration of 50µg/ml.</p> <p><b>e)</b> Discard the supernatant and resuspend the pellet as shown in the following steps</p> | Resuspending the cells in each tube         |
| <b>Only cells</b> | 100 µl FACS buffer                                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | -----                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | -----                                       |
| <b>PI control</b> | 100 µl FACS buffer                                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | -----                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | Resuspend the cells in 100µl of PI solution |
| <b>Iso PE</b>     | 100 µl FACS buffer                                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | 1.3 µl Iso PE                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 100 µl FACS buffer                          |
| <b>α6 PE</b>      | 100 µl FACS buffer                                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | 2.6 µl α6 PE                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 100 µl FACS buffer                          |
| <b>Iso APC</b>    | 100 µl FACS buffer                                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | 1 µl Streptavidin-APC Antibody   |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 100 µl FACS buffer                          |
| <b>CD34 +APC</b>  | 100 µl FACS buffer + 2 µl of CD34 Antibody                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | 1 µl Streptavidin-APC Antibody   |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 100 µl FACS buffer                          |
| <b>Test</b>       | 750ul FACS Buffer + 15 µl of CD34 Antibody                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | 7.5 µl Streptavidin-APC Antibody |                                                                                                                                                                                                                                                                                                                                                                                                                                                             | 750µl PI solution                           |

# Supplementary material for: Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells
**Source:** Commun Biol. 2024 May 3;7:525. doi: 10.1038/s42003-024-06047-2

### Supplementary Data 3:

#### a) Gating strategy for analysis of CD34+/ $\alpha$ 6+ HFSC population by FACS

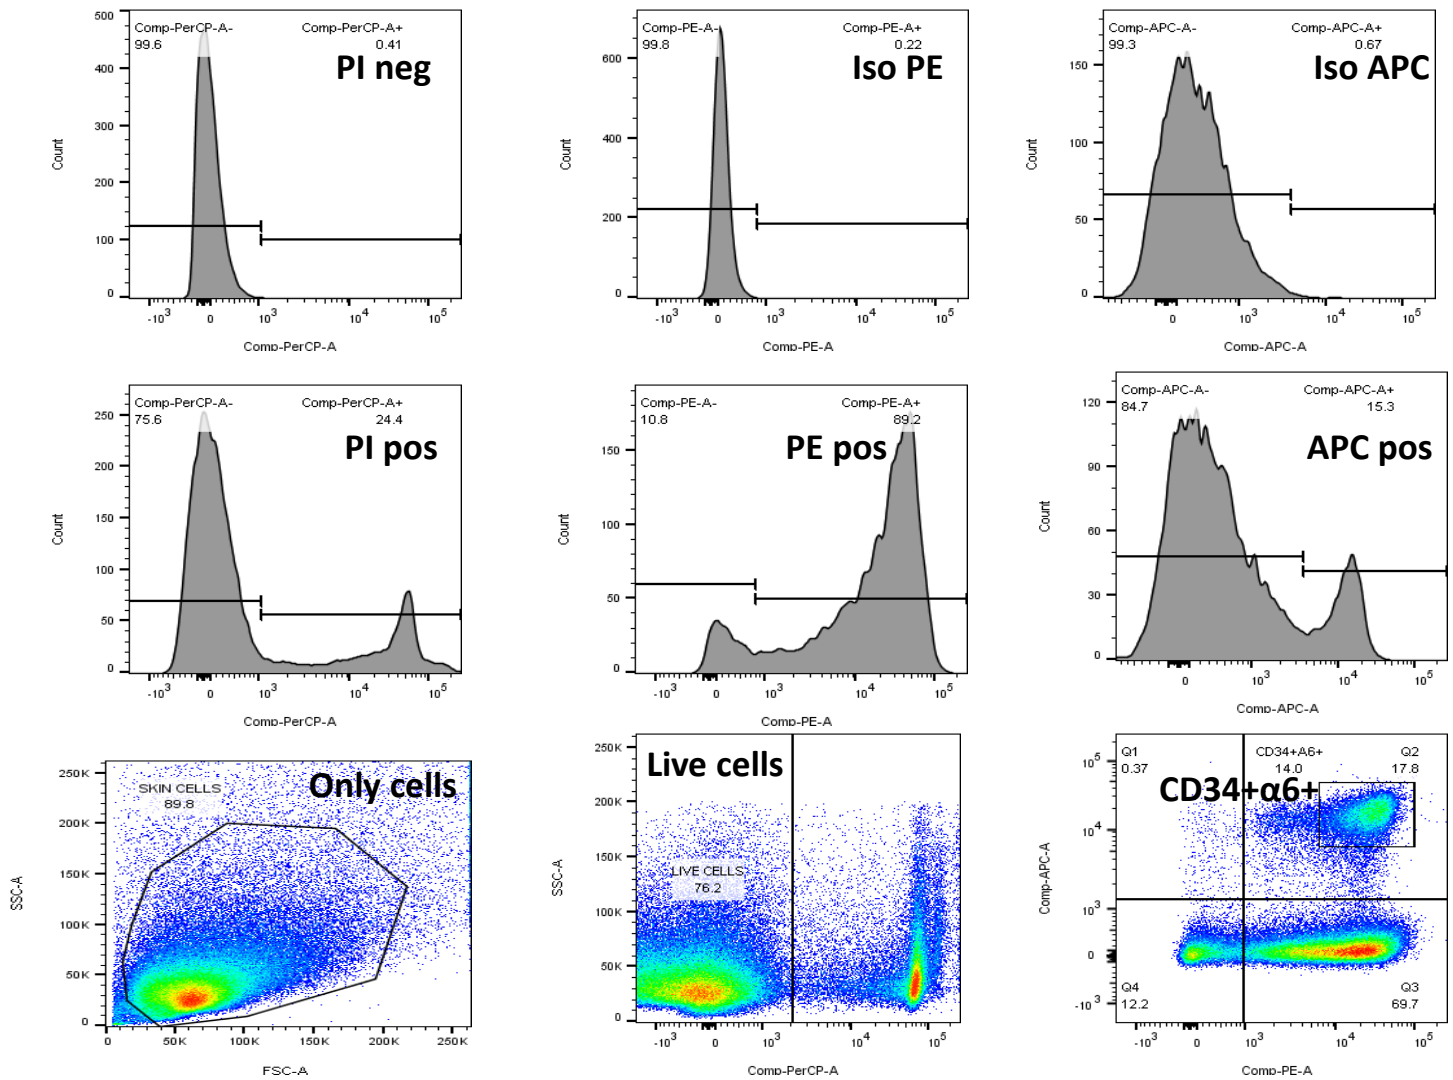

## b) Proliferation dynamics study gating strategy

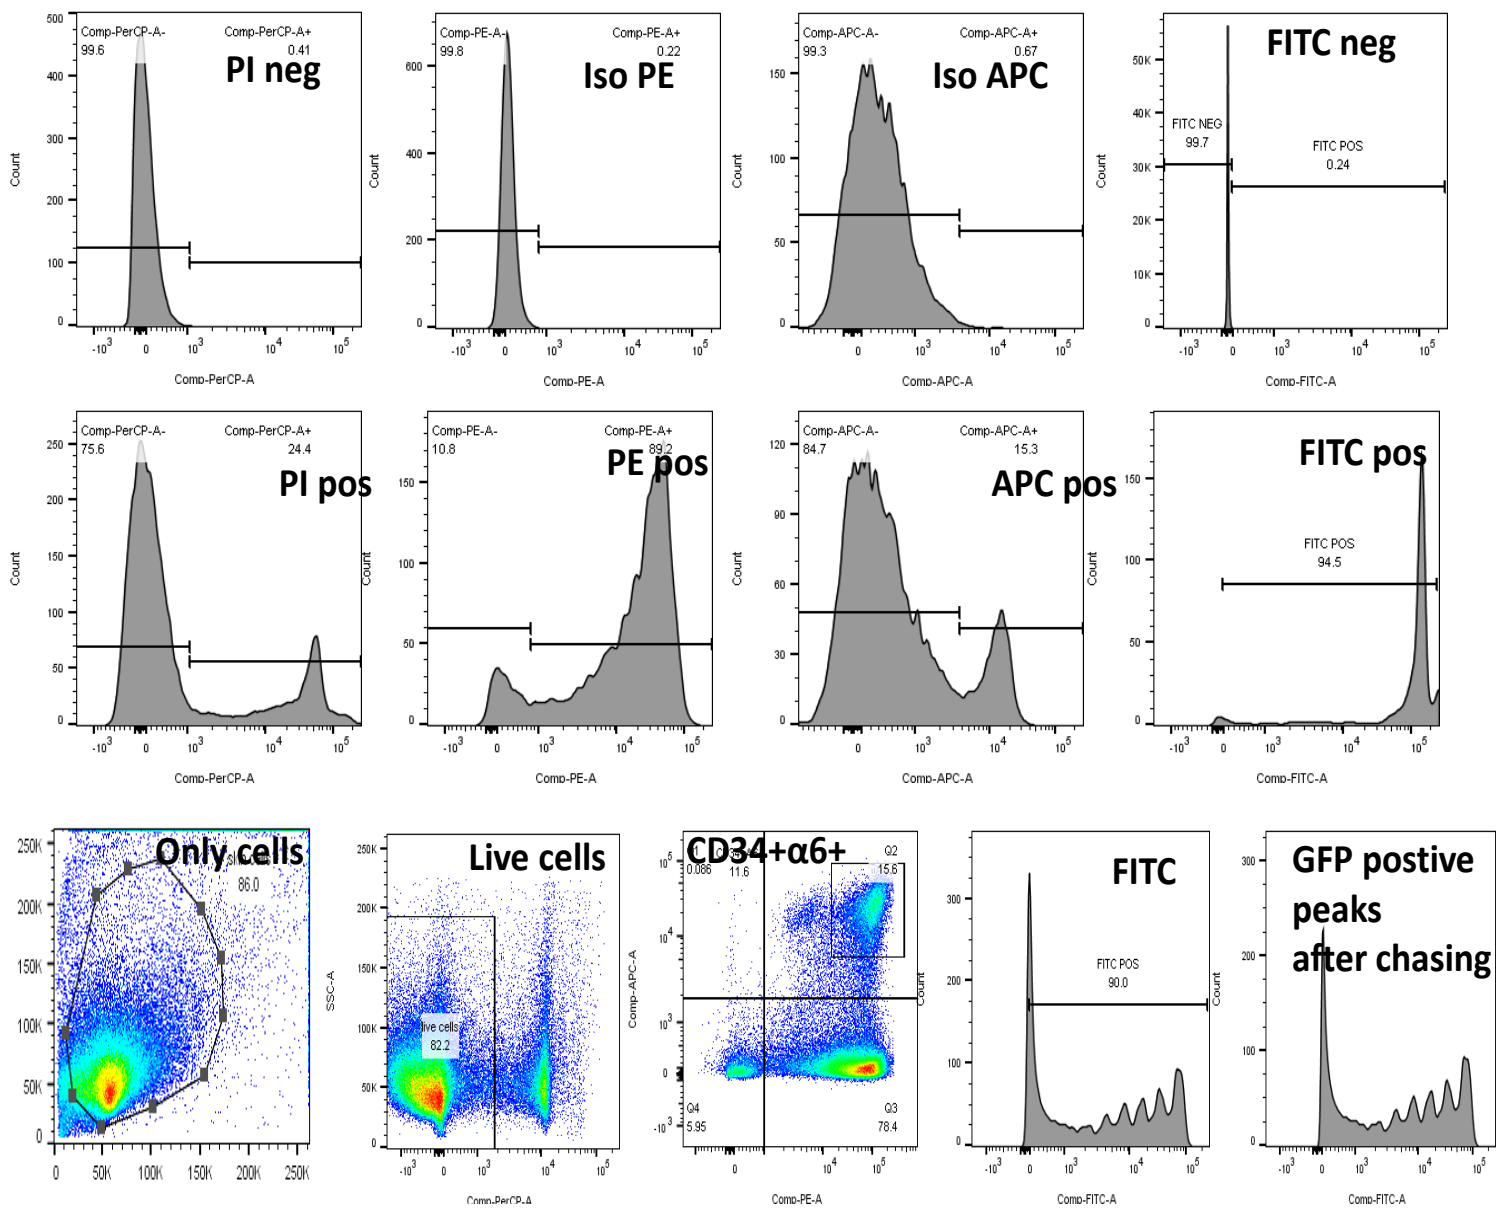

**Supplement:** Supplementary file 3 — Supplementary Data 1-4

# Supplementary material for: Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells
**Source:** Commun Biol. 2024 May 3;7:525. doi: 10.1038/s42003-024-06047-2
**Supplement:** Supplementary file 3 — Supplementary Data 1-4

## Supplementary Data 4:

### a) List of antibodies

| Antibody for IF              | Company                      | Catalogue No. | Dilution for IF | Dilution for WB |
|------------------------------|------------------------------|---------------|-----------------|-----------------|
| Dab2                         | BD transduction Laboratories | 610465        | 1:75            | 1:1000          |
| CD34                         | BD Pharmingen                | 553731        | 1:100           | -               |
| K15                          | Abcam                        | ab52816       | 1:200           | -               |
| Sox9                         | CST                          | #82630        | 1:100           | -               |
| NFATc1                       | Santa cruz                   | sc-7294       | 1:75            | -               |
| BrdU                         | Abcam                        | ab6326        | 1:100           | -               |
| Ki67                         | Abcam                        | ab15580       | 1:100           | 1:75            |
| Lef1                         | CST                          | #2230         | 1:200           | 1:1000          |
| $\beta$ -Cat                 | CST                          | #8480         | 1:200           | 1:1000          |
| Axin1                        | CST                          | #2087         | 1:100           | 1:1000          |
| GSK3 $\beta$                 | CST                          | #12456        | 1:100           | 1:1000          |
| Dvl2                         | CST                          | #3224         | 1:100           | 1:1000          |
| Dab2 (Co-IP)                 | CST                          | #12906        | -               | 1:1000          |
| CDK4                         | Santa Cruz                   | sc-23896      | -               | 1:1000          |
| Runx1                        | Santa Cruz                   | sc365644      | -               | 1:1000          |
| pGSK3 $\beta$                | CST                          | #9323         | -               | 1:1000          |
| $\beta$ - Actin              | CST                          | #8457         | -               | 1:2000          |
| $\beta$ - Tubulin            | CST                          | #12146        | -               | 1:2000          |
| Anti-GFP                     | Abcam                        | ab13970       | 1:200           | -               |
| Anti-Rabbit 488              | Abcam                        | ab150077      | 1:200           | -               |
| Anti- Rabbit Alexa Fluor 568 | Abcam                        | ab175471      | 1:400           | -               |
| Anti mouse Alexa Fluor 488   | Jackson Immuno-research      | 115-095-003   | 1:200           | -               |
| Anti-mouse Cy3               | Jackson Immuno-research      | 115-165-003   | 1:400           | -               |
| Anti Rat FITC                | Jackson Immuno-research      | 112-095-003   | 1:400           | -               |
| Anti Rat Alexa Fluor 568     | Abcam                        | ab175476      | 1:400           | -               |
| Anti-Rabbit IgG HRP linked   | CST                          | #7074         | -               | 1:2000- 1:4000  |
| Anti-Mouse IgG HRP linked    | CST                          | #7076         | -               | 1:2000- 1:4000  |

| Antibody for FACS                      | Company        | Catalogue No. | Dilution for FACS                                               |
|----------------------------------------|----------------|---------------|-----------------------------------------------------------------|
| Anti mouse CD34 Biotin                 | eBiosciences   | 13-0341       | 15 $\mu$ l/ reaction for test, 2 $\mu$ l for control            |
| APC streptavidin                       | BD pharmingen  | 554067        | 7.5 $\mu$ l/reaction for test, 1 $\mu$ l for controls           |
| PE Rat $\alpha$ -6 integrin (CD49f) PE | BD biosciences | 555734        | 20 $\mu$ l/ reaction for test, 2.6 $\mu$ l for positive control |
| PE Rat isotype control                 | BD pharmingen  | 555844        | 1.3 $\mu$ l/ reaction for isotype control                       |
| Anti BrdU FITC                         | BD Biosciences | 347583        | 20 $\mu$ l/ reaction for test                                   |

## b) List of primer sequences

| Primer name         | Sequence                  |
|---------------------|---------------------------|
| K14 Cre Forward     | GCGGTCTGGCAGTAAAACTATC    |
| K14 Cre Reverse     | GTGAAACAGCATTGCTGTCACTT   |
| K14 IC Forward      | CTAGGCCACAGAATTGAAAGATCT  |
| K14 IC Reverse      | GTAGGTGGAAATTCTAGCATCATCC |
| DAB2 FLOX Forward   | TTGATGATGTGCCTGATGCT      |
| DAB2 FLOX Reverse   | AAGAGAACACTGGAGGCTCA      |
| K5TTA Forward       | CTCGCCAGAAAGCTAGGTGT      |
| K5TTA R             | CCATCGCGATGACTTAGTAA      |
| GFP Forward         | AAGTTCATCTGCACCACCG       |
| GFP R               | TCCTTGAAGAAGATGGTGCG      |
| ROSA LacZ mutantR   | GCGAAGAGTTTGCCTCAACC      |
| ROSA LacZ common    | AAAGTCGCTCTGAGTTGTTAT     |
| ROSA LacZ wildtypeR | GGAGCGGGAGAAATGGATATG     |
| ROSA YFP mutantR    | AAGACCGCGAAGAGTTTGTC      |
| ROSA YFP common     | AAAGTCGCTCTGAGTTGTAT      |
| ROSA YFP wildtypeR  | GGAGCGGGAGAAATGGATATG     |
| DAB2 MOUSE Forward  | TGTGGGTTCTGTCCTTTTGAG     |
| DAB2 MOUSE Reverse  | CTTCTTCTCCTTCTTTGATGGC    |
| B ACTIN Forward     | CTAAGGCCAACCGTGAAAAG      |
| B ACTIN Reverse     | ACCAGAGGCATACAGGGACA      |
| NFATC1 Forward      | GGTCCCTATCAAGTCTCG        |
| NFATC1 Reverse      | AGGTGCTGGAAGGTGTA         |
| Ki67 Forward        | AGGAGGAACCAACCAAGGACAGTT  |
| Ki67 Reverse        | TTTCTCTGTGCTGTGGGCTCTTCT  |
| COL17A Forward      | AAGTCACCGAGAGAATTGTCAC    |
| COL17A Reverse      | AGAGAGCCTGTCTTAGCATATCC   |
| DECORIN Forward     | TCTTGGGCTGGACCATTTGAA     |
| DECORIN R c-myc     | CATCGGTAGGGGCACATAGA      |
| SIRT2 Forward       | GAGCCGGACCGATTGAGAC       |
| SIRT2 Reverse       | AGACGCTCCTTTTGGGAACC      |

|                  |                          |
|------------------|--------------------------|
| SIRT7 Forward    | CTAAGCGAAGCGGAGCCTAC     |
| SIRT7 Reverse    | GTGGAGCCCATCACAGTTCT     |
| S100A4 Forward   | TCCACAAATACTCAGGCAAAGAG  |
| S100a4 Reverse   | GCAGCTCCCTGGTCAGTAG      |
| Runx1 Forward    | GAGATTCAACGACCTCAGGTTT   |
| Runx1 Reverse    | TGTAAAGACGGTGATGGTCAGA   |
| Cyclind1 Forward | TGACTGCCGAGAAGTTGTGC     |
| Cyclind1 Reverse | CTCATCCGCCTCTGGCATT      |
| B CAT Forward    | CCCAGTCCTTCACGCAAGAG     |
| B CAT Reverse    | CATCTAGCGTCTCAGGGAACA    |
| LEF1 Forward     | GCCACCGATGAGATGATCCC     |
| LEF1 Reverse     | TTGATGTCGGCTAAGTCGCC     |
| TCF4 Forward     | CAAGCACTGCCGACTACAATA    |
| TCF4 Reverse     | CCAGGCTGATTTCATCCCACTG   |
| TCF1 Forward     | CCAGTGTGCACCCTTCCTAT     |
| TCF1 Reverse     | AGCCCCACAGAGAACTGAA      |
| FZD1 Forward     | AACCTTGTGCCGAAGCACTC     |
| FZD1 Reverse     | GGTCTGGTTGTACGCGATGT     |
| GSK3B Forward    | AAGCGATTTAAGAACCGAGAGC   |
| GSK3B Reverse    | AGAAATACCGCAGTCGGACTAT   |
| SFRP4 Forward    | AGAAGGTCCATACAGTGGGAAG   |
| SFRP4 Reverse    | GTTACTGCGACTGGTGCGA      |
| DKK1 Forward     | ATATCACACCAAAGGACAAGAAGG |
| DKK1 Reverse     | AGGTTTACAGATCTTGGACCAGAA |
| DKK2 Forward     | CTGATGCGGGTCAAGGATTCA    |
| DKK2 Reverse     | CTCCCCTCCTAGAGAGGACTT    |
| DKK3 Forward     | AGCTGCTAAAACGTCTCTGA     |
| DKK3 Reverse     | CTGGTCTCATTGTGATAGTTGGG  |
| Wnt3a Forward    | AATTTGGAGGAATGGTCTCTCGG  |
| Wnt3a Reverse    | CAGCAGGTCTTCACTTCACAG    |
| Wnt5b Forward    | CCAGTGCAGAGACCGGAGATG    |
| Wnt5b Reverse    | GTTGTCCACGGTGCTGCAGTTC   |
| Wnt7B Forward    | ATCGCATTTTCTCGTCGCTTT    |
| WNT7B Reverse    | ATCGACTTTTCTCGTCGCTTT    |
| WNT 5A Forward   | AGCCTGTAAGTGTCATGGAGT    |
| WNT 5A Reverse   | CGCGGCGCTATCATACTTCT     |
| P21 Forward      | CGCTGTCTTGCACTCTGGT      |
| P21 Reverse      | CGTTTTCGGCCCTGAGATGTT    |
| c-myc Forward    | CAGCGACTCTGAAGAAGAGC     |
| c-myc Reverse    | GTTGTGCTGGTGAGTGGAGA     |

# Supplementary material for: Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells
**Source:** Commun Biol. 2024 May 3;7:525. doi: 10.1038/s42003-024-06047-2
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For IFA, Imaging was done using Zeiss LSM 780 Confocal microscope<br>For Flow Cytometry, samples were sorted using BD FACS Aria (BD Biosciences)<br>For qPCR, Quantstudio 12k flex real-time PCR (Applied Biosystems, USA) was used<br>For immunoblotting, Biorad chemidoc imaging system was used<br>Expression analysis was performed using Clariom D Assay, Mouse previously known as GeneChip MTA 1.0 array, Affymetrix, USA                                                                                                                                                                                                                                              |
| Data analysis   | For IFA, image analysis were done using Zen 2.3<br>For Flow Cytometry, samples were analysed using FlowJo software<br>For qPCR , statistical analysis was performed using Graph Pad Prism 8<br>For Immunoblotting, densitometric analysis were performed using Quantity One 4.6.1<br>Expression analysis was performed using Affymetrix Transcriptome Analysis Console (TAC) software<br>RNA sequencing analysis was performed using the ComplexHeatmap R package version 2.18.0. The DEGs were identified from the count data using the DESeq2 package version1.42.0. The volcano plot of the DESeq2 output was plotted using the Enhanced Volcano R package version 1.20.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

A data availability statement has been provided in the manuscript.

The expression profile data of HFSCs of WT and Dab2 cKO at PD35 have been submitted to the GEO database bearing the accession number GSE250300.

The expression profile (RNA seq.) of HFSCs of WT and Dab2 cKO at PD68 have been submitted to the GEO database bearing the accession number GSE254311.

The source data for all the graphs has been provided in the Supplementary information

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

For Western and IF, the following antibodies have been used:

Dab2 BD transduction Laboratories 610465  
 CD34 BD Pharmingen 553731  
 K15 Abcam ab52816  
 Sox9 CST #82630  
 NFATc1 Santa cruz sc-7294  
 BrdU Abcam ab6326  
 Ki67 Abcam ab15580  
 Lef1 CST #2230  
 $\beta$ -Cat CST #8480  
 Axin1 CST #2087  
 GSK3 $\beta$  CST #12456  
 Dvl2 CST #3224  
 Dab2 (Co-IP) CST #12906  
 CDK4 Santa Cruz sc-23896  
 Runx1 Santa Cruz sc365644  
 pGSK3 $\beta$  CST #9323  
 $\beta$ - Actin CST #8457  
 $\beta$ - Tubulin CST #12146  
 Anti-GFP Abcam ab13970  
 Anti-Rabbit 488 Abcam ab150077  
 Anti- Rabbit Alexa Fluor 568 Abcam ab175471  
 Anti mouse Alexa Fluor 488 Jackson Immuno-research 115-095-003  
 Anti-mouse Cy3 Jackson Immuno-research 115-165-003  
 Anti Rat FITC Jackson Immuno-research 112-095-003  
 Anti Rat Alexa Fluor 568 Abcam ab175476  
 Anti-Rabbit IgG HRP linked CST #7074  
 Anti-Mouse IgG HRP linked CST #7076

For Flow Cytometry, following antibodies were used:

Anti mouse CD34 Biotin eBiosciences 13-0341  
 APC streptavidin BD pharmingen 554067  
 PE Rat  $\alpha$ -6 integrin (CD49f) PE BD biosciences 555734  
 PE Rat isotype control BD pharmingen 555844  
 Anti BrdU FITC BD Biosciences 347583

A list containing the dilutions used for all the antibodies has been provided in the Supplementary information.

## Validation

Most of the antibodies were used and validated in the previous manuscripts from our lab (Raghava S. et al, Stem cells, 2022), (Gopal C. et al, Ebiomedicine, 2019), (Rahul S et al, Stem Cells, 2016). The Dab2 antibodies were validated according to the manufacturer's official website information.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Primary keratinocytes were obtained from female neonatal mouse pups at PD2 in our lab

## Authentication

None of the cell lines have been authenticated

## Mycoplasma contamination

Cell lines were not checked for mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

None of the cell lines used are listed in the database of commonly misidentified cell lines maintained by ICLAC

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | K14 CreER+/- and Dab2 fl fl were imported from Jackson laboratories. PreH2BGFP and K5tta were procured from Jackson, USA and Prof Rune Toftgard, Sweden respectively. Mice were bred, crossed and maintained at ACTREC Animal House facility under pathogen free conditions                                                                                     |
| Wild animals            | No wild animals were used for our study                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex        | Only females were used for our experiments                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | All mice were maintained under dark & light cycles and controlled conditions for temperature, humidity, air pressure as per the regulatory requirements with the help of HVAC system.                                                                                                                                                                           |
| Ethics oversight        | All animal experiments were approved by ACTREC Institutional Animal Ethics Committee. Our institutes follow CPSEA guidelines provided by India's Ministry of Environment and Forests government for all animal experiments. We have complied with all relevant ethical regulations for animal use. IAEC project number 04/2022 were approved in the April 2022. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mice were sacrificed and skin was collected at the designated days. Excess fat was removed from the dermis side by scraping. Skin was washed with 1X PBS and placed in the 90 mm plate containing 10 ml of the ice-cold 0.25% Trypsin-EDTA solution. Plates were incubated in 4°C refrigerator O/N. Next day, fresh 10 ml of the 0.25% ice-cold Trypsin-EDTA solution was added in all the plates containing skin and incubated at 37°C for 30 minutes. Trypsin was neutralized by adding 30 ml cold E-Media containing 15% chelated FBS. Epidermis was scraped off from the dermis and minced with the help of a blade. The solution was passed through glass pipette multiple times to make single cell suspension that was further strained using 70 µm and 40 µm strainers. The filtered solution was centrifuged at 2000 rpm for 5 minutes at 4°C. The cell pellet was washed by using ice-cold 1X PBS and centrifuged again. The cell pellet was then dissolved in 750 µl of 5% chelated FBS in 1X PBS (FACS buffer) and stained with the required antibodies. |
| Instrument                | Facs Aria machine (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | FlowJo software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | The sorting efficiency was checked by post sort efficiency and it was found to be 90%                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Gating strategy           | Forward scatter and side scatter were used for selecting entire cell population. Live cells were selected with the help of PI staining. CD34 APC and alpha 6-integrin PE were used for sorting hair follicle stem cells. For GFP chasing experiments, FITC positive CD34+/alpha 6-integrin+ cells were analysed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

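The authors sequenced total RNA of FACS sorted HFSCs from female mice at PD68, with 3 biological replicates labelled WT and 3 labelled Dab2-cKO. The authors trimmed the reads with fastp, aligned them to GRCm39 with HISAT2 and counted them per gene with featureCounts, and the deposited table holds these counts without normalization. The authors also deposited the table of their own comparison by DESeq2. In that deposited table, the signal per gene and library is the count divided by 1 size factor per library, which was checked against the counts. The log2 fold changes in the authors' deposited table are those of Dab2-cKO over WT from DESeq2, and their values near 0 at low counts point to shrunken estimates, which the paper's text does not name. Each p-value in the authors' deposited table comes from DESeq2, and the adjusted values cover the genes kept by its independent filtering.

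All comparisons started from the counts and used R 4.3.3. The sample labels gave the genotype and the replicate number of every library, and no library was left out. The columns of the count table are named WT and, for the group taken as Dab2-cKO, FL-FL for the floxed alleles. By the paper's methods both genotypes carry floxed alleles, so the columns were assigned by the heading of Fig. 8b and the authors' series label, which equate FL-FL with Dab2-cKO. Every direction given depends on this assignment. Genes were filtered by edgeR 4.0.16 with the default settings of its expression filter, normalized by its TMM method, and compared by its quasi-likelihood test with robust dispersion estimates and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called, and a second count required a fold change above 1.5, the limit of the paper's volcano plot. Normalized counts are counts divided by the effective library size and scaled to the mean of these sizes. A group at or under 3 counts in every library was treated as at the floor, and a fold against it is given as a lower bound. The total per library lay between 7040032 and 11696457 counts. As the text does not name molecular identifiers, limits from counts cover counting error only.

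Lists of genes were tested by camera in limma 3.58.1 after its voom transformation, with a preset correlation between genes of 0.01 and 2-sided p-values adjusted over the lists. The lists from the paper were the Wnt, cell-cycle and stemness genes of Fig. 8a. The marker lists, written from known marker genes, covered proliferation, the HFSC bulge, the hair germ and anagen progenitors, and the hair shaft with inner root sheath and matrix. Further marker lists covered the companion layer with the inner bulge, differentiated interfollicular epidermis, the infundibulum with sebaceous gland, melanocytes, fibroblasts, endothelial cells, immune cells, skeletal muscle, adipocytes, erythrocytes and stress during tissue dissociation. A list of sex-linked genes served to check the labels and was not tested. Lists of interferon-stimulated genes, of general keratinocyte genes and of hair genes outside the keratin families were added after seeing the data and were not tested by camera. The genes of Fig. 8c, the proteins imaged at PD68 and 14 other genes, Dab2 and members of the Wnt pathway among them, were counted without a list test. Of the 243 genes kept from the 15 marker lists tested, 2 were also in another of these lists and 17 were among the genes of Fig. 8a. Of the 243 genes, 237 had more normalized counts per kb of exon than the 95th percentile of the chemosensory receptor genes (11.7) in the libraries labelled WT, and 231 in those labelled Dab2-cKO.

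Principal components were computed on the variance-stabilizing transformation of DESeq2 1.42.0 from the 300 genes with the highest variance. Genes were named by a rule. They were every gene the paper names for the expression profiling at PD68, Dab2, the 14 other genes and abundant members of the marker lists. To these were added the 5 largest rises and the 5 largest falls among called genes with a mean normalized count of at least 100 and no overlap between the genotypes. Coordinates, gene types, exon lengths and exon overlaps were taken from the GENCODE annotation of GRCm39.

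The alternatives were DESeq2 with its size factors, upper-quartile scaling, library size only, TMM factors computed without mitochondrial genes and the 100 most abundant genes, and scaling to Actb for single genes. Others were no low-count filter, a mean count of at least 50, a replicate block with the replicate number as a term, each library left out in turn, and a test against a 1.5-fold change. For the lists they included fry and camera with an estimated correlation. For the principal components they included 500 genes, all genes kept, log2 CPM with a prior count of 2 and the regularized log. The comparisons, the lists, the rule for named genes and these alternatives were set before the data were examined. Chosen after seeing the data were loess offsets for GC content and exon length in each library, thinning of all libraries to the smallest total, and the added lists. Whole comparisons were also repeated for the 10 splits of the 6 libraries into 3 and 3, and sets of genes were compared with 10000 random lists of similar abundance.

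The steps were tested on simulated data with 200 changed genes. Rises and falls among these genes were equal in number, and genes were drawn independently. In the real libraries many more genes differed, so the shares given here do not cover such a shift or variation shared between genes. edgeR called 81.5% of the changed genes, and 5.23% of its calls were unchanged genes. For DESeq2 these shares were 77.0% and 1.28%, and for edgeR with the replicate block 81.0% and 5.81%. With a simulated GC trend, 94.3% of the calls were unchanged genes without offsets and 5.75% with them. All simulated changed lists passed at a p under 0.05 by camera, fry and camera with an estimated correlation, and unchanged lists passed in 1.43%, 5.24% and 0% of cases. A simulated background of 5 counts per kb was recovered as 5.

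The PD35 samples and the protein measurements were not analysed here. The authors' signal values were left out because the counts hold the same data, and TCF1 and c-MYC were left out of the comparison with the paper's qPCR because of their cycle values.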

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

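Among the results given here, the tests of scaling for Dab2 and for the epithelial and stress lists, and the tests of exchanged labels, of cells without an active K14 promoter, of even dilution, of immune cells alone and of Rpl26 were chosen only after the result was seen. Each result is a signal in genes whose change the paper does not discuss in these libraries, and each was higher than in the libraries labelled WT, which serve as the control.

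Dab2, the gene targeted for deletion, was higher in the libraries labelled Dab2-cKO, with a log2 fold change of 2.08 and with all 3 of these libraries above all 3 labelled WT. The tables argue against several technical explanations. A scaling error moves all genes alike, and Dab2 lay 2.10 above the median of all genes, where the scalings tried moved that median by at most 0.43. With GC and length offsets, the log2 fold change of Dab2 was 2.03. An exchange of labels for the libraries alone would have turned the signs against the paper's qPCR at PD68. But 9 of 10 genes had the same sign in both, β-catenin and LEF1 with their uncertain cycle values among them. In the count table, the libraries of the Dab2-cKO group are named for the floxed alleles, which by the paper's methods both genotypes carry. What stays open is an exchange of labels for the mice or their RNA as well as for the libraries. In Fig. 8a, 57 of 57 genes had the direction drawn there, but a figure from the same libraries would carry that exchange too. The paper's immunofluorescence at PD68 shows protein and does not decide it either. Compared with it, the RNA had the same sign for Nfatc1 (1.32), Ctnnb1 (-0.76) and Dvl2 (-0.40). The sign was opposite for Cd34 (1.80), Krt15 (0.84), Sox9 (-1.45) and Gsk3b (-0.19), and Axin1 (-0.03) was not called. Transcripts of cells in which the K14 promoter is not active may also contribute. Dab2 lay at the percentile 85.1 of the 47 fibroblast, endothelial and immune genes, whose log2 fold changes ran from 1.001 at the 10th percentile to 2.18 at the 90th. A rise of Dab2 with the genotype itself, with transcripts that lack a deleted exon, was not tested.

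Transcripts of non-epithelial cells were higher in the libraries labelled Dab2-cKO in 6 marker lists. Genes of skeletal muscle had a median log2 fold change of 2.48, with 14 of 15 called higher, and took 0.439% ± 0.0164 of the counts in WT and 1.74% ± 0.0443 in Dab2-cKO (SD, n = 3 each). Acta1 (2.65), Myh1 (2.48) and Myh4 (1.89) were the most abundant of them. The fibroblast list had a median of 1.54, with 16 of 16 genes higher, and rose from 1.68% ± 0.0859 to 3.98% ± 0.159 of the counts (SD, n = 3 each), with Col1a1 at 1.56, Col3a1 at 1.98 and Col1a2 at 1.52. Endothelial genes had a median of 1.62 with 15 of 15 higher, and rose from 0.0317% ± 0.00119 to 0.0796% ± 0.00173 (SD, n = 3 each), with Vwf at 1.54 and Plvap at 2.48. For immune genes the median was 1.85 with 14 of 16 higher, from 0.0362% ± 0.000359 to 0.111% ± 0.00353 (SD, n = 3 each), with Cd74 at 2.23, H2-Ab1 at 2.02 and Lyz2 at 2.53. The adipocyte list had a median of 1.51 with 8 of 9 higher, from 0.0929% ± 0.000735 to 0.208% ± 0.00737 (SD, n = 3 each), with Car3 at 2.27, Fabp4 at 0.94 and Lpl at 0.90. Erythrocyte genes had a median of 2.40 with 5 of 6 higher, from 0.00499% ± 0.000348 to 0.0146% ± 0.000908 (SD, n = 3 each), with Hba-a1 at 3.599, Hbb-bs at 2.73 and Alas2 at 0.71, while Slc4a1 was lower. The p-values of camera in limma, adjusted over the lists, were 6.55e-42, 3.19e-38, 2.61e-18, 3.74e-17, 9.6e-17 and 0.000132 in the order given. The call counts were the same when adjusted over the list alone.

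None of these genes was in another of the lists, and 1 fibroblast gene was among those of Fig. 8a. Even in the libraries labelled WT, all genes of the muscle, fibroblast, immune and adipocyte lists, 12 of 15 endothelial and 5 of 6 erythrocyte genes were above the receptor-gene background. Scaling by library size only lowered the medians and kept them positive, from 1.09 for adipocytes to 2.05 for muscle. A background spread over the genome would leave these genes near 11.7 normalized counts per kb of exon, but their median was 159. With GC and length offsets, the median over the 6 lists was 1.78. An even dilution by a lower share of follicle cells would have raised the lists alike if follicle cells and background gave none of these counts. That condition was not tested. Their medians spanned 0.967, and only a share of 0.04 of random regroupings of the genes gave as wide a range (permutation test over genes, which are not independent replicates). As this range bears on an even dilution only under that condition, it does not decide the question. A larger share of these cells, or of RNA released from them, in the sorted samples labelled Dab2-cKO stays open, and so does a difference between the genotypes in the skin itself, which was not tested.

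Genes of differentiated epithelium and of stress were also higher in the libraries labelled Dab2-cKO. The interfollicular epidermis list had a median log2 fold change of 1.56 (adjusted p = 4.92e-15 by camera in limma), with 10 genes higher and 1 lower of 14. Its share of the counts rose from 0.332% ± 0.00943 to 0.790% ± 0.0146 (SD, n = 3 each), and Krt77 (1.91), Krt10 (2.37) and Krt1 (2.99) were the most abundant. Infundibulum and sebaceous gland genes had a median of 1.29 (adjusted p = 3.81e-17 by camera in limma), with 14 higher and 1 lower of 17, with Scd1 at 1.65, Elovl4 at 2.27 and Fabp5 at 0.062. They took 0.220% ± 0.00623 of the counts in WT and 0.446% ± 0.00982 in Dab2-cKO (SD, n = 3 each). The list for stress during dissociation had a median of 1.52 (adjusted p = 4.88e-17 by camera in limma), with 12 of 14 higher, and Jun at 1.49, Fos at 2.87, Egr1 at 0.64 and Dusp1 at 3.12. Its share rose from 0.0576% ± 0.000893 to 0.125% ± 0.00145 (SD, n = 3 each). Adjusted over the list alone, the counts were the same. No gene of these lists was in another list or in Fig. 8a, and all but 1 stress gene were above the receptor-gene background in the libraries labelled WT. Over the 3 lists together, the median lay 1.49 above that of all genes, more than any scaling tried moved the latter, and it was 1.42 with GC and length offsets. Both values argue against scaling and against GC or length bias as the whole cause. With library size only the medians remained positive, at 1.13, 0.86 and 1.10. Differences between the samples in sorting or dissociation, and a difference between the genotypes, were not tested and stay open.

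All 30 interferon-stimulated genes were higher in the libraries labelled Dab2-cKO, with a median log2 fold change of 2.38, and their share of the counts rose from 0.0340% ± 0.00231 to 0.163% ± 0.00336 (SD, n = 3 each). Parp14 (2.75), Ifit3 (5.02), Irf7 (3.81) and Oasl2 (3.68) were the most abundant. This list was written after Ifit1, Ifit3 and Isg15 had been seen among the largest rises, so its median is not independent of them. None of its genes was in another list or in Fig. 8a, and 21 of 30 were above the receptor-gene background in the libraries labelled WT. With GC and length offsets their median was 2.34, which argues against GC or length bias as the whole cause. The rise did not rest on a single mouse, since Ifit3 had 1461, 1426 and 1436 normalized counts in replicates 1 to 3 labelled Dab2-cKO. With each library left out in turn, the log2 fold change stayed between 4.85 and 5.15 for Ifit3 and between 3.92 and 4.13 for Isg15. The median of the interferon-stimulated genes exceeded that of the immune list by 0.53, but a list chosen for its rise cannot decide between them. A larger share of immune cells alone therefore cannot be told apart from a response to interferon, which is another candidate explanation. Whether the rise comes from the genotype or from another difference shared by the 3 mice was not tested.

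The pseudogene Gm15772 had the largest rise, with a log2 fold change of 5.97. A candidate explanation is that reads of Rpl26 were counted on Gm15772 in the libraries labelled Dab2-cKO, through a sequence variant or a difference in alignment. The summed counts of both genes had a log2 fold change of 0.40, inside the range from -0.10 to 0.53 between the 10th and 90th percentiles of 49 other Rpl genes. Rpl26 alone was lower, at -0.48. The reads were not analysed here, so a variant near either gene stays open, as does a difference between the genotypes.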

How the results depend on the processing

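The GC and length offsets and the thinning are tests chosen only after the result was seen. The count of 9069 genes stayed within 1.5 times under DESeq2 (7586), upper-quartile scaling (9842), no filter (9024), a mean count of at least 50 (8523) and the replicate block (8967), and with each library left out (7996 to 8546). Trimmed TMM (9034) left the median log2 fold change of all genes at -0.027, against -0.023, and so tested little. It was 9180 with the offsets and 8813 after thinning, so a difference in library size left most of it. Under these settings other than single libraries left out, 7425 to 9013 of the 9069 genes were called again. Library size only gave 13854 genes, of which 6524 were among the 9069 and 19.4% were higher, against 59.4%, and the test against a 1.5-fold change gave 3358, as its construction demands a larger change. The count of 6037 genes with a fold change above 1.5 became 10059 with library size only and 3358 with the 1.5-fold test, and was 4695 to 6355 under the other settings. Library size only lowers the median of all genes by construction, to -0.45, and upper-quartile scaling to -0.17.

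Of 88 genes followed, 63 kept their call and direction under every alternative, and 11 reversed under at least 1. With library size only, the log2 fold changes of Gskip (-0.36), Pak1 (-0.060), Wnt3 (-0.15), Dvl1 (-0.25), Dvl3 (-0.41) and Dkk3 (-0.32) were reversed, as this setting lowers all genes. Upper-quartile scaling reversed Gskip (-0.072), Dvl3 (-0.13) and Dkk3 (-0.031), and scaling to Actb reversed Gskip (-0.052), Dvl3 (-0.10) and Dkk3 (-0.0066). A mean count of at least 50 reversed Gskip (-0.016) and Dvl3 (-0.071), and no filter reversed Dvl3 (-0.017). The offsets reversed Dkk1 (0.036) and Dvl3 (-0.069). With each library left out, values crossed 0 for Dkk1 (-0.21 to 0.20), Gskip (-0.10 to 0.22), Myc (-0.11 to 0.087), Axin1 (-0.084 to 0.024), Dvl3 (-0.062 to 0.090), Dkk3 (-0.046 to 0.24), Wnt5b (-0.26 to 0.15) and Gsk3a (-0.12 to 0.089). Apart from the shift of all genes, the cause was not tested. A mean count of at least 50 gave no value for Fgf18, S100a4, Dkk1, Wnt1, Krt19 and Sfrp5, whose counts are too low.

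Among other changes, 10 genes passed the threshold with library size only, 5 with upper-quartile scaling, 4 with a mean count of at least 50, 4 when scaled to Actb, 2 with the offsets and 1 without a filter. No longer past it were 3 with library size only, 2 with DESeq2 (Dvl2 and Axin2), 1 with upper-quartile scaling and 1 when scaled to Actb. A single library decided some calls. Without WT replicate 2, Cdk2 (adjusted p = 0.0554 by edgeR), Ccne1 (0.0581), Gsk3b (0.0694), Dvl2 (0.101) and Axin2 (0.262) did not pass. Without WT replicate 3, Gsk3b (0.0662) and Axin2 (0.104) did not pass and Wnt10a did (0.0368). Without Dab2-cKO replicate 3, Ccne1 (0.0655), Gsk3b (0.0604), Dvl2 (0.112) and Axin2 (0.1) did not pass, and without Dab2-cKO replicate 2 Wnt3a did (0.0302). Over all alternatives, the adjusted p-values ran from 1.25e-09 to 0.0554 for Cdk2, 3.95e-05 to 0.0655 for Ccne1, 9.67e-16 to 0.0694 for Gsk3b, 1.03e-07 to 0.112 for Dvl2, 4.9e-11 to 0.262 for Axin2, 3.36e-05 to 0.313 for Wnt10a and 0.000506 to 0.302 for Wnt3a.

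With the correlation estimated from the data, the Wnt list (-0.50, adjusted p = 0.188 by limma) and the cell-cycle list (-0.88, adjusted p = 0.123) of Fig. 8a did not pass. Their adjusted p-values over all alternatives ran from 0.00072 to 0.188 and from 8.38e-07 to 0.123. By fry, the stemness list (0.11, adjusted p = 0.00728 by limma) and the HFSC bulge list (0.40, adjusted p = 0.0215) passed, with ranges of 0.00728 to 0.974 and 0.0215 to 0.799. With a mean count of at least 50 the stemness median was -0.30, with upper-quartile scaling -0.04 and without Dab2-cKO replicate 3 -0.01. Fry tests whether genes of a list move, and camera whether they move more than others. For the rest the cause was not tested. With the replicate block the medians were -0.50, -0.88 and 0.11. The other 14 marker lists kept direction and call under the alternatives run for lists, with adjusted p-values of limma up to 0.0378.

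The first principal component held 67.4% of the variance with all genes kept, 95.6% with log2 CPM and 95.2% to 96.8% with each library left out. Using all genes adds genes of low variance by construction, and the cause of the other shifts was not tested. Depth limits Dkk1 and S100a4, whose standard errors on the log2 scale were 0.39 and 0.53. At or under the receptor-gene background were 12011 of the 32149 genes tested, of which 873 were called.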

Differences from the paper's values

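No test in this part was chosen only after the result was seen. The paper's qPCR values are means of the log2 folds of 3 replicates, normalized to actin, with the SD between replicates as the paper's error. Differences were held against the larger of this SD and the SD between the RNA-seq replicates. For Ccnd1 the paper's value is -2.09 and the RNA-seq log2 fold change was -0.86. None of the alternatives set before the data were examined closed the gap, and library size only came closest, at -1.28. For Lef1, whose qPCR cycle values are uncertain, the paper's value is -1.32 against -3.09. None of these alternatives closed the gap, with values from -3.51 to -2.98. The paper's value for Wnt3a is -2.25 against -0.52, with values of -0.95 to -0.40 under these alternatives, none of which closed the gap. The paper's value for S100a4 is -1.44 against 0.92, and under the alternatives that gave a value the log2 fold change lay between 0.51 and 1.29, so that none closed the gap. No value for S100a4 was had with a mean count of at least 50.

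For Col17a1 the paper's value is 0.85 against 1.01. The difference fell within the error with upper-quartile scaling (0.87), with a mean count of at least 50 (0.93), without WT replicate 1 (0.96) and when scaled to Actb (0.89), and it did not with DESeq2, library size only, trimmed TMM, no filter, the replicate block and each of the other 5 libraries left out. The paper's value for Mki67 is -2.35 against -2.12. Here the difference fell within the error with upper-quartile scaling (-2.27), library size only (-2.55), no filter (-2.16), a mean count of at least 50 (-2.21), scaling to Actb (-2.25), and without WT replicate 1 (-2.155), Dab2-cKO replicate 1 (-2.15) or Dab2-cKO replicate 2 (-2.17). With DESeq2, trimmed TMM, the replicate block and without each of the other 3 libraries it did not. The paper's value for Nfatc1 is 1.06 against 1.32. Upper-quartile scaling (1.18) and scaling to Actb (1.20) brought it within the error, and the other alternatives set before the data were examined did not. For Sirt7 the paper's value is -0.55 against -0.22. The error here was the SD between the RNA-seq replicates (0.22), larger than the paper's SD (0.20). The difference fell within it with upper-quartile scaling (-0.36), library size only (-0.64), scaling to Actb (-0.33) and without Dab2-cKO replicate 3 (-0.34), and not under the other alternatives set before the data were examined.

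For Dab2, the paper gives qPCR values of the epidermis, with a mean log2 fold of -2.61, and in the sorted HFSCs at PD68 the log2 fold change was 2.08. None of the alternatives set before the data were examined closed this gap, with values from 1.65 to 2.11. The share of the second principal component is about 3.7% in Fig. 8b, read by eye, for the paper, and was 2.26% here. It was 2.65% without WT replicate 1, 3.04% without WT replicate 2 and 2.87% without WT replicate 3. Leaving out Dab2-cKO replicate 1 gave 2.36%, Dab2-cKO replicate 2 gave 2.69% and Dab2-cKO replicate 3 gave 1.52%. The share was 1.98% with 500 genes, 9.48% with all genes kept, 2.30% with log2 CPM and 2.06% with the regularized log. No error was available for the paper's share, so whether these values differ from it was not decided.

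The paper names Wnt3a among the genes lowered by loss of Dab2 and Dkk1 among the inhibitors raised by it. Wnt3a had an adjusted p of 0.0814 by edgeR and was called with upper-quartile scaling, library size only, scaling to Actb, a mean count of at least 50 and without Dab2-cKO replicate 2. Dkk1 had a log2 fold change of -0.002 and was called under no setting. The heatmap of Fig. 8a shows Sirt7, Gskip, Krt19 and Wnt3 among differentially expressed genes, and here they had adjusted p-values of 0.26, 0.814, 0.268 and 0.115 by edgeR. Sirt7 was called with upper-quartile scaling (adjusted p = 0.0278 by edgeR), library size only (3.18e-05) and a mean count of at least 50 (0.0441), in a range up to 0.597. Gskip, Krt19 and Wnt3 were called under no setting.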

Other observations

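In this part, the tests of scaling, of reads shared between keratin genes, of the share of keratinocytes, of cells of the growing lower follicle and of the level of S100a4 in each genotype were chosen only after the result was seen.

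Genes of the hair shaft, inner root sheath and matrix were lower in the libraries labelled Dab2-cKO. The tables argue against several technical explanations of this fall. Relative to the median of all genes, which the scalings tried moved by at most 0.43, the median of the list was -6.35, and with GC and length offsets its median log2 fold change was -6.36. The 10 members outside the keratin families, all of them also in the full list, had a median of -4.09, which argues against reads shared between near-identical keratin genes. More cells of the growing lower follicle in the libraries labelled WT is a candidate explanation. It needs proliferation genes to be lower too, and their median was -1.08, below all 10000 random lists of similar abundance. The companion layer and inner bulge list was lower as well, with a median of -1.64 (adjusted p = 8.08e-06 by camera in limma), 1 gene higher and 5 lower of 7, and 0.144% ± 0.0061 of the counts in WT against 0.0422% ± 0.00159 in Dab2-cKO (SD, n = 3 each). Krt17 (-1.64) and Krt75 (-4.16) were among its abundant members, while Timp3 (0.59) was higher. Melanocyte genes had a median of -1.45 (adjusted p = 2.4e-09 by camera in limma), with 1 higher and 10 lower of 12, with Dct at -1.50, Mitf at -0.97 and Ednrb at -0.30. They took 0.0570% ± 0.000739 and 0.0187% ± 0.00105 of the counts (SD, n = 3 each). The counts of both lists were the same when adjusted over the list alone, and none of their genes was in another list or in Fig. 8a. Genes of the growing follicle thus differed between the labelled genotypes, the hair germ and anagen progenitor list among them (median -1.91). Whether this came from the hair cycle stage of the mice, from differentiation or from the cells sorted was not tested.

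The same explanation was tested for the lower genes that the paper's text names and that were called here. These were Wnt5a, Wnt10b, Ctnnb1, Lef1, Ccnd1, Runx1 and Mki67, and Wnt3a (-0.52), which was not called, was left out. The other 52 genes of the proliferation and hair germ lists had a median log2 fold change of -1.15, where the medians of 10000 random lists of similar abundance ran from -0.25 to 0.43. More cells of the growing lower follicle in the libraries labelled WT may therefore contribute to the lower values of these genes. Of the proliferation list, 8 genes were in Fig. 8a, as were 3 of the hair germ list and 5 of the HFSC bulge list. A lower share of keratinocytes in the libraries labelled Dab2-cKO would, as the whole cause, lower general keratinocyte genes by as much as the named genes, of which Ctnnb1 fell least (-0.76). Of 20 such genes, 7 were higher and 12 lower, with a median log2 fold change of -0.24. The 5 most abundant were Dsp (-0.26), Krt14 (0.85), Krt5 (0.62), Dst (0.9999) and Perp (-0.24), all above every named gene. Less abundant members went the other way, as Ovol1 (-1.52), Cldn4 (-1.50), Pkp3 (-1.17) and Cldn1 (-0.90) fell further than Ctnnb1. The median and the most abundant genes argue against a lower share of keratinocytes as the whole cause. The 20 genes took 1.02% ± 0.0294 of the counts in WT and 0.792% ± 0.0171 in Dab2-cKO (SD, n = 3 each). Of this list, 1 gene was also in another. A change of these genes within each cell by loss of Dab2 stays open and was not separated here from a change in the mixture of cells.

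Over the 1562 chemosensory receptor genes, the normalized count rose with exon length, with a Spearman correlation of 0.741 across genes, which are not independent replicates. A background spread evenly over the genome, such as genomic DNA, is a candidate explanation for these reads. Per kb of exon, the level of Dkk1 (8.32 normalized counts) lay under the 95th percentile of the receptor genes of 11.7, so that background may account for it. The level of Wnt3a (21.4) was above that percentile. For S100a4, the level in the libraries labelled WT (9.15) was under it, so that background may account for it there too, while the level in the libraries labelled Dab2-cKO (17.4) was above it.

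The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. For the number of called genes, 1 of the 10 splits, the real one, gave as large a result, with 9069 genes, and each of the other 9 splits gave 0. At an unadjusted p under 0.05, the real split gave 11230 genes and the others 536 to 711. With a fold change above 1.5 as well, the real split was again the 1 of 10 that gave as many genes. Of the 3 lists of Fig. 8a, 2 passed in the real split and at most 1 in any other, so that 1 of 10 splits gave as large a result. The number of marker lists was also reached by 1 of 10. Of the 15 marker lists, 14 passed by camera in the real split, and 11 or 12 passed in each of the others. Each of the others sets 2 libraries of 1 genotype and 1 of the other against the reverse, so part of the genotype difference remains. These splits therefore cannot tell how often a marker list passes by camera without such a difference. The calls of marker lists are given with the size of their change.

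No pair of libraries was identical, and the median ratio of the difference to the sampling noise was 2.22 to 2.71 within genotypes and 5.63 to 5.85 between them. Across 10846 genes, the deviations of libraries with the same replicate number in both genotypes had correlations of 0.138, -0.0484 and 0.104, so that the numbers gave no sign of pairs. Xist had a log2 fold change of -0.18 (adjusted p = 0.0307 by edgeR), and Ddx3y and Eif2s3y had 0 counts in all 6 libraries, and the labels give all mice as female. Uty and Kdm5d had at most 3 counts in any library.

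For the proteins imaged at PD68, the counts give the level of RNA. Of their 8 genes, 7 were called over all genes and 7 when adjusted over the list alone, with 3 higher and 4 lower. The log2 fold change was 1.80 for Cd34, 0.84 for Krt15, -1.45 for Sox9, 1.32 for Nfatc1, -0.76 for Ctnnb1, -0.40 for Dvl2, -0.19 for Gsk3b and -0.03 for Axin1, of which only Axin1 was not called (adjusted p = 0.89 by edgeR). These calls are those of edgeR. Dvl2 was not called by DESeq2, with an adjusted p of 0.0559 here and of 0.0617 in the authors' own DESeq2 comparison. By immunofluorescence, the paper reports less CD34, K15, β-catenin and Dvl2, more GSK3β and Axin, and more cells with Sox9 and NFATc1. Of the 14 other genes, 4 were called over all genes and 5 when adjusted over the list alone, with 2 higher (Dab2 and Wnt7b, at 1.19) and 2 lower (Wnt4, at -0.57, and Axin2, at -0.25).

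The paper's qPCR also gives the level in WT relative to actin. For several genes it was far from the level relative to Actb in the libraries labelled WT. The paper's values are 2.28% for Wnt3a, 2.88% for S100a4, 0.530% for Mki67, 0.583% for Ctnnb1 and 40.3% for Ccnd1. In the RNA-seq libraries these were 0.540%, 0.0633%, 47.3%, 24.6% and 4.79%. The levels also lay apart for Col17a1 (2.43% and 16.9%), Runx1 (1.16% and 5.37%) and Nfatc1 (0.0605% and 1.77%), with the paper's value first. They lay closer for Sirt7 (1.01% and 1.45%) and Lef1 (12.3% and 7.66%). The qPCR cycle values of Ctnnb1 and Lef1 are uncertain, as each shares its pattern with another gene. The RNA-seq levels are ratios of counts not scaled by exon length, so both measures are not on the same scale. No explanation of these differences was tested.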
